# C/EBPβ-induced lymphoid-to-myeloid transdifferentiation emulates granulocyte-monocyte progenitor biology

**DOI:** 10.1016/j.stemcr.2023.11.011

**Published:** 2023-12-28

**Authors:** Linh Thuy Nguyen, Karin Zimmermann, Elisabeth Kowenz-Leutz, Ramonique Lim, Maria Hofstätter, Alexander Mildner, Achim Leutz

**Keywords:** C/EBP, transdifferentiation, hematopoiesis, myelopoiesis, leukemia, GMP, granulocyte-macrophage progenitor, cell fate, 3R principles

## Abstract

CCAAT/enhancer-binding protein beta (C/EBPβ) induces primary v-Abl immortalized mouse B cells to transdifferentiate (BT, B cell transdifferentiation) into granulocyte-macrophage progenitor-like cells (GMPBTs). GMPBTs maintain cytokine-independent self-renewal, lineage choice, and multilineage differentiation. Single-cell transcriptomics demonstrated that GMPBTs comprise a continuum of myelomonopoietic differentiation states that seamlessly fit into state-to-fate maps of normal granulocyte-macrophage progenitors (GMPs). Inactivating v-Abl kinase revealed the dependence on activated CSF2-JAK2-STAT5 signaling. Deleting IRF8 diminished monopoiesis and enhanced granulopoiesis while removing C/EBPβ-abrogated self-renewal and granulopoiesis but permitted macrophage differentiation. The GMPBT culture system is easily scalable to explore the basics of GMP biology and lineage commitment and largely reduces ethically and legislatively debatable, labor-intensive, and costly animal experiments.

## Highlights

• C/EBPβ LAP^∗^ converts v-abl B cells into immortalized GMP-like cells (GMPBTs)
• GMPBTs mirror intricate granulocyte macrophage progenitor (GMP) biology *in vitro*
• GMPBTs’ scalability facilitates exploration of the molecular basis of lineage commitment
• The GMPBT system aligns with the 3R framework for minimizing animal testing

## Introduction

The classic view of homeostatic hematopoiesis emerged from studies that used transplantation, developmental cell tracing, and colony formation assays. According to this classic view, hematopoietic stem cells (HSCs) are the only blood cells that can self-renew and give rise to progenitors with progressively restricted differentiation potential following linear bifurcating cell lineage decisions. This hierarchy is typically shown as an upside-down decision tree diagram with self-renewing HSCs at the top giving rise to multipotent progenitors (MPPs) with limited self-renewal capacity. As these progenitors become increasingly specialized, they differentiate into common myeloid progenitors and common lymphoid progenitors (CMPs and CLPs, respectively). CMPs subsequently branch into megakaryocyte-erythroid progenitors (MEPs) and granulocyte-macrophage progenitors (GMPs), which are the primary source of innate immune cells (Iwasaki and Akashi, 2007).

Recent advancements in single-cell RNA (scRNA) expression profiling, chromatin accessibility studies, and barcoded lineage tracing have questioned the strictly binary, unidirectional processes of hematopoietic cell fate decisions suggested by the hierarchical model. Instead, it appears that progenitor cells can be committed to a specific fate at an earlier stage of differentiation and, in addition, that progenitors at different stages may display developmental plasticity and are capable to switch lineages under certain circumstances (Naik et al., 2013). These characteristics have implications for the production of innate immune cells (namely, granulocytes and various types of monocytes) and may play a role in lineage infidelity or ambiguity, as observed in myelodysplasia and leukemia (Dress et al., 2020; Pucella et al., 2020).

Alternative innate immune cell fate decisions occur during the GMP state, such as granulocytic vs. monocytic differentiation (Liu et al., 2019). GMPs also have transit-amplifying capacity and are vulnerable to leukemia initiation, which may lead to the development of self-renewing leukemic stem cells (LSCs) that perpetuate the disease (Krivtsov et al., 2006; Ye et al., 2015). Therefore, understanding the biology of GMPs is essential for comprehensively understanding specification of innate immune cells in homeostasis, regeneration, and leukemogenesis (Herault et al., 2017; Niederkorn and Starczynowski, 2017).

Experimental manipulation of hematopoietic lineage identity, such as by ectopic expression of lineage-defining master or pioneering transcription factors (TFs), can reveal the plasticity and decision-making processes involved (Graf and Enver, 2009; Regalo and Leutz, 2013). For example, primary mouse pre-B cells that were transformed by the v-Abl oncogene could be transdifferentiated into a GMP-like population (GMPBTs) by ectopic expression of the TF CCAAT/enhancer-binding protein beta (C/EBPβ)-LAP^∗^ (Cirovic et al., 2017). In contrast to HoxA8/A9-induced precursor cells, C/EBPβ-LAP^∗^-derived GMPBTs maintain a self-renewing progenitor population and continuously undergo spontaneous lineage choice to produce both neutrophils (Ly6G^+^/CD115^−^) and monocytes (Ly6G^−^/CD115^+^). Accordingly, GMPBTs exhibit similarities to both GMPs and LSCs, as observed in chronic myelogenous leukemia (CML; as a product of BCR-ABL translocation).

Here, we characterized GMPBTs using scRNA sequencing (scRNA-seq) and cell biological and molecular genetic analyses to investigate the biology and lineage decision processes. We demonstrate that GMPBTs largely resemble normal *ex vivo*-isolated GMPs and that GMPBT maintenance relied on v-Abl-mediated signaling involving C/EBPβ and the signal transducer and activator of transcription 5A (STAT5). GMPBTs could be expanded to large quantities that were amenable to molecular genetics, biochemical, pharmacological, and cell biological experimentation. GMPBTs therefore serve as a valuable model system to experimentally explore basic processes involved in myelomonocytic lineage commitment and cell differentiation and also reduce the need for animal experimentation.

## Results

### Myelomonocytic differentiation potential of GMPBTs

Previously, we have demonstrated that C/EBPβ-LAP^∗^ lymphoid-myeloid lineage-switched GMPBTs maintained an immature state and continuously produced granulocytes and monocytes/macrophages (Cirovic et al., 2017). Here, we characterized GMPBTs with droplet-based scRNA-seq. 

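GMPBTs start as pre-B cells that the v-Abl oncogene, a viral form of the Abl tyrosine kinase, has made immortal. C/EBPβ is a basic leucine zipper transcription factor of myeloid cells, and LAP∗ is its longest isoform, with the full transactivation domain. The retroviral vector links LAP∗ to EGFP, so that sorting for green cells takes the cells that received it. 2 libraries were analysed, 1 of WT GMPBTs, from B cells whose *Cebpa* and *Cebpb* genes are flanked by loxP sites but intact, and 1 of dKO GMPBTs, from the same kind of cells after Cre recombinase had removed both genes. Both libraries were taken on day 6 of transdifferentiations run in parallel. Both used the 10x Genomics 3′ version 2 chemistry, in which a droplet barcode marks the cell and a UMI marks each captured transcript, so that copies made by PCR are counted once. The submitters' labels call each library a mixed sample without saying what was mixed, and the sort was not followed by the withdrawal of β-mercaptoethanol that removes B cells. The deposited matrices hold raw UMI counts of 27998 genes in 737280 barcodes per library, which the authors made with Cell Ranger 2.1.0 on the mouse build mm10, before any cell was called. Cells were called here from the total UMIs of each barcode and filtered as in the study to 400 to 4000 detected genes and at most 7% mitochondrial UMIs. Both libraries were then integrated and clustered with Seurat at the study's resolution of 0.5. The clusters were numbered 1 to 8 by fixed lists of marker genes, so that a cell may carry another number than in the study. UMIs were summed per library and cluster and scaled to a common total, given as CPM, with 95% intervals in parentheses (exact Poisson for CPM, conditional binomial for ratios, Clopper-Pearson for shares of cells). Gene lists are described by the median log2 ratio of their measured members and by its percentile among 10000 random lists of like expression. With 1 library per genotype there is no replicate, the intervals cover counting error only, and no p-value is given. Genes that helped to form a cluster are no independent evidence about it. When the C/EBP genes, every gene named in the paper and all marker genes were kept out of the clustering, 66 of 66 gene directions between clusters in WT and 58 of 58 in dKO stayed as they were. Those clusters were matched to the first ones by shared cells, and 91.3% to 100.0% of the cells of each came from its match. All other genes could still form them, so the kept directions are no independent evidence either.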

Briefly, GMPBTs were generated from wild-type (WT) B cells by retroviral infection with a pMSCV-IRES-EGFP-C/EBPβ-LAP^∗^ construct. Sorted GFP-positive (GFP^+^) cells were examined on day 6 post infection (p.i.) by scRNA-seq. A pure population of GMPBTs can be acquired through the exclusion of β-mercaptoethanol, which effectively eliminates residual B cells. Nevertheless, we intentionally omitted this selection process to accommodate the inclusion of lymphoid-myeloid transition states in our scRNA-seq analysis. At harvesting, surface marker analysis revealed that the GFP^+^ cell pool contained 72.6% transdifferentiated CD11b^+^ cells and 11.1% un-transdifferentiated CD19^+^ cells. The CD11b^+^ cell fraction contained subpopulations of granulocytic Ly6G^+^ (4.9%), monocytic CD115^+^ (60%), and Ly6G^−^ CD115^−^ double-negative (DN) cells (30.9%) (Figure S1A).

scRNA-seq reads were obtained from 3,297 cells with a median of 7,799 unique molecular identifier (UMI) counts and 1,763 genes per cell. 

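Cluster 1, the early neutrophil-like cells, held the deepest transcriptomes, with a median of 11546 UMIs per cell, and the later neutrophil-like clusters 2 and 3 held fewer, with 6214.5 and 5665. The cluster 4 cells had a median of 5706 UMIs, the monocyte-like clusters 5 and 6 had 9868.5 and 8804, and the B-lymphoid-like clusters 7 and 8 had 8981 and 9365. After each cell had been thinned to 3000 UMIs, a median of 1006 genes was detected in cluster 1, 946 in cluster 2, 836 in cluster 3 and 933 in cluster 5. The WT library held 31758932 UMIs in all, of which 87.2% lay in the cells used. The UMI rule called 3304 barcodes, the 3297 barcodes with the most UMIs had a median of 7799 UMIs and 1763 genes, and 3133 cells with a median of 8104 UMIs passed the filters on genes and mitochondrial UMIs. The mitochondrial filter removed 169 barcodes and the upper limit on genes removed 2.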

Dimensional reduction of the dataset and subsequent clustering yielded eight distinct clusters (Figure 1A). 

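Among the 3133 WT cells, the 3 neutrophil-like clusters were the largest group. Cluster 2 held 796 cells, 25.4% (23.9 to 27.0), cluster 1 held 521, 16.6% (15.3 to 18.0), and cluster 3 held 285, 9.10% (8.11 to 10.2). Of clusters 4 to 6, which the paper places on the monocyte/macrophage side, cluster 5 held 754, 24.1% (22.6 to 25.6), cluster 4 held 339, 10.8% (9.75 to 12.0), and cluster 6 was small, with 64 cells, 2.04% (1.58 to 2.60). The clusters had been numbered and named by their fixed marker lists. Their leading genes by fold, from the counts of WT and dKO cells summed, were read afterwards. Cluster 1 was led by *Ctsg* and *Elane*, which encode serine proteases of primary granules, and cluster 2 by the chemokine genes *Cxcl3* and *Cxcl2* and the chitinase-like *Chil3*. Cluster 3 was led by the secondary granule gene *Ltf*, *Ceacam10* and *Retnlg*, with the secondary granule genes *Camp* and *Ngp* further down. Cluster 4 was led by the chemokine genes *Ccl5*, *Ccl4* and *Ccl3*, cluster 5 by *S100a4*, *Cd74* and *Ccr2*, and cluster 6 by the interferon-induced *Ifit3*, *Cxcl10* and *Isg15*. Cluster 7 was led by the surrogate light chain genes *Vpreb2*, *Vpreb1* and *Igll1*, and cluster 8 by genes of dividing cells such as *Hist1h2ap*, *Top2a* and *Ube2c*. Without integration of the libraries 10 clusters were found in place of 8, and 11 at a resolution of 0.8.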

Cells in clusters 7 and 8 mainly expressed B lymphoid-specific genes (*Ebf1*, *Vpreb1/2/3*, and *CD79a*) and, in accordance with the remaining CD19^+^ population, were defined as B cells (Figure S1B). 

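B-lineage genes stood far higher in clusters 7 and 8 than in the myeloid clusters of the WT library. *Ebf1*, a transcription factor that sets the B cell fate, was at 1107 CPM (1071 to 1143) there and 46.1-fold (42.3 to 50.4) higher than in clusters 1 to 6. *Vpreb1* and *Vpreb2*, which encode the surrogate light chain of the pre-B cell receptor, were 38.2-fold (35.8 to 40.6) and 169-fold (143 to 202) higher, and *Vpreb3* was 79.1-fold (73.3 to 85.4) higher. *Cd79a*, a signalling chain of the receptor, was 13.4-fold (12.8 to 14.1) higher, at 1639 CPM (1596 to 1683). Of the B-lineage list, 22 of 22 measured genes were higher in clusters 7 and 8, with a median log2 ratio of 3.70 (percentile 100.0). The dKO cells gave 22 of 22 and a median of 2.18. *Vpreb1* and *Vpreb2* are close copies that can share reads, so their split is uncertain. Some B-lineage transcripts were also counted in myeloid cells, as *Cd79b* was in cluster 3 at 9.87% of its level in clusters 7 and 8, and *Vpreb2* at 0.267%.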

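Of the pair of B-lymphoid-like clusters rebuilt here, the one numbered 8 held the dividing cells. *Top2a*, the topoisomerase that untangles replicated DNA, was at 379.6 CPM (331 to 434) in cluster 8 and 8.96 CPM (5.80 to 13.2) in cluster 7 of WT. The chromatin protein gene *Hmgb2* was 11.3-fold (10.2 to 12.6) higher in cluster 8 and *Hmgb1* 3.28-fold (3.03 to 3.54) higher. *Hist1h2ap*, a replication-dependent histone gene, was 184-fold (135 to 257) higher, and *H2afx*, the histone variant that marks DNA breaks, 16.4-fold (13.0 to 20.9) higher. Of genes of the G2 and M phases, 42 of 42 measured were higher in cluster 8 (median log2 ratio 4.28, percentile 100.0), as were 34 of 34 genes of S phase (median 2.63, percentile 100.0). The dKO library gave 52 of 52 and 38 of 40. At 3000 UMIs per cell, 72.4% (59.1 to 83.3) of WT cluster 8 cells and 1.97% (0.725 to 4.23) of cluster 7 cells carried at least 3 UMIs of 8 proliferation markers. *Ebf1* was at 918 CPM (841 to 999.6) in cluster 8 and 1145 CPM (1106 to 1186) in cluster 7. Cluster 8 of WT rests on 59 cells.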

Cluster 7 was additionally enriched for genes related to cell cycle and cell division (*Top2a*, *Hmgnb1/2*, and nucleosome proteins *Hist1h2ap* and *H2afx*) (Figure S1B).

**Figure 1:**
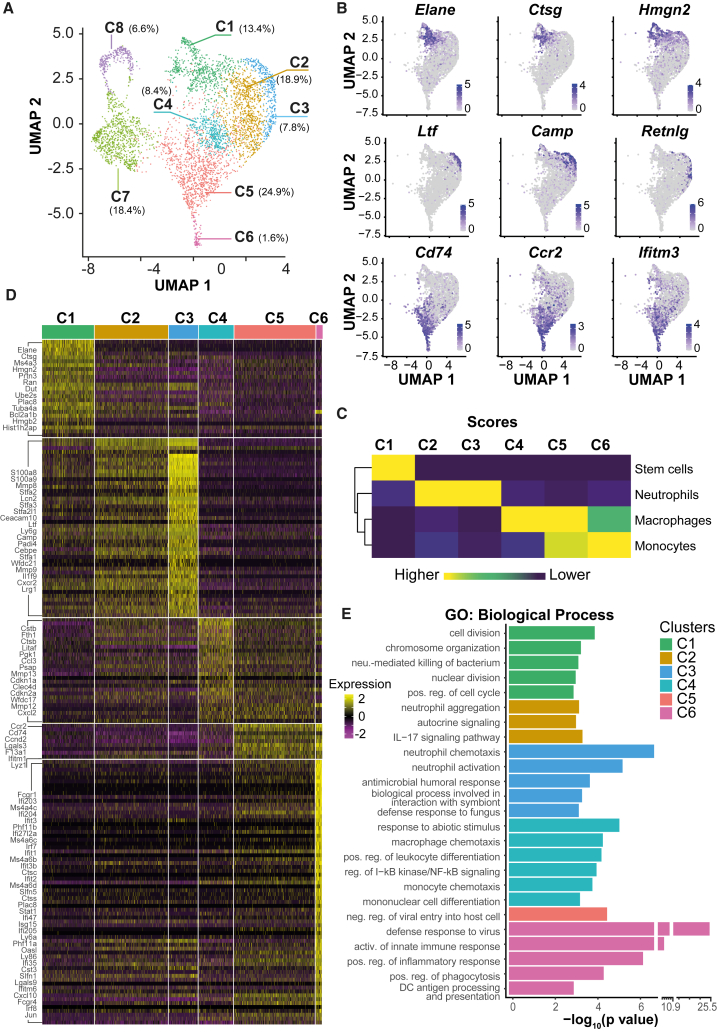
Granulocyte and macrophage lineage capacity of GMPBTs (A) WT B cells were retrovirally transduced with *Cebpb*-LAP^∗^. 6 days post infection (p.i.), cells were subjected to scRNA-seq. Dimension reduction (uniform manifold approximation and projection, UMAP) and clustering of 3,297 cells identified 8 clusters. Percentages of cells in clusters are indicated. (B) Feature plots of myeloid gene expression. Neu-specific genes are expressed in 3 different clusters (cluster 1: *Elane*, *Ctsg*, and *Hmgn2*; clusters 2 and 3: *Ltf*, *Camp*, and *Retnlg*). Monocyte/macrophage-specific genes are expressed in clusters 4, 5, and 6 (*Cd74*, *Ccr2*, and *Ifitm3*). (C) Cell type annotation of clusters 1–6 using the SingleR and ImmGen databases as reference. The annotation with the highest score is shown for each cluster. (D) Heatmap of differentially expressed marker genes (rows) of myeloid clusters 1–6 (columns). Genes with corrected p < 0.05 and |FC| (fold change) > 2 are shown in the heatmap; representative genes are listed on the left. A table of all genes contained in the heatmap is provided in Table S1. (E) Gene ontology (GO) enrichment for marker genes (|FC| > 1.5, adjusted p < 0.05) of myeloid clusters 1–6 using gProfiler. GO terms of “biological processes” are shown; redundant terms were excluded. For a complete list of GO terms enriched in each cluster, see Table S2. Color code as indicated in (A) and (D).

For further analysis, we concentrated on clusters 1–6, which expressed typical myeloid lineage genes (Figure 1B). Genes that define the neutrophil lineage were enriched in clusters 1, 2, and 3 (*Ltf*, *Camp*, *Elane*, and *Ctsg*), whereas clusters 4, 5, and 6 expressed genes characteristic for the monocyte/macrophage lineage (*Cd74*, *Ccr2*, and *Ifitm3*) (Figure 1B). 

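Granule genes set clusters 1 to 3 apart from clusters 4 to 6 in WT. *Ltf*, which encodes the iron-binding lactoferrin of secondary granules, was 31.0-fold (24.9 to 39.1) higher in clusters 1 to 3, and *Camp*, the precursor of an antimicrobial cathelicidin peptide, 39.0-fold (35.2 to 43.5) higher. The proteases of primary granules, *Elane* and *Ctsg*, were 14.1-fold (13.0 to 15.3) and 12.6-fold (11.2 to 14.2) higher. *Ltf* and *Camp* were highest in cluster 3, at 1519 CPM (1464 to 1575) and 5600.0 CPM (5495 to 5708), while *Elane* and *Ctsg* were highest in cluster 1. On the monocyte side, *Cd74*, the invariant chain of MHC class II, was 14.0-fold (13.3 to 14.7) higher in clusters 4 to 6, the chemokine receptor gene *Ccr2* 5.59-fold (5.27 to 5.94) higher, and the antiviral membrane protein gene *Ifitm3* 5.57-fold (5.31 to 5.83) higher. Each of these 7 genes had the same direction in the dKO library, where *Camp* was 59.6-fold (22.7 to 222) higher in clusters 1 to 3 and *Cd74* 7.06-fold (6.52 to 7.64) higher in clusters 4 to 6. Both groups carried the pan-myeloid genes, of which 12 of 13 measured were lower in the B-lymphoid-like clusters 7 and 8 than in clusters 1 to 6 (median log2 ratio -2.89, percentile 0.0).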

To determine the cell identity of the clusters, we applied the automated cell type annotation tool SingleR with the ImmGen database as a reference (Heng et al., 2008). As shown in Figure 1C, cluster 1 was identified as stem cells despite the simultaneous expression of early neutrophil genes, which suggested that cluster 1 contained mostly myelomonocytic progenitors.

Further inspection of clusters 1–3 revealed that cluster 1 highly expressed the early granulocyte markers *Elane*, *Ctsg*, and *Prtn3* (Giladi et al., 2018) in addition to the GMP-defining *Ms4a3* (Figure 1D; Liu et al., 2019). 

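Genes of primary granules, which are made first in neutrophil development, were highest in cluster 1. *Prtn3*, which encodes proteinase 3, was at 2013 CPM (1978 to 2049) in cluster 1 of WT and 2.63-fold (2.55 to 2.71) higher than in clusters 2 and 3. *Ctsg*, for cathepsin G, was at 795 CPM (773 to 818) and 32.8-fold (28.3 to 38.1) higher, and neutrophil elastase, *Elane*, was 14.6-fold (13.7 to 15.7) higher. *Ms4a3*, a membrane protein gene that marks the fate of GMPs, was at 353 CPM (338 to 368) and 12.0-fold (10.4 to 13.8) higher. Of the primary granule list, 9 of 10 measured genes were higher in cluster 1 (median log2 ratio 2.87, percentile 100.0), and 7 of 9 in dKO (median 0.89). Of the 25 genes that Table S1 gives for cluster 1, 24 were highest in cluster 1 among the myeloid clusters of WT and 23 in dKO. The study chose those genes on these cells, so that count is no independent evidence. *Hmgn2*, a nucleosome-binding protein gene of that table, was 5.76-fold (5.39 to 6.16) higher in cluster 1.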

Enhanced expression of cell cycle regulators in cluster 1 supported its progenitor characteristics. 

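Genes of dividing cells set cluster 1 apart from the other myeloid clusters. Genes of DNA replication, such as *Pcna* and the Mcm helicase genes, were higher there than in clusters 2 to 6 of WT in 38 of 38 measured cases, with a median log2 ratio of 2.21 (percentile 100.0), and genes of the G2 and M phases in 50 of 51, with a median of 2.68 (percentile 100.0). The dKO library gave 27 of 27 and 38 of 39, with medians of 1.82 and 2.36. *Mki67*, whose protein coats mitotic chromosomes, was 6.24-fold (4.62 to 8.50) higher in WT cluster 1, and *Cdk1*, the kinase that drives entry into mitosis, 5.72-fold (4.42 to 7.43) higher, both genes chosen after their values were seen. In cells thinned to 3000 UMIs, 21.2% (17.8 to 25.0) of cluster 1 cells had at least 3 UMIs of 8 proliferation markers in WT and 32.4% (21.8 to 44.5) in dKO. The share was 0.395% (0.0816 to 1.15) in WT cluster 2, 1.11% (0.229 to 3.20) in cluster 3 and 1.08% (0.468 to 2.12) in cluster 5, and of the 130 such myeloid cells of WT 110 lay in cluster 1. Without thinning, the depth of cluster 1 would raise its share, which is why a fixed number of UMIs was used.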

Cluster 3 was enriched for mature neutrophil markers (*Ly6g*, *S100a8/9*, and *Cebpe*) and several signaling proteins involved in immune responses (*Stfa1/2/3*, *Lcn2*, and *Wfdc21*). 

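Cluster 3 carried the genes of late neutrophils at the highest level. *Ly6g*, the surface antigen of mature mouse neutrophils, was at 485 CPM (454 to 517) in WT cluster 3 and 14.5-fold (12.8 to 16.3) higher than in clusters 1 and 2. *S100a8* and *S100a9*, whose products form the calcium-binding calprotectin, were 2.27-fold (2.26 to 2.29) and 2.67-fold (2.66 to 2.69) higher. *Cebpe*, the C/EBP factor of terminal granulopoiesis, was at 414 CPM (385 to 444) and 6.16-fold (5.57 to 6.80) higher. *Lcn2*, which withholds iron from bacteria, was 7.07-fold (6.87 to 7.28) higher, and *Wfdc21*, a small secreted protein gene of neutrophils, 2.98-fold (2.86 to 3.10) higher. The stefin genes *Stfa1*, *Stfa2* and *Stfa3*, which encode inhibitors of cysteine proteases, were 2.33-fold (2.29 to 2.36), 10.2-fold (9.78 to 10.7) and 6.04-fold (5.89 to 6.20) higher, but they lie in a cluster of near-identical copies that can share reads, so each is uncertain. Of the secondary granule list, 12 of 13 measured genes were higher in cluster 3 (median log2 ratio 2.51, percentile 100.0), and 10 of 10 in dKO (median 2.19). Of the 46 genes of Table S1 for cluster 3, which the study chose on these cells, 44 were highest there in WT, and 39 of 41 measured in dKO.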

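Between the early and the late neutrophil-like cells stood cluster 2. Of the genes that Table S1 lists for cluster 3, which were picked on these cells, 44 of 46 were lower in cluster 2 than in cluster 3 of WT (median log2 ratio -1.82, percentile 0.0), while 44 of 46 were higher in cluster 2 than in cluster 1 (median 0.73, percentile 100.0). *Ltf* was at 43.5 CPM (38.2 to 49.2) in cluster 2 and *Ly6g* at 54.7 CPM (48.9 to 61.1). The genes listed for cluster 4 were higher in cluster 2 than in clusters 1 and 3 in 25 of 27 cases (median 0.91, percentile 100.0). Among them *Cxcl2*, a chemokine that draws neutrophils and was chosen after its values were seen, was 7.37-fold (6.34 to 8.60) higher, and *Ccl3* was 2.20-fold (1.99 to 2.43) higher. Cytokine and chemokine genes as a list were higher in cluster 2 in 12 of 12 measured cases (median 1.09, percentile 100.0), and in 7 of 9 in dKO. The matrix protease gene *Mmp8*, stored in neutrophil granules, was at 1966 CPM (1930.0 to 2003) in cluster 2 and 1908 CPM (1846 to 1971) in cluster 3.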

Cluster 2 did not have a unique gene expression pattern but demonstrated diminished expression of cluster 3-specific genes and limited expression of some cluster 4 genes. We therefore considered cluster 2 a transitory population between clusters 1 and 3 or 4. Functional analysis of the cluster markers (clusters 1–3, |FC| >1.5, adjusted p < 0.05) using gProfiler (Reimand et al., 2016) revealed enrichment for terms related to cell cycle and division in cluster 1, while terms associated with neutrophil activities were annotated to clusters 2 and 3 (Figure 1E).

Both clusters 5 and 6 were enriched for monocytic genes, including the major histocompatibility complex (MHC) class II-related gene *Cd74*, the chemokine receptor *Ccr2*, the macrophage colony-stimulating factor (M-CSF) receptor *Csf1r*, the lysosomal protease *Ctsc*, and lysozyme 1 (Figure 1D). 

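Clusters 5 and 6 shared genes of antigen presentation and of monocyte migration. *Cd74* was at 2076 CPM (2044 to 2108) in cluster 5 and 3474 CPM (3325 to 3627) in cluster 6 of WT, and 11.5-fold (11.1 to 12.0) higher over both than in clusters 1 to 4. *Ccr2*, through which monocytes leave the bone marrow, was 5.45-fold (5.17 to 5.75) higher, and *Csf1r*, the receptor for M-CSF, 3.16-fold (2.70 to 3.71) higher. *Ctsc*, the protease that activates other granule proteases, was 2.77-fold (2.60 to 2.94) higher. *Lyz1* was 3.48-fold (3.38 to 3.59) higher, but it lies beside the near-identical *Lyz2*, with which it can share reads. Of the MHC class II list, 9 of 9 measured genes were higher in clusters 5 and 6 (median log2 ratio 1.41, percentile 100.0), among them *H2-DMa*, which loads peptides, at 5.55-fold (4.82 to 6.39). The dKO library gave 6 of 9 (median 0.60). Of the 9 genes of Table S1 for cluster 5, all were highest in cluster 5 or cluster 6 of WT, 2 of them in cluster 5 and 7 in cluster 6.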

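An interferon response set cluster 6 apart from cluster 5. *Fcgr1*, the high-affinity receptor for IgG, was at 702 CPM (636 to 773) in cluster 6 of WT and 16.6-fold (14.3 to 19.2) higher than in cluster 5, and *Ifi204*, a DNA sensor of the interferon-inducible Ifi200 family, 17.8-fold (15.0 to 21.1) higher. *Irf8*, a transcription factor of monocyte fate, was 1.49-fold (1.24 to 1.79) higher. Of the interferon-stimulated list, 29 of 29 measured genes were higher (median log2 ratio 4.19, percentile 100.0), and 26 of 26 in dKO (median 5.22). Phagocytosis genes were higher in cluster 6 in 15 of 18 cases (median 0.57, percentile 100.0), and MHC class I genes, which interferons raise, in 11 of 11 (median 1.16, percentile 100.0). All 68 genes that Table S1 lists for cluster 6 were highest in that cluster in WT, as were 67 of 67 measured in dKO, though they were picked on these cells. Cluster 6 holds 64 WT cells with 593884 UMIs in all and 9 dKO cells, so its intervals are wide.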

Cluster 6 contained higher expression of the key differentiation TF *Irf8*, inflammatory-responsive TF *Stat1*, the surface marker *Fcgr1* (CD64), and the interferon-inducible *Ifi* gene family together with enrichment of immune response Gene Ontology (GO) terms (innate immune response, defense response to virus, and phagocytosis), further indicating monocyte/macrophage identity (Yanez et al., 2017). Cluster 4 linked the neutrophil clusters 1–3 and the monocyte/macrophage clusters 5 and 6. Besides low expression of the monocyte-specific genes *Cd14* and *Fcgr3* (encoding CD16), cluster 4 also expressed genes related to lysosomal activity (*Lamp1*, *Cd68*, and *Psap*), enzymes (*Pkg1*, *Pgam1*, and *Gpi1*), and iron transporters (*Fth1* and *Ftl1*), indicating the phagocytic potential of these cells. 

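Lysosomal and glycolytic genes were high in cluster 4. *Psap*, a precursor of proteins that help to break down lipids, was at 1742 CPM (1687 to 1798) in WT cluster 4 and 3.06-fold (2.94 to 3.18) higher than in clusters 1 to 3, *Lamp1*, a lysosome membrane protein, 1.83-fold (1.73 to 1.93) higher, and *Cd68*, a macrophage lysosome glycoprotein, 3.42-fold (3.00 to 3.91) higher. Of the lysosome list, 18 of 19 measured genes were higher (median log2 ratio 1.10, percentile 100.0). The glycolytic enzyme genes *Pgk1*, *Pgam1* and *Gpi1* were 3.48-fold (3.27 to 3.71), 1.64-fold (1.54 to 1.74) and 1.34-fold (1.27 to 1.41) higher, as were 13 of 15 genes of the glycolysis list (median 0.76, percentile 100.0). *Fth1* and *Ftl1*, the subunits of the iron store ferritin, were 6.19-fold (6.13 to 6.26) and 1.62-fold higher, with the limit that ferritin genes have many processed copies. Set against clusters 5 and 6 taken together, 17 of 19 lysosome genes (median 0.43) and 14 of 15 glycolysis genes (median 0.73) were higher in cluster 4. Most UMIs of that pair come from cluster 5. By share of UMIs, the lysosome list was highest in cluster 6 of WT, at 0.948%, against 0.754% in cluster 4 and 0.463% in cluster 5. The glycolysis list was at 1.13% in cluster 4, 0.705% in cluster 5 and 0.458% in cluster 6. *Cd14*, the lipopolysaccharide coreceptor, was at 176 CPM (159 to 194) in cluster 4 and 118 CPM (111 to 126) in cluster 5, and *Fcgr3*, a low-affinity receptor for IgG, at 576 CPM (545 to 609) and 351 CPM (338 to 364). The 16 dKO cells of cluster 4 had 14 of 17 lysosome and 11 of 13 glycolysis genes higher than clusters 1 to 3 of dKO. Of the 27 genes of Table S1 for cluster 4, picked on these cells, 25 were highest there in WT.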

We considered cluster 4 a transitory population undergoing monocyte/macrophage specification. Altogether, the GMPBT population contained cells in transitioning stages of granulocytic/neutrophil (G) and monocytic/macrophage (M) differentiation (Figures 1C—1E), suggesting that GMPBTs continuously undergo lineage choice and differentiation toward G/M fates, reflecting normal GMPs or LSCs (the latter because of the transforming activity of the v-Abl oncogene).

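Of the cells of the WT library, 1602 cells, 51.1% (49.4 to 52.9), lay in the neutrophil-like clusters 1 to 3 and 1157, 36.9% (35.2 to 38.6), in the monocyte/macrophage-like clusters 4 to 6. Along the neutrophil branch, the early gene *Prtn3* was lower at each step, from 2013 CPM in cluster 1 to 917 CPM (893 to 942) in cluster 2 and 309 CPM (285 to 335) in cluster 3, while *Ngp*, a late granule protein gene, went from 2679 CPM (2638 to 2721) to 3518 CPM (3470.0 to 3567) and 18070.0 CPM (17880.0 to 18260.0). Along the monocyte side, *Ccr2* was at 232 CPM (212 to 253) in cluster 4, 605 CPM (588 to 623) in cluster 5 and 1118 CPM (1035 to 1206) in cluster 6. From such stages on both sides within 1 culture, the paper proposes that GMPBTs keep choosing between the granulocyte and the monocyte fate, as normal GMPs or leukemic stem cells do, and it links the likeness to the latter to v-Abl. The libraries are a single time point, so they hold no measurement of a cell changing from one cluster to another.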

The endogenous *Cebpa* and *Cebpb* genes cross-regulate each other and can be induced by ectopic expression of either C/EBP TF. Therefore, we explored the C/EBPβ-LAP^∗^-induced transdifferentiation outcome in the absence of endogenous C/EBPα and C/EBPβ. We compared GMPBTs derived from either WT B cells or double knockout (dKO) B cells by scRNA-seq (Figures S1A and S1C). A total of 1,423 dKO B cells were recovered for the analysis, with a median of 7,975 UMIs and 1,914 genes per cell. 

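The dKO library came from cells transdifferentiated in parallel with the WT cells, and its counts were processed here in the same way. It was sequenced to 15047688 UMIs over all barcodes, of which 77.5% lay in the cells used. The UMI rule called 1427 barcodes, and the 1423 barcodes with the most UMIs had a median of 7975 UMIs and 1914 genes. After the filters 1264 cells with a median of 8614 UMIs and 2033 genes remained. The mitochondrial filter applied to 159 barcodes, the lower limit on genes to 6 and the upper limit to 4, and some barcodes failed more than 1 of these filters. Cluster 1 was the deepest in dKO too, with a median of 12782.5 UMIs per cell, cluster 5 had 11991, and the neutrophil-like clusters 2 and 3 had 6376 and 6293. Cluster 7 of dKO was shallower than that of WT, with 6291 UMIs per cell. Each comparison of dKO with WT is a comparison of 1 library with 1 other, both from day 6 of the parallel transdifferentiations, and has no replicate check.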

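Every cluster held cells of both libraries, though in very different numbers. The dKO cells were 72 in cluster 1, 103 in cluster 2, 45 in cluster 3, 16 in cluster 4, 291 in cluster 5, 9 in cluster 6, 468 in cluster 7 and 260 in cluster 8. If both libraries had held as many cells, WT would make up 89.5% of cluster 4, with its chemokine and lysosome genes, 74.5% of the early neutrophil-like cluster 1, 51.1% of the monocyte-like cluster 5 and 8.39% of the dividing B-lymphoid-like cluster 8. The cells were matched across libraries by integration, which seeks shared states. Without it the monocyte-like cells split by library, into a cluster of 1049 WT and 36 dKO cells and another of 50 WT and 395 dKO cells, and 325 of the 355 cells of cluster 4 lay in the first of these rather than in a cluster of their own. Cells of cluster 7 then lay in a cluster of 63 WT and 381 dKO cells and another of 248 WT and 5 dKO cells, and cells of cluster 2 in one of 772 WT and 13 dKO cells and another of 10 WT and 120 dKO cells. The cluster of late neutrophil-like cells numbered 3 then held 288 WT and 3 dKO cells. Comparisons of dKO with WT within clusters 2, 3, 5 and 7 are thus between cells that mostly fell in different clusters without integration.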

Data from the WT B cell and dKO B cell pools were integrated before clustering, and all 8 clusters were present in both samples, suggesting similar cell type outcomes in both genotypes (Figure S1D), although quantitative differences were also noted. 

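B-lymphoid-like cells were a far larger part of the dKO library. Cluster 7, the larger of this class and rich in pre-B cell receptor genes, held 37.0% (34.4 to 39.8) of the 1264 dKO cells and 10.1% (9.02 to 11.2) of the 3133 WT cells. Cluster 8, with the dividing cells of the class, held 20.6% (18.4 to 22.9) of dKO and 1.88% (1.44 to 2.42) of WT cells. Together they made up 57.6% (54.8 to 60.3) of dKO and 11.9% (10.8 to 13.1) of WT. With the named and marker genes kept out of the clustering the shares were 57.2% and 12.0%, and without integration the share in dKO was 51.0%. The cells counted are those that passed the sort, the UMI rule and the filters.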

B lymphoid clusters 7 and 8 represented 33% of the dKO B cells and 11% of WT B cells, respectively, coinciding with the respective CD19 marker expression in the cells. In contrast, cluster 1–6 WT B cells featured more myelomonocytic cells (72.6% CD11b^+^) compared with dKO B cells (38.2% CD11b^+^).

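The rest of each library, clusters 1 to 6, made up 88.1% (86.9 to 89.2) of WT and 42.4% (39.7 to 45.2) of dKO cells. Its make-up differed as well. Among myeloid cells, the neutrophil-like clusters 1 to 3 were 58.1% (56.2 to 59.9) in WT and 41.0% (36.9 to 45.3) in dKO, and the monocyte-like cluster 5 was 27.3% (25.7 to 29.0) in WT and 54.3% (50.0 to 58.6) in dKO. That gap depends on the clustering. At a resolution of 0.3 most cells of cluster 4 joined cluster 5, which then held 1092 WT and 308 dKO cells in place of 754 and 291. Cluster 4, with its chemokine and lysosome genes, was 12.3% (11.1 to 13.6) in WT and 2.98% (1.72 to 4.80) in dKO, where it rests on 16 cells. With reciprocal PCA anchors that share of dKO was 1.69% (0.770 to 3.18), and with all barcodes that passed the filters taken as cells it was 4.76% (3.13 to 6.90). The WT side moved as well. Of all WT cells, cluster 4 first held 10.8%, then 11.4% and 14.4% under these settings, and 8.56% with Scrublet doublets left out. *Itgam*, which encodes CD11b, a subunit of the complement receptor of myeloid cells, was at 70.2 CPM (67.0 to 73.7) in clusters 1 to 6 of WT and 41.4 CPM (36.4 to 46.9) in dKO, against 5.35 CPM (3.17 to 8.46) in clusters 7 and 8 of WT and 2.42 CPM (1.32 to 4.06) of dKO. With the named and marker genes kept out of the clustering the neutrophil-like shares of myeloid cells were 56.9% in WT and 41.2% in dKO, and without integration that of dKO was 29.2%.

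**Figure D1:**
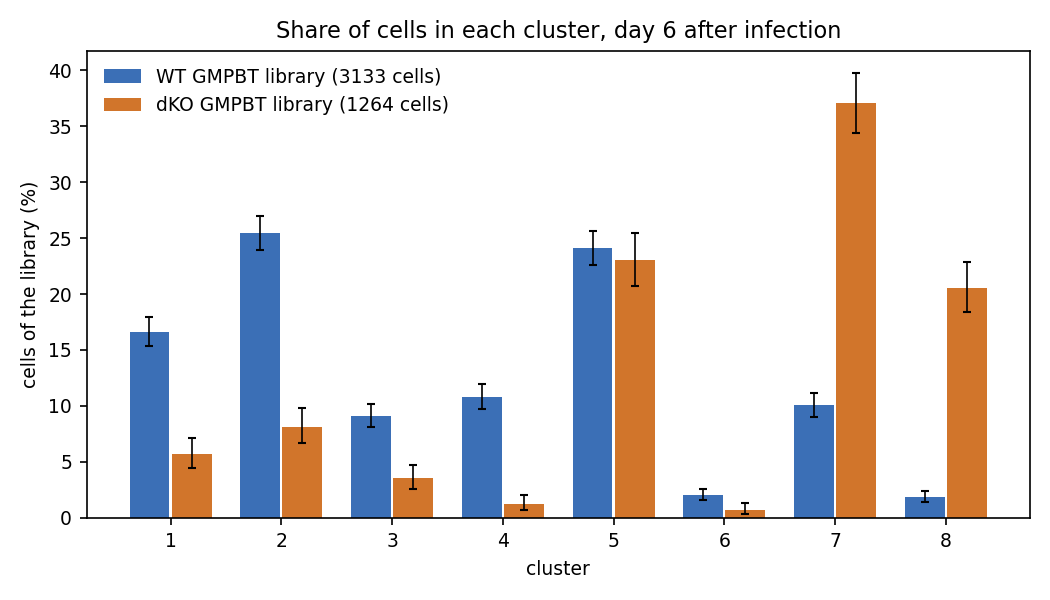
Share of cells in each of the clusters 1 to 8, in percent of the cells of the WT GMPBT library and of the dKO GMPBT library. Bars are shares and lines their exact binomial 95% intervals, which cover counting error only. Cluster 5 held 24.1% of WT cells and 291 of 1264 dKO cells, while clusters 7 and 8 were larger in dKO and clusters 1 to 4 larger in WT.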

We conducted a comprehensive assessment of the gene expression of the C/EBP family members, encompassing C/EBPα, C/EBPβ, C/EBPδ, C/EBPε, C/EBPγ, and C/EBPζ within myeloid clusters 1–6 (Figure S1E). 

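The 2 deleted genes were read first, since they check the labels. *Cebpa*, which encodes the factor that opens the myeloid programme, had 471 UMIs in clusters 1 to 6 of WT, 19.4 CPM (17.6 to 21.2), and 0 in dKO, at least 37.9-fold lower against the level of 3 counts. *Cebpb*, for the factor that cooperates with it in stress granulopoiesis, had 8168 UMIs, 336 CPM (328 to 343), in WT and 23, 3.92 CPM (2.48 to 5.88), in dKO, and was 85.7-fold (57.0 to 135) lower. Both genes were lower in the library labelled dKO. In mm10 (GRCm38), *Cebpa* lies on chromosome 7, 35119293 to 35121928, and *Cebpb* on chromosome 2, 167688915 to 167690418, each as a gene of 1 exon. The reads come from the 3′ ends of transcripts, which check a label only where they fall in the deleted part. Which part of each gene the deletion removes is not given in the sources used here. The supplement describes a rat sequence for LAP∗ in a fusion construct of the study. The dKO cells were sorted for the LAP∗ vector, so at most the 23 UMIs counted as *Cebpb* in their clusters 1 to 6 came from it. C/EBPδ was not analysed here.

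**Figure D2:**
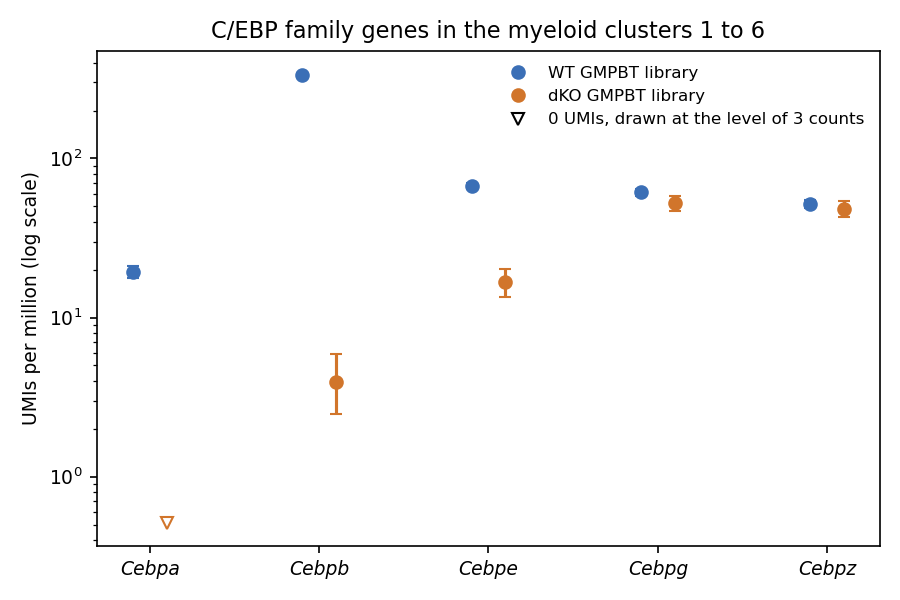
CPM (log axis) of the genes *Cebpa*, *Cebpb*, *Cebpe*, *Cebpg* and *Cebpz*, summed over the myeloid clusters 1 to 6 of each library. Points are CPM and lines exact Poisson 95% intervals, and the open triangle marks 0 UMIs, drawn at the level of 3 counts. *Cebpg* and *Cebpz* lie close together in both libraries, and *Cebpa*, *Cebpb* and *Cebpe* lie lower in dKO.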

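Of the 3 genes with a *Cebp* symbol measured here that were not deleted, *Cebpe* differed most between the libraries. Over clusters 1 to 6 it was at 67.0 CPM (63.8 to 70.4) in WT and 16.7 CPM (13.6 to 20.3) in dKO, 4.02-fold (3.27 to 4.98) lower. *Cebpe* is a gene of late neutrophils, and cluster 3 held 45 of the 536 myeloid cells in dKO (6.19% to 11.1%), with an interval that overlaps that of WT, 10.3% (9.22 to 11.5). With reciprocal PCA anchors the share was 4.32% (2.75 to 6.40) in dKO and 10.2% (9.11 to 11.4) in WT, and the intervals did not overlap. The ratio over clusters 1 to 6 also reflects the cell mix. Cluster 5, where *Cebpe* was at 4.98 CPM in WT, made up 27.3% of myeloid cells in WT and 54.3% in dKO. Over clusters 1 to 3 *Cebpe* was 2.51-fold (2.04 to 3.12) lower in dKO, with 6.63-fold (3.46 to 14.6) in cluster 1 and 1.61-fold (1.14 to 2.33) in cluster 2. Within cluster 3 alone it was at 159.7 CPM (118 to 210.5) in dKO, 2.59-fold (1.95 to 3.52) lower than in WT, on 45 dKO cells, of which at most 3 lay in the cluster of those of WT when the libraries were clustered without integration. *Cebpg*, which forms heterodimers with the other family members, was at 61.2 CPM (58.1 to 64.4) in WT and 52.3 CPM (46.6 to 58.5) in dKO, a ratio of 1.17-fold (1.03 to 1.33). *Cebpz*, taken here by its gene symbol, was at 51.7 CPM (48.9 to 54.6) and 48.2 CPM (42.8 to 54.1), a ratio of 1.07-fold (0.942 to 1.23), whose interval holds 1. Whether that symbol stands for the C/EBPζ of the paper was not checked. *Cebpe* lies on chromosome 14, 54710360 to 54712174 of mm10, and genes of chromosome 14 as a whole stood higher in dKO.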

Upon ectopic expression of C/EBPβ LAP^∗^, when endogenous *Cebpa* and *Cebpb* were absent, a significant reduction of C/EBPδ and C/EBPε expression was observed, while C/EBPγ and C/EBPζ remained largely unaffected. This finding suggested that C/EBPα, either independently or in conjunction with C/EBPβ, plays a regulatory role in the modulation of C/EBPε and C/EBPδ expression. The absence of C/EBPδ in all clusters of the dKO GMPBTs indicates a dependence on regulation by C/EBPα,β and raises the possibility of a previously unexplored role of C/EBPδ in myelopoiesis. Collectively, these outcomes underscore that, while GMPBT transdifferentiation occurs even in the absence of endogenous C/EBPα,β, the intricate mutual cross-regulation of the C/EBP family could substantially contribute to the efficiency and configuration of the transdifferentiation process.

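Within the neutrophil-like clusters 1 to 3, genes of secondary granules were lower in the dKO library, 12 of 13 measured genes (median log2 ratio -1.93, percentile 0.0). *Ltf* was 44.6-fold (24.9 to 89.4) lower and *Camp* 21.2-fold (17.8 to 25.4) lower. *Retnlg*, a resistin-like protein gene of neutrophils, had 5395 UMIs in WT and 0 in dKO, at least 271-fold lower against 3 counts, and *Ceacam10*, an adhesion molecule gene, was 18.5-fold (11.2 to 33.2) lower. *Pycard*, the adaptor of inflammasomes, was 35.3-fold (15.1 to 109) lower. Genes of tertiary granules and chemotaxis were lower too, 12 of 13 measured genes (median log2 ratio -0.75, percentile 0.0), as were genes of cytokines and chemokines, 12 of 12 measured genes (median log2 ratio -0.88, percentile 0.0). Higher in dKO were genes of the response to low oxygen, 13 of 13 measured genes (median log2 ratio 1.07, percentile 100.0), of glycolysis, 14 of 15 measured genes (median log2 ratio 0.96, percentile 100.0), and of MHC class II, 7 of 8 measured genes (median log2 ratio 1.42, percentile 100.0). B-lineage genes, which neutrophils should lack, moved with them, higher in dKO in 18 of 19 measured genes (median log2 ratio 1.41, percentile 100.0). With free RNA subtracted, that median was taken over the genes that kept at least 20 UMIs. It was 1.06 over 14 genes at the share of free RNA that B-lineage markers give in cluster 3. At the smaller share that *S100a8* gives in clusters 7 and 8 it was 1.26 over 16 genes. *Vpreb3* was 6.52-fold (5.53 to 7.69) higher, and no count of it was left in these clusters of either library at the larger share, while 3.21 CPM in WT and 60.6 CPM in dKO were left at the smaller. *S100a11*, a calcium-binding protein gene, was 9.67-fold (8.72 to 10.7) higher, the matricellular *Nov* 6.45-fold (5.46 to 7.62) and the galectin *Lgals3* 4.50-fold (4.05 to 5.01). Genes of chromosome 14, such as *Lgals3*, lay 0.23 above the median log2 ratio of all genes, and genes of chromosome 3, such as *S100a11*, at -0.29 from it. The copy *Gm9844* also ranked among the higher genes and can share reads with an abundant gene, so it is uncertain.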

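Monocyte-like cells of cluster 5 shared some of these differences, with *Pycard* and cytokine genes lower and *Nov* and B-lineage genes higher in dKO, and showed others. *F13a1* had 769 UMIs in WT and 0 in dKO, at least 117-fold lower against 3 counts. The secreted phosphoprotein gene *Spp1* was 10.1-fold (8.80 to 11.7) lower, the collagenase gene *Mmp13* 12.7-fold (7.96 to 21.6) and *Thbs1*, for the adhesive thrombospondin 1, 11.6-fold (8.33 to 16.7). Matrix and matrix protease genes were lower in dKO in 6 of 6 measured genes (median log2 ratio -2.34, percentile 0.0), monocyte and macrophage genes in 15 of 19 measured genes (median log2 ratio -0.67, percentile 0.0), and cytokine and chemokine genes in 10 of 12 measured genes (median log2 ratio -1.09, percentile 0.0). B-lineage genes were higher in dKO in 18 of 21 measured genes (median log2 ratio 1.30, percentile 100.0), while B-lineage markers stood at 1629 CPM in the free RNA of WT and 5080.0 CPM in that of dKO, and at 226 and 725 CPM in cluster 3. With free RNA subtracted the median of the list was 0.91 at the larger share, over the 17 genes that kept at least 20 UMIs, and 1.27 at the smaller, over 21. Of the B-lineage genes, *Vpreb3* was 5.97-fold (5.29 to 6.75) and *Cd79a* 3.69-fold (3.43 to 3.97) higher, while *Cd79b* stood in cluster 5 of dKO at 41.9% of its level in clusters 7 and 8 and *Vpreb2* at 3.10%. The size for *Vpreb3* depends on the free RNA taken off. At the larger share 1.96 CPM were left in WT and 142 CPM in dKO, and at the smaller 29.8 and 210 CPM. *S100a8* was 7.54-fold (7.09 to 8.02) lower in dKO, with the limits that it lies on chromosome 3, whose genes stood at -0.38 from the median of all genes, and that clusters 7 and 8 of WT, which should lack it, held 1456 CPM (1416 to 1498). At the smaller share of free RNA 884 CPM in WT and 99.1 CPM in dKO were left in cluster 5, while the larger share takes off more *S100a8* than was counted there. *Rpl7a-ps5*, *Rps2-ps6* and *Rpl6l*, near copies of ribosomal protein genes, and the processed pseudogene *Gm10020* ranked among the higher genes and are uncertain for that reason. From the outcome of both genotypes, the paper proposes that GMPBTs still form without endogenous C/EBPα and C/EBPβ but that cross-regulation within the family shapes how efficiently and in what form.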

### The GMPBT transcriptome reflects the fate-transitioning landscape of GMPs

We compared the GMPBT scRNA-seq data with published precursor gene expression profiles to explore the occurrence of cell types and differentiation stages of GMPBTs. Hematopoietic differentiation inferred from snapshot single-cell analysis (Giladi et al., 2018) and dynamic state-to-fate maps derived from clonally tagged stem/progenitors (lineage and RNA recovery [LARRY] method) (Weinreb et al., 2020) were compared with GMPBT scRNA-seq data (Figures 2 and S2). GMPBT clusters 2 and 3 coincided with neutrophils and clusters 5 and 6 with monocytes/macrophages matching with corresponding *in vivo* lineage signatures defined by Giladi et al. (2018) (Figures S2A and S2B). The vast majority of the GMPBTs also merged seamlessly into the *ex vivo* mouse bone marrow expression profile (hereafter called LARRY profile) (Figure 2A) and interleaved all LARRY-defined neutrophil and monocyte clusters. 

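Genes of the erythroid, megakaryocyte and mast cell fates and most genes of stem cells were close to absent from both libraries. *Gata2*, a transcription factor of stem cells and of the mast cell fate, had 0 UMIs in clusters 1 to 6 of WT, where 3 counts would give 0.123 CPM, and 0 in dKO, where they would give 0.511 CPM. *Cd34*, a surface protein of progenitors, had 1 UMI in WT and 0 in dKO, out of 24344656 and 5871479 UMIs in these clusters. Over all 8 clusters of WT, the 10 mast, basophil and eosinophil genes summed to 21 UMIs, the 5 megakaryocyte genes to 81 UMIs and the 10 erythroid genes to 180 UMIs, and in dKO to 5 UMIs, 17 UMIs and 431 UMIs. Among the erythroid genes *Hbb-bt*, a haemoglobin chain gene, gave 165 UMIs in WT and 412 in dKO, most of them in the B-lymphoid-like clusters. The 10 stem and progenitor genes summed to 536 UMIs in WT and 418 UMIs in dKO, most of them from *Cd27*, a receptor that lymphocytes carry too, which was at 18.1 CPM (16.5 to 19.9) in clusters 1 to 6 of WT and 19.3 CPM (14.9 to 24.6) in clusters 7 and 8. Dendritic cell genes, 10 in the list, summed to 169 UMIs and 459 UMIs, and the 9 T and NK cell genes to 149 UMIs and 204 UMIs.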

The GMPBT population lacked several cell types identified by LARRY, including CD34^+^ MPPs and cells that belong to the Gata2^+^ erythroid/megakaryocyte/mast/basophil/eosinophil fate. These data were in accordance with the notion that GMPBTs resemble GMPs rather than other earlier progenitor stages. The GMPBT data projection (Figure 2A) also revealed direct connections between the remaining B cell cluster (expressing *Pax5* and *Ebf1*) and monocyte/macrophage clusters (expressing pan-myeloid markers *Spi1* and *Lyz2*), which suggested an additional transdifferentiation trajectory directly into monocytes/macrophages (Figures 2A and 2B).

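*Pax5*, which holds cells in the B lineage, was at 84.6 CPM (74.2 to 96.1) in cluster 7 and 54.0 CPM (36.7 to 76.6) in cluster 8 of WT, against 3.07 CPM (1.97 to 4.56) in the monocyte-like cluster 5 and 1.83 CPM (0.499 to 4.69) in cluster 4. *Ebf1* was at 36.0 CPM (31.9 to 40.5) in cluster 5, 3.26% of its level in clusters 7 and 8, and 16.6 CPM (13.5 to 20.2) in cluster 1. *Spi1*, the gene of the myeloid and B cell factor PU.1, was at 467 CPM (452 to 482) in cluster 5, 402 CPM (376 to 429.5) in cluster 4 and 191 CPM (176 to 206) in clusters 7 and 8. *Lyz2*, lysozyme of phagocytes, was 15.2-fold (14.9 to 15.5) higher in clusters 1 to 6 than in clusters 7 and 8, with the limit that it can share reads with *Lyz1*. *Spi1* was 2.86-fold (2.64 to 3.10) higher in clusters 1 to 6. *Pax5* is a gene of low counts, with 236 UMIs in cluster 7 and 24 in cluster 5. *Pax5* lies on chromosome 4, 44524757 to 44710487 of mm10 and *Ebf1* on chromosome 11, 44617317 to 45008091.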

**Figure 2:**
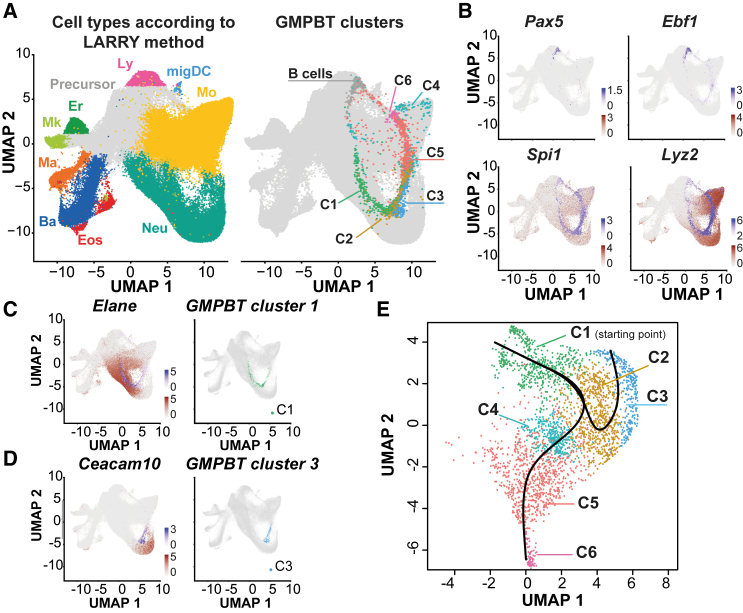
The GMPBT transcriptome reflects the fate-transitioning landscape of GMP differentiation (A) Integration of GMPBT scRNA profiling data with lineage-traced mouse bone marrow cell data according to Weinreb et al. (2020). scRNA-seq data from LARRY-traced mouse bone marrow were used as a reference; the GMPBT data were projected as a query. Cell types identified in the reference are indicated by color (left). The UMAP of integrated data is shown on the right, with reference data shown in gray and GMPBT clusters overlayed. Color of GMPBT clusters as in Figure 1A. (B) Expression of *Pax5 and Ebf1*, marking B cell clusters (top), and expression of *Spi1 and Lyz2*, marking myeloid clusters (bottom). The expression of these genes in the reference dataset and in the GMPBTs is presented in brown and purple, respectively. (C and D) Expression of *Elane* and *Ceacam10* in the reference dataset (brown) and GMPBTs (purple) is shown as merged plots on the left. Shown on the right are GMPBT cluster 1 and cluster 3. (E) Trajectory analysis of the myeloid clusters 1–6 using Slingshot. Based on the expression of proliferation genes, cluster 1 (C1) was designated as the starting point. Two differentiation trajectories are shown.

The neutrophil markers *Elane* and *Ceacam10* mark distinct groups of cells in a continuous landscape as defined by the LARRY profile (Figures 2C and 2D). *Elane*-expressing cells were previously considered precursors of *Ceacam10*-expressing cells (Giladi et al., 2018). We detected an overlapping distribution between LARRY *Elane*-expressing cells with *Elane*-expressing GMPBTs in cluster 1 (Figure 2C). Similarly, we identified co-alignment of LARRY *Ceacam10*-expressing mature neutrophils with *Ceacam10*-expressing GMPBTs (cluster 3; Figure 2D), which suggested that the GMPBT system recapitulated sequential transition stages of granulopoietic differentiation.

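*Elane* and *Ceacam10* mark opposite ends of the neutrophil-like clusters. *Elane* was at 1734 CPM (1701 to 1768) in cluster 1 of WT, 142 CPM (132 to 152) in cluster 2 and 48.8 CPM (39.4 to 59.8) in cluster 3, while *Ceacam10* was at 33.4 CPM (28.9 to 38.3), 22.4 CPM (18.7 to 26.6) and 793 CPM (754 to 834). In cells thinned to 3000 UMIs, 71.0% (66.9 to 74.9) of cluster 1 cells and 11.4% (7.91 to 15.8) of cluster 3 cells held an *Elane* UMI, and 5.21% (3.46 to 7.49) and 65.7% (59.7 to 71.3) a *Ceacam10* UMI. Before thinning the shares of cluster 3 were 21.4% (16.8 to 26.6) for *Elane* and 76.5% (71.1 to 81.3) for *Ceacam10*. The B-lymphoid-like cluster 7, which should lack both, gave thinned shares of 4.92% (2.78 to 7.98) and 0.656% (0.0795 to 2.35), at a median of 8981 UMIs per cell before thinning against 5665 in cluster 3. *Ceacam10* was at 38.3 CPM (19.8 to 66.9) in cluster 3 of dKO. In mm10, *Elane* lies on chromosome 10, 79886247 to 79888215 and *Ceacam10* on chromosome 7, 24777206 to 24784657.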

The current findings indicated that GMPs and neutrophil precursors in mammals entail proliferation capacity (transit-amplifying cells) (Evrard et al., 2018). During granulopoiesis, GMP transit through a CD106^+^ (*Vcam1*) pro-neutrophil stage before differentiating into mature neutrophils (Kwok et al., 2020). Similarly, our dataset presented the highest expression of *Vcam1* in cluster 1 (Figure S2C). 

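*Vcam1* encodes CD106, an adhesion molecule that binds integrin α4β1. Among the neutrophil-like clusters it was highest in cluster 1, with 73 UMIs, 12.0 CPM (9.41 to 15.1), in WT, against 6 UMIs, 1.04 CPM (0.383 to 2.27), in cluster 2 and 0 in cluster 3, where 3 counts would give 1.57 CPM. Cluster 6 had 10 UMIs, 16.8 CPM (8.07 to 31.0), all of them in 1 of its 64 cells. In dKO, 5 UMIs fell in cluster 1, 5.23 CPM (1.70 to 12.2), and 0 in cluster 2. The gene lies on chromosome 3, 116109949 to 116129688 of mm10. Chromosome 3 is one of those on which genes were lower as a whole in dKO than in WT.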

Analysis of granulopoiesis-essential TFs demonstrated that cluster 1 also contained the highest expression of *Cebpa* among the three neutrophil clusters, known for initiating myeloid GMP differentiation, together with *Runx1* and the granulopoiesis-directing factor *Gfi1* (Figure S2D). 

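The transcription factor genes of early granulopoiesis differed in how far they set cluster 1 apart. *Gfi1*, a repressor that turns progenitors from the monocyte to the neutrophil fate, was at 47.9 CPM (42.5 to 53.7) in WT cluster 1 and 6.01-fold (4.55 to 8.06) higher than in clusters 2 and 3. *Runx1*, a factor of blood cell formation and of early myeloid genes, was at 55.8 CPM (50.0 to 62.0) in cluster 1, 60.8 CPM (54.6 to 67.5) in cluster 2 and 28.3 CPM (21.3 to 37.0) in cluster 3. *Cebpa* was at 19.7 CPM (16.4 to 23.6) in cluster 1, 17.7 CPM (14.4 to 21.5) in cluster 2 and 17.9 CPM (12.4 to 24.9) in cluster 3, and these intervals overlap. For *Runx1* the intervals of clusters 1 and 2 overlap as well, while cluster 3 lies below both. In dKO, where *Cebpa* is deleted, *Gfi1* was 21.0-fold (3.32 to 876) higher in cluster 1 and *Runx1* was at 81.6 CPM (64.5 to 102) there and 61.8 CPM (48.1 to 78.2) in clusters 2 and 3. In mm10 *Gfi1* lies on chromosome 5, 107716657 to 107726036 and *Runx1* on chromosome 16, 92601466 to 92826149.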

*Irf8* is expressed and active at similar levels in both granulocytic and monocytic precursors but not in GMPs (Yanez et al., 2015). 

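*Irf8*, a factor that favours monocytes over neutrophils, was low in the neutrophil-like clusters, and cluster 2 held the most of it. It was at 39.3 CPM (34.3 to 44.7) in cluster 2 of WT, 2.60-fold (2.03 to 3.35) higher than in cluster 1 and 3.94-fold (2.46 to 6.66) higher than in cluster 3. Cluster 5 had 3.85-fold (3.33 to 4.46) more than cluster 2. The dKO library had 83.4 CPM (64.6 to 106) in cluster 2, 53.4 CPM (39.8 to 70.2) in cluster 1 and 28.7 CPM (13.1 to 54.6) in cluster 3, with the same order.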

Expression of *Irf8* in cluster 2 supported the idea that this cluster likely represents an intermediate stage in the neutrophil differentiation hierarchy. 

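PU.1, encoded by *Spi1*, drives myeloid genes in dose-dependent fashion, and C/EBPε, encoded by *Cebpe*, turns on secondary granule genes. *Spi1* was at 779 CPM (739.8 to 819.6) in cluster 3 of WT, 1.34-fold (1.27 to 1.42) higher than in clusters 1 and 2. *Cebpe* was at 62.5 CPM (56.4 to 69.1) in cluster 1 and 72.1 CPM (65.3 to 79.4) in cluster 2, and cluster 3 stood 11.0-fold (9.97 to 12.1) above the other myeloid clusters taken together. For dKO, *Spi1* was at 626 CPM (541 to 720.0) in cluster 3, 651 CPM (596 to 709) in cluster 2 and 379 CPM (341 to 420.0) in cluster 1, and the first 2 of these intervals overlap.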

Finally, cluster 3 expressed TFs involved in terminal neutrophil maturation and function, such as *Spi1* and *Cebpe* (Giladi et al., 2018). Furthermore, the expression of genes related to granule production, chemotaxis, and phagocytosis aligned with this description (Figures S2E–S2G).

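Genes of late granules and of chemotaxis were higher in cluster 3. Of that list 12 of 13 measured genes were higher than in clusters 1 and 2 of WT (median log2 ratio 1.40, percentile 100.0), and 9 of 9 in dKO (median 1.78). Of members chosen after their values were seen, *Mmp9*, the gelatinase of tertiary granules, was 6.94-fold (6.03 to 7.98) higher, *Cxcr2*, the receptor for neutrophil-drawing chemokines, 6.95-fold (5.62 to 8.60), and *Padi4*, an enzyme that citrullinates histones in neutrophils, 10.8-fold (9.35 to 12.6). Phagocytosis genes went less far, with 16 of 18 higher (median 0.65, percentile 100.0) and 17 of 17 in dKO (median 0.79). Among them, chosen likewise, *Anxa1*, a regulator of neutrophil adhesion, was 5.63-fold (5.28 to 6.00) higher and *Cybb*, a subunit of the NADPH oxidase, at a ratio of 1.66-fold (1.54 to 1.79). Primary granule genes were lower in cluster 3 in 9 of 10 cases (median -2.22, percentile 0.0).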

GMPBT monocyte clusters 4, 5, and 6 overlapped with both the LARRY monocyte branch (Figure 2A) and the monocyte-defining gene set of Giladi et al. (2018). 

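Monocyte and macrophage genes as a list were highest in cluster 6. There 18 of 19 measured genes were higher than in the other myeloid clusters of WT (median log2 ratio 1.76, percentile 100.0), against 15 of 19 in cluster 5 (median 0.84, percentile 100.0) and 11 of 19 in cluster 4 (median 0.11, percentile 56.0). *Ly6c2*, the surface marker of inflammatory monocytes, was at 691 CPM (656 to 727) in cluster 4, 716 CPM (697 to 735) in cluster 5 and 1965 CPM (1854 to 2081) in cluster 6. *Csf1r* was at 28.8 CPM (22.2 to 36.9), 48.4 CPM (43.7 to 53.5) and 70.7 CPM (51.0 to 95.6), and *Ms4a6c*, a membrane protein gene of monocytes, at 54.0 CPM (44.7 to 64.7), 200.1 CPM (190.3 to 210.2) and 1020.0 CPM (941 to 1105). In dKO the list gave 10 of 18 higher in cluster 5 (median 0.17) and 9 of 18 in cluster 4 (median 0.11), the latter on 16 cells. At a resolution of 0.3, and without integration, the cells of cluster 4 joined those of cluster 5.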

Many monocyte-restricted genes were highly expressed in clusters 5 and 6, whereas cluster 4 showed the least correlation to the mature monocyte signature (Mildner et al., 2017; Figure S2B). 

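Genes of the G1 and S phases stood above their level in clusters 5 and 6 in cluster 4, and a mitotic gene below it. *Cdk4*, the kinase of the G1 phase, was at 156 CPM (139.6 to 173) in cluster 4 of WT and 1.37-fold (1.21 to 1.56) higher than in clusters 5 and 6, and *Cdk2*, the kinase of S phase entry, at 17.4 CPM (12.3 to 23.9) and 1.61-fold (1.07 to 2.38) higher. *Ccnb2*, a mitotic cyclin, had 3 UMIs in cluster 4, 1.37 CPM (0.283 to 4.01), and stood 4.32-fold (1.40 to 21.7) lower than in clusters 5 and 6. S phase genes were higher in cluster 4 in 24 of 26 measured cases (median log2 ratio 0.54, percentile 98.3) and genes of the G2 and M phases in 24 of 35 (median 0.36, percentile 86.9). Of cells thinned to 3000 UMIs, 1.92% (0.707 to 4.12) in cluster 4 held 3 UMIs or more of the proliferation markers. *Cebpb* was at 450.5 CPM (423 to 479.6) in cluster 4, 1.48-fold (1.38 to 1.59) higher than in clusters 5 and 6. *Nr4a1*, an orphan nuclear receptor gene that patrolling monocytes need, had 13 UMIs in cluster 4, 5.95 CPM (3.17 to 10.2), and was 4.18-fold (1.76 to 10.0) higher. The dKO library, with 16 cells in cluster 4 and *Cebpb* deleted, adds no further measurement of these levels.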

Cluster 4 cells demonstrated residual expression of proliferation-related genes, including *Cdk2*, *Cdk4*, and *Ccnb2*, and expressed the highest levels of *Cebpb* and *Nr4a1* compared with the other monocytic clusters (Figure S2H). Based on this expression pattern, we considered cluster 4 monocyte progenitors. Cluster 5 cells exhibited more similarities to monocyte progenitors in cluster 4 but also expressed *Cd74*, *Ccr2*, *Lgals3*, and *F13a1*. 

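Cluster 5 stood nearer to cluster 4 than to the other clusters of WT, with a distance of 10.5 between cluster centres over 30 principal components, against 12.4 to cluster 2 and 17.2 to cluster 1, with clusters 3 and 6 further away. *Lgals3*, which encodes galectin-3 of macrophages, was 5.12-fold (4.74 to 5.54) higher in cluster 5 than in clusters 1 to 3, though highest in cluster 4, at 458 CPM (429.9 to 487). *F13a1*, the A subunit of coagulation factor XIII, was at 98.2 CPM (91.4 to 106) in cluster 5 and 4.21-fold (3.17 to 5.70) higher than in cluster 4. Set against cluster 4, *Cd74* was 3.77-fold (3.56 to 4.00) higher in cluster 5 and *Ccr2* 2.61-fold (2.38 to 2.87) higher. Within dKO, *Cd74* was 7.03-fold (6.50 to 7.62), *Ccr2* 2.34-fold (2.00 to 2.75) and *Lgals3* 1.51-fold (1.38 to 1.67) higher in cluster 5 than in clusters 1 to 3, and *F13a1* had 0 UMIs in clusters 1 to 6. *Lgals3* lies on chromosome 14, whose genes stood higher in dKO.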

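Monocyte genes and interferon-induced genes were both high in cluster 6. *Plac8*, a small cysteine-rich protein gene of monocytes and progenitors, was at 6786 CPM (6578 to 6999) in cluster 6 of WT and 4.95-fold (4.79 to 5.11) higher than in the other myeloid clusters, though cluster 1 also held much of it, at 2541 CPM (2501 to 2582). *Ms4a6c* was 11.1-fold (10.1 to 12.1) higher and *Fcgr1* 30.7-fold (26.9 to 34.9) higher. Of genes that type I interferons induce, *Ifit3*, which blocks viral RNA, was at 687 CPM (622 to 757) and 189.7-fold higher, and *Isg15*, a ubiquitin-like modifier, at 911 CPM (836 to 991) and 47.0-fold (41.5 to 53.4) higher. *Oasl2*, one of the mouse genes for the 2′-5′ oligoadenylate synthetase-like protein, was at 268 CPM (228 to 313) and 75.7-fold (57.8 to 99.8) higher, and its neighbour *Oasl1* had 0 UMIs in cluster 6, where 3 counts would give 5.05 CPM. In the 9 dKO cells of cluster 6, *Isg15* was 137-fold (99.3 to 192) higher and *Ifit3* was at 1064 CPM (870.1 to 1288).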

Cluster 6 cells showed more similarities to Immgen monocytes (Figure 1C), including the expression of *Plac8*, *Fcgr1*, and *Ms4a6c*, but in addition expressed interferon type I-inducible genes; e.g., *Ifit3*, *Isg15*, *Ifi204*, and *Oasl*.

The concept of two alternative monocyte differentiation pathways into dendritic cell (DC)-like or neutrophil (Neu)-like monocytes has been suggested previously based on the LARRY profile (Weinreb et al., 2020). We therefore compared GMPBT clusters 4, 5, and 6 for DC-like or Neu-like macrophage signatures derived from the LARRY dataset. The distribution of GMPBTs with DC- or Neu-like signatures could be distinguished (Figure S2I), and DC-like cells were mostly found in cluster 6, likely because of their high MHC class II- and interferon type I-related gene expression pattern, while the Neu-like monocyte signature was enriched in cluster 5, which is more related to Neu cluster 3.

Finally, the developmental relationships among all six clusters were predicted with the Slingshot trajectory analysis (Street et al., 2018; Figure 2E). Cluster 1 was set as the starting point based on the high expression of proliferation genes. 

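The order of the myeloid clusters was read from a minimum spanning tree over the cluster centres in the space of 30 principal components, with the Elane-rich cluster 1 as the start. Over both libraries, the tree joined cluster 1 to 2 (distance 15.8), cluster 2 to the late neutrophil-like cluster 3 (13.5), cluster 2 to 4 (12.2), cluster 4 to the monocyte-like cluster 5 (10.6) and cluster 5 to the interferon-responding cluster 6 (32.1). The curves drawn in Fig. 2E, looked at by eye once the tree was known, pass through the clusters along these 5 links, and the WT cells alone gave the same 5. The dKO cells alone gave 4 of them, with cluster 2 joined to cluster 5 (13.6) rather than to cluster 4 (13.7), which holds 16 cells there. The link from cluster 2 to 4 was close to that from 2 to 5 in the pooled cells too (12.5), and under 5 other settings of cell calling, doublets or clustering genes the tree took the link from 2 to 5. A spanning tree joins all clusters whatever their relation and gives no direction of change.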

The trajectory analysis revealed bifurcation in cluster 2, branching into mature Neus (cluster 3) and monocyte progenitor cells (cluster 4). Subsequent differentiation prediction included Neu maturation (cluster 2 to cluster 3) and the differentiation of mature monocytes/macrophages with DC similarities (cluster 6).

Taken together, integration of data derived from the GMPBT scRNA-seq transdifferentiation profile, *in vivo* transcriptome, and *ex vivo* LARRY myelopoiesis fate maps suggested that GMPBTs recapitulated normal granulocytic-monocytic commitment and represent a continuum of intermediary cell fate specification steps toward Neus and monocytes/macrophages. The GMPBT system therefore largely mirrors normal GMP biology and may be useful to examine mechanisms involved in cell fate choice.

### GMPBT surface markers

The cell lineage fidelity of WT GMPBT was next examined by flow cytometry screening of surface marker expression using an antibody array of 255 phycoerythrin (PE)-conjugated antibodies (LEGENDScreen, BioLegend). The bipotential differentiation capacity of GMPBTs into Neus and monocytes was confirmed by co-staining with CD11b, Ly6G, and CD115. The pan-hematopoietic or pan-myeloid markers (CD44, CD45, CD11b, and CD371) were present on all three GMPBT subsets (Ly6G^−^CD115^−^ DN progenitor population, Ly6G^+^CD115^−^ Neus, and Ly6G^−^CD115^+^ monocytes/macrophages) (Figure S2J). All cells also expressed CD62L, indicating the restriction of GMP potential to myeloid progenitors (Ito et al., 2021). The DN fraction contained higher expression of many markers representing undifferentiated stem/progenitor cells; e.g., CD51, CD106, Notch2, and CD31. The Ly6G^−^CD115^+^ subset was enriched for the expression of monocyte/macrophage markers (CD14, Mac-2, F4/80, and CD200R). Markers representing DC (Toll-like receptor [TLR] homolog CD180, TLR4, H-2, and CD275) were also highly expressed in this subset, which confirmed the differentiation potential toward DC-like cells. The Ly6G^+^CD115^−^ subset expressed the Neu-specific markers CD182 or plasmacytoid DC-specific triggering receptor expressed on myeloid cells (PDC-TREM) and epithelial tissue signatures (CD55, CD146, and CD100). Notably, certain markers associated with other cellular lineages were also detected. For instance, the DN subset displayed the presence of CD71, an indicator of erythroid lineage; the CD115^+^ subset exhibited CD107a, a marker for activated natural killer cells; and the Ly6G^+^ subset showed CD61, a marker indicative of megakaryocytes.

To establish a linkage between data obtained from both scRNA-seq and flow cytometric array screening, we aimed to isolate early Neu progenitors within the GMP fraction, residing in cluster 1 (Kwok et al., 2020). In this context, we identified CD106 (*Vcam1*) as a surface marker with pro-Neu specificity, expressed in the GMPBT DN fraction according to the LEGENDScreen results (Figures S2J and S2L). 

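A *Vcam1* UMI was seen in 7.87% (5.71 to 10.5) of the 521 cells of cluster 1 in WT, and in 0.754% (0.277 to 1.63) of cluster 2, 0.663% (0.216 to 1.54) of cluster 5 and in 1 of the 64 cells of cluster 6. Cluster 1 has the deepest cells, and at 3000 UMIs per cell its share was 3.48% (2.07 to 5.44) against 0.527% (0.144 to 1.34) in cluster 2. Summed over UMIs, *Vcam1* was 7.56-fold (4.86 to 12.1) higher in cluster 1 than in clusters 2 to 6, and 12.9-fold (2.11 to 135) higher in dKO. The B-lymphoid-like cluster 7 of WT, at a median of 8981 UMIs per cell against 11546 in cluster 1, had 0 of 315 cells with a UMI. There 3 cells would give 0.952%, a level used in place of an interval, and the shares in cluster 1 of WT lie above it. In dKO 4.17% (0.868 to 11.7) of the 72 cluster 1 cells had a UMI. Most cells of cluster 1 showed none, which at this depth does not tell whether they lack the transcript.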

Intriguingly, CD106 RNA expression was almost exclusively observed in cluster 1 cells (Figures 1D and S2K). Subsequently, we sorted DN undifferentiated cells based on CD106 expression (DN-CD106^+^) and compared them with DN-CD106^−^ cells. While there was no marked distinction in the growth rate between these two populations (Figure S2M), the DN-CD106^+^ cells displayed a higher proportion of Ly6G^+^ Neus post sorting (Figure S2N), whereas differentiation into CD115 monocytes was roughly equivalent between DN-CD106^+^ and DN-CD106^−^ cells. These observations collectively indicated that DN-CD106^+^ cells possess an elevated potential for neutrophilic differentiation, aligning with recent research findings (Kwok et al., 2020).

### IRF8 and C/EBPβ expression levels determine GMPBT lineage fates

To identify potential regulators involved in the formation of the two trajectories observed in the GMPBT scRNA-seq data, we extracted genes that were differentially expressed between Neu clusters 1, 2, and 3 and compared them with monocyte/macrophage clusters 4, 5, and 6 (adjusted p < 0.05, |FC| > 1.2). 

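Between the neutrophil-like clusters 1 to 3 and the monocyte/macrophage-like clusters 4 to 6 of WT, granule genes and lysosome genes ran in opposite directions. Of secondary granule genes, 12 of 13 measured were higher in clusters 1 to 3 (median log2 ratio 4.24, percentile 100.0), and of genes of late granules and chemotaxis 9 of 13 (median 1.51, percentile 100.0). Lysosome genes were higher in clusters 4 to 6 in 17 of 19 cases (median -0.58, percentile 0.0), monocyte and macrophage genes in 18 of 19 (median -2.11, percentile 0.0), interferon-stimulated genes in 29 of 29 (median -2.00, percentile 0.0) and iron genes, among them the ferritin genes, in 4 of 6 (median -0.70, percentile 0.25). Glycolysis genes were higher in clusters 4 to 6 in 10 of 15 cases (median -0.13, percentile 22.0). The neutrophil gene *Ly6g* was 17.9-fold (13.7 to 23.8) higher in clusters 1 to 3. The dKO library gave 10 of 10 secondary granule genes higher in clusters 1 to 3 (median 3.95), and 14 of 17 lysosome genes (median -0.34) and 12 of 18 monocyte genes (median -0.89) higher in clusters 4 to 6. No p-value was computed, since the cells of 1 library are not replicates.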

Next, we predicted the most important TF involved in the differential regulation of these genes using LISA (epigenetic landscape *in silico* deletion analysis, Qin et al., 2020). As shown in Figure 3A, LISA highlighted enriched motives for IRF4, IRF8, and STAT within genes specifically expressed within the monocyte branch, while C/EBP and the erythroblast transformation specific TF family (ETS; ERG and FLI1) TF motives were enriched in genes of the granulocytic branch, respectively. Interestingly, motif enrichment of the master regulator of myeloid cells, PU.1, was predicted for both developmental branches.

**Figure 3:**
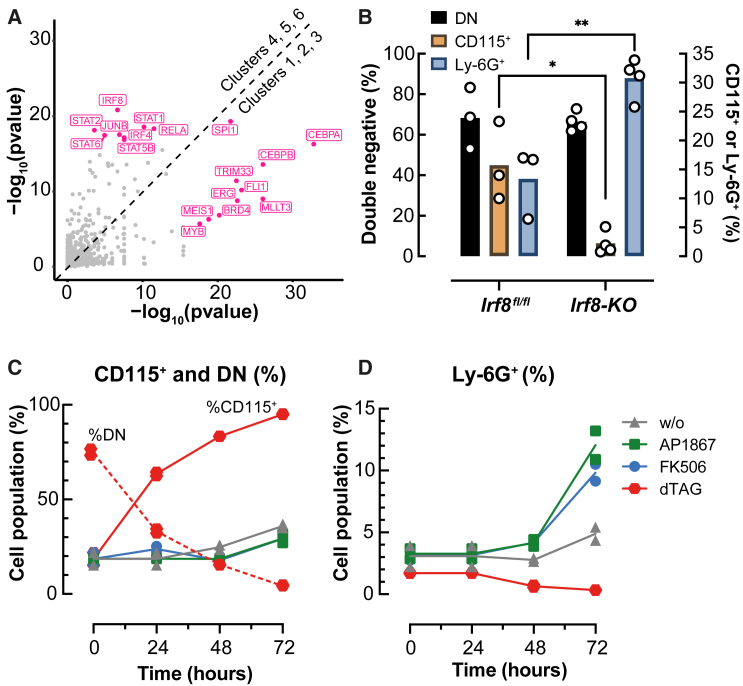
Function of IRF8 and C/EBPβ-LAP^∗^ on GMPBT subpopulations (A) TF analysis using LISA on differentially expressed genes between two groups: Neu C1, C2, and C3 and monocyte/macrophage C4, C5, and C6 (adjusted p < 0.05, |FC| > 1.2). (B) Comparison of transdifferentiated *Irf8*^*fl/fl*^ and *Irf8* KO B cells. *Irf8* KO clones (n = 4) and isogenic *Irf8*^*fl/fl*^ control clones (n = 3) were examined after retroviral expression of *Cebpb*-LAP^∗^. Cells were subjected to flow cytometry analysis using antibodies directed to CD11b, Ly6G, and CD115. Flow cytometry parameters were gated as in Figure S1A. The graph shows percentages of the 3 GMPBT subpopulations: GMP-like cells (Ly6G^−^CD115^−^, double negative [DN], black bars, left y axis), granulocytes/Neus (Ly6G^+^, orange bars, right y axis), and monocytes/macrophages (CD115^+^, blue bars, right y axis). Data are mean ± SD from independent experiments, unpaired t tests, ^∗∗^p < 0.01, ^∗^p < 0.05; insignificance is not indicated. (C) De-stabilization of LAP^∗^-FKBP12^F36V^ by dTAG increased CD115^+^ cells and abrogated DN cells in GMPBT cultures. Shown are the kinetics and distribution of the CD115^+^ population (red line) and the CD115^−^/Ly6G^−^ population (DN, red dashed line) of GMPBTs upon targeted proteolysis of LAP^∗^-FKBP12^F36V^ by dTAG-13. Note that CD115^+^ monocytes increase from approximately 15% to 95%, while DN cells disappear during dTAG treatment. No effects on the CD115^+^ population are seen by treatment with FK506 or AP1867. Flow cytometry analysis was performed at 4 time points as indicated (n = 2, duplicates are shown, gating as shown in Figure S1A). (D) Stabilization of LAP^∗^-FKBP12^F36V^ by AP1867 or FK506 leads to an increase in Ly6G^+^ cells in GMPBT cultures (from approximately 3% to 9%–13%), while dTAG abrogated Ly6G^+^ cells. Flow cytometry analysis was performed at 4 time points as indicated (n = 2, duplicates are shown, gating as shown in Figure S1A). The experiments shown in (C) and (D) were done in parallel, starting with the same GMPBT cultures. Drug treatments are shown on the right. No treatment, gray triangles; AP1867 treatment, green squares; FK506 treatment, blue dots; dTAG treatment, red dots.

Next, we explored how GMPBT biology is affected by intervention with lineage-defining TFs of critical GMP co-regulatory complexes (CoRCs) (Arendt et al., 2016). IRF8 is part of a CoRC that supports macrophage differentiation from GMPs and impedes Neu differentiation. Removing *Irf8* from mice decreased monocyte numbers and caused neutrophilia that closely resembled CML (Holtschke et al., 1996; Tamura et al., 2015). 

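IRF8, encoded on chromosome 8, 120736358 to 120756694 of mm10, steers progenitors toward monocytes. In the WT library an *Irf8* UMI was found in 56.3% (53.4 to 59.1) of the cells of clusters 4 to 6, in 17.7% (15.1 to 20.6) of cluster 2, 11.9% (9.25 to 15.0) of cluster 1 and 5.96% (3.51 to 9.38) of cluster 3. At 3000 UMIs per cell the shares were 29.9% (27.2 to 32.7) in clusters 4 to 6, 10.0% (7.97 to 12.4) in cluster 2 and 3.69% (1.78 to 6.68) in cluster 3. By cluster, *Irf8* stood at 79.2 CPM (67.8 to 91.9) in cluster 4, 151 CPM (143 to 160.0) in cluster 5 and 226 CPM (189 to 267) in cluster 6. The log2 ratio of clusters 4 to 6 to clusters 1 to 3 was 2.52 (2.35 to 2.69) in WT and 1.44 (1.17 to 1.73) in dKO. Taking off the free RNA raised it to 3.41 in WT at the larger share and to 2.81 at the smaller. No cluster here is a safe blank for *Irf8*, since B cells use it too, and cluster 7 held 137 CPM (124 to 152) at a median depth of 8981 UMIs per cell, against 6214.5 in cluster 2. The share of cluster 3, 5665 UMIs deep, is the lowest and bounds what free RNA gives in neutrophil-like cells.

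**Figure D3:**
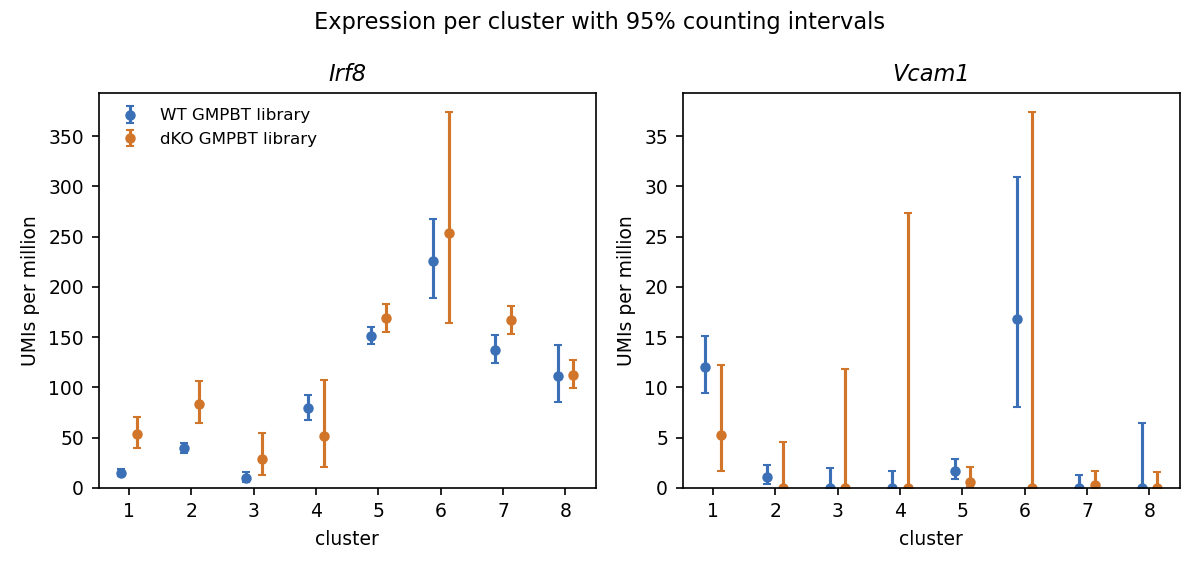
CPM of *Irf8* (left) and *Vcam1* (right) in clusters 1 to 8 of the WT GMPBT and dKO GMPBT libraries. Points are CPM and lines exact Poisson 95% intervals, which reach far up where a cluster has few UMIs, as in clusters 4 and 6 of dKO. *Irf8* is lowest in clusters 1 and 3 of WT and highest in cluster 6, while *Vcam1* is above 5 CPM in clusters 1 and 6 of WT and in cluster 1 of dKO.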

We detected *Irf8* gene expression in the monocytic clusters 4, 5, and 6 and residual *Irf8* expression in cluster 2 (Figure S3A) that demarcated monopoiesis and granulopoiesis. To examine whether removing *Irf8* would skew GMPBT fates *in vitro*, we generated v-Abl-transformed B cells from a mouse strain with conditional *Irf8*^*fl/fl*^ alleles (Feng et al., 2011). The *Irf8*^*fl/fl*^ B cells were treated with a cell-permeable TAT-Cre recombinase to generate biallelic *Irf8*^*−/−*^ clones (*Irf8* KO) or mock treated to generate isogenic controls (Figure S3B). By introducing LAP^∗^, these cell clones were transdifferentiated into GMPBT-*Irf8*^*fl/fl*^ or GMPBT-*Irf8* KO cells. GMPBTs from four independently derived *Irf8* KO clones and three *Irf8*^fl/fl^ clones were examined for the expression of monocytic CD115 or granulocytic Ly6G surface markers (Figure 3B). The GMPBT-*Irf8* KO cells had a strong reduction of CD115^+^ monocyte/macrophages (>4-fold) and an approximately 3-fold increase of Ly6G^+^ Neus compared with the isogenic *Irf8*^*fl/fl*^ controls. Monocytes/macrophages, but no granulocytes, were observed when C/EBPα was used to induce transdifferentiation of primary B cells, various B cell lines, or v-Abl-transformed B cells, although several Neu genes are initially activated during transdifferentiation (Bussmann et al., 2009; Xie et al., 2004). To explore the possibility that the remarkable failure of C/EBPα to induce granulopoietic transdifferentiation was extinguished by *Irf8* (Kurotaki et al., 2014), we modified this experiment using C/EBPα instead of C/EBPβ-LAP^∗^ in *Irf8* KO B cells. However, although macrophage transdifferentiation was recapitulated, no granulocyte differentiation was observed, which suggested that *Irf8* did not prevent Neu differentiation downstream of C/EBPα (data not shown). We concluded that the GMPBTs reflected IRF8-dependent lineage choice, as observed in normal progenitors (Kurotaki et al., 2018; Paul et al., 2015).

Previously, we reported that GMPBT differentiation toward Ly6G^+^ Neus is correlated with the magnitude of LAP^∗^ expression (Cirovic et al., 2017). To examine the importance of continuous C/EBPβ-LAP^∗^ expression after the completion of transdifferentiation, we constructed a proteolysis-targeting (PROTAC) chimera (LAP^∗^-FKBP12^F36V^) to conditionally remove C/EBPβ-LAP^∗^ from the transdifferentiated GMPBTs. Briefly, FKBP12^F36V^ chimeras are targeted to proteolysis by the non-toxic heterobifunctional degradation tag (dTAG)-13 compound that binds to the FKBP12^F36V^ moiety and recruits the CRBN E3 ligase, causing proximity-induced ubiquitinylation and proteasomal degradation (Nabet et al., 2018). C/EBPα,β dKO B cells were retrovirally infected with the LAP^∗^-FKBP12^F36V^ construct, selected for completion of myeloid transdifferentiation by omission of β-mercaptoethanol, and sorted for CD11b^+^ cells to obtain a myeloid population termed CEBP-dKO-LAP^∗^-FKBP12^F36V^-GMPBTs. dTAG-13 treatment of the cells removed the LAP^∗^-FKBP12^F36V^ construct (Figure S3C), whereas the monovalent FKBP12^F36V^-binding compounds AP1867 and FK506 (at 5 μM) slightly enhanced the level of the chimeric LAP^∗^-FKBP12^F36V^ protein, in accordance with their known stabilization effect on FKBP12 chimeras. A 72-h treatment of LAP^∗^-FKBP12^F36V^-GMPBT with dTAG-13, AP1867, or FK506 revealed alternative progenitor differentiation paths (Figures 3C and 3D). The targeted degradation of LAP^∗^-FKBP12^F36V^ increased the CD115^+^ population from the initial 18%–95% (Figure 3C) with a concomitant loss of the progenitor population (Ly6G^−^ CD115^−^ DN, decreased from 75% to <4%). Concomitantly, dTAG-13 treatment completely abolished the Ly6G^+^ Neu population (from 3% to <0.5%), whereas stabilizing the LAP^∗^-FKBP12^F36V^ construct with either FK506 or AP1867 increased the Ly6G^+^ Neu population from the initial 3% to 10% and 12%, respectively (Figure 3D). The increased presence of cells with monocyte/macrophage morphology (enlarged size and extended vacuoles) when treated with dTAG-13 supported the flow cytometry analysis results (Figure S3D). These data demonstrated that LAP^∗^ was required for the maintenance of the progenitor state and for Neu differentiation but unnecessary for macrophage differentiation and maintenance.

### The v-Abl oncoprotein complements the CSF2 dependency of GMPBTs

Finally, we examined the requirement for the v-Abl kinase after completion of GMPBT transdifferentiation. Pharmacological inhibition of the v-Abl kinase by imatinib compromised GMPBT survival and proliferation already at very low concentrations and completely abrogated cell survival at concentrations greater than 0.4 μM (Figure 4A). In B cells, the v-Abl tyrosine kinase overcame cytokine dependency, which enabled exploration of whether it might likewise replace myelomonotrophic cytokine signals in GMPBTs. Accordingly, GMPBTs were cultured in the presence of imatinib to inhibit v-Abl and supplemented with cytokines or cytokine cocktails to rescue cell survival and proliferation. As shown in Figure 4B, CSF2 (granulocyte-macrophage colony-stimulating factor [GM-CSF]) alone rescued the survival and proliferation of imatinib-treated GMPBTs, while stem cell factor (SCF), interleukin-3 (IL-3), IL-6, CSF1 (macrophage [M]-CSF), or CSF3 (granulocyte [G]-CSF) alone or combined with IL-3 and SCF did not or only marginally prevented cell death. The titration of CSF1, CSF2, and CSF3 in imatinib-treated GMPBTs demonstrated a dose-response relationship for CSF2, with approximately 10 ng/mL CSF2 as the optimal concentration to support survival and proliferation, whereas even high concentrations of either CSF1 or CSF3 failed to rescue v-Abl inhibitor-treated GMPBTs (Figure 4C). Morphological inspection of the cells treated with CSF2 and imatinib revealed that the addition of CSF1 or CSF3 nevertheless selectively supported the final stages of monopoiesis and granulopoiesis, respectively (Figure 4D). These data supported the idea that GMPBTs maintained intact cytokine signaling pathways and recapitulated the differentiation of innate immune cells into macrophages and granulocytes.

**Figure 4:**
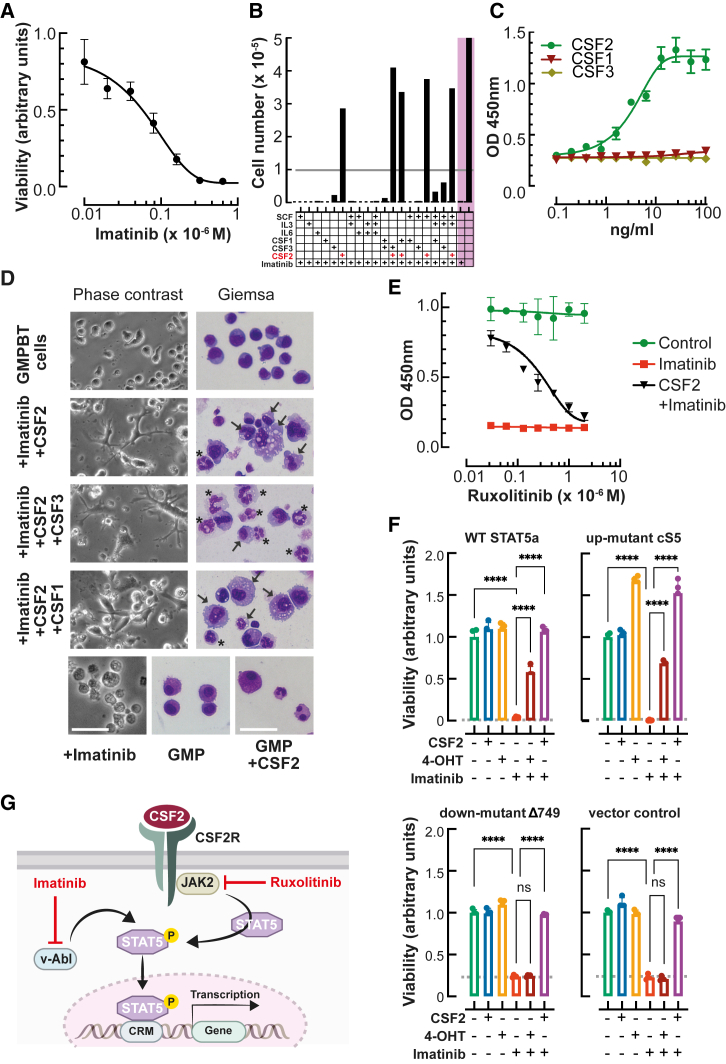
Cytokine signaling and v-Abl dependency of GMPBTs (A) Cell viability/proliferation as determined by WST-1 colorimetric assay of GMPBTs treated with various concentrations of the v-Abl kinase inhibitor imatinib (n = 3, sigmoidal curve fit, four-parameter logistic, R^2^ = 0.97). Viability of cells was determined 48 h post treatment. (B) Survival of GMPBTs treated with imatinib and supplemented with cytokines as indicated. Cells were seeded at 1 × 10^5^ cells (indicated by a gray line), and viable cells were counted after 48 h (toluidine blue exclusion, n = 4, data are shown as mean of independent cell counts from microscopic inspection). Control groups without cytokine supplementation are highlighted on a magenta background on the right. (C) Titration of CSF1 (M-CSF, red), CSF2 (GM-CSF, green), and CSF3 (G-CSF, brown) in the presence of imatinib (0.6 μM). Cell proliferation and viability were measured after 48 h as determined by WST-1 colorimetric assay (n = 3, sigmoidal curve fit, four-parameter logistic, R^2^ = 0.93). p values of data interpolation: CSF1, p = 0.056; CSF2, p = 0.0001; CSF3, p = 0.022. (D) Morphology of GMPBTs with or without imatinib and cytokine treatment, as indicated on the left. Phase-contrast (cell culture samples) and May-Grünwald-Giemsa staining (cytospins) on day 3 post treatment. Arrows indicate cells with macrophage morphology (enlarged and extended cell body and vacuoles), and asterisks indicate cells with Neu morphology (ring-shaped or lobular nuclei, azurophilic cytoplasmic granules). Controls are shown in the bottom row, including GMPBTs treated with imatinib (apoptotic cells, left), stained cytospins of GMP cells isolated from WT mouse bone marrow (Lin^−^cKit^+^Sca-1^−^Fcgr3^+^Ly-6C^−^, center), and GMP cells treated with CSF2 for 2 days in culture (right). Scale bar, 50 μm. (E) Ruxolitinib sensitivity of GMPBTs. GMPBTs were treated with ruxolitinib (an inhibitor of Jak2) in the presence or absence of imatinib (an inhibitor of v-Abl). Ruxolitinib sensitivity emerged only in the presence of imatinib and CSF2 (CSF2, 10 ng/mL; imatinib, 0.6 μM, black line) but not in the absence of imatinib (green line), indicating that Jak2 and v-Abl are functionally redundant in GMPBTs. Viability of cells was determined 48 h post treatment using a WST-1 colorimetric cell viability assay (n = 4, sigmoidal curve fit, four-parameter logistic, R^2^ = 0.96). (F) Viability of imatinib treated GMPBTs supplemented with various retrovirally delivered conditional STAT5 TF constructs. Conditional 4-hydroxytamoxifen (4-OHT)-dependent activation of WT STAT5, a constitutively active STAT5 mutant (cS5), an inactive STAT5 mutant (D749), or vector as a negative control is shown at the top of each bar graph. CSF2-imatinib-treated GMPBTs served as a positive control. Viability of cells was determined 48 h post treatment using a WST-1 colorimetric cell viability assay. Dashed lines indicate viability of cells prior to treatment. Data are mean ± SD from four independent experiments; one-way ANOVA with Turkey’s multiple comparisons tests, ^∗∗∗∗^p < 0.0001; ns, not significant. (G) Schematic representation of the CSF2-JAK2-STAT5 signaling. CRM, cis-regulatory module.

CSF2 binds to a hetero-multimeric CSF2 cell-surface receptor and activates the JAK2-STAT5 pathway (Becher et al., 2016). To examine the importance of the JAK2-STAT5 pathway in GMPBTs, we first tested whether a JAK2 kinase inhibitor (ruxolitinib) would also inhibit growth of GMPBTs. We cultured GMPBTs in the presence of imatinib, CSF2, and ruxolitinib (Figure 4E). Ruxolitinib did not affect GMPBTs when the v-Abl kinase remained active. However, ruxolitinib abrogated the rescue by CSF2 in a concentration-dependent manner when the v-Abl kinase was simultaneously inhibited by imatinib (schematically depicted in Figure 4G). These results are in accordance with the observation that the Abl oncoprotein bypassed the requirement for JAK2 activation and abrogated cytokine dependence (Hayashi et al., 2011). Next, we examined whether ectopic expression of the TF STAT5 would also overcome the v-Abl dependency of GMPBTs. The activation of conditional versions of hydroxytamoxifen-inducible WT STAT5a-ER^T^ or a constitutively active STAT5a-cS5F-ER^T^ chimera both complemented (50%–70%) v-Abl kinase inactivation (Figure 4F), while activation of the defective STAT5Δ749-ER^T^ or empty vector did not (Javadi et al., 2013; Moriggl et al., 1996). These data demonstrated that v-Abl signaling short-circuits the CSF2 dependency of GMPBTs and alternatively activates STAT5 (summarized in Figure 4G), similarly to the major function of the human BCR-ABL translocation oncoprotein in chronic-phase CML LSCs (Hantschel et al., 2012; Hoelbl et al., 2010; Moriggl et al., 2005).

## Discussion

We demonstrated that C/EBPβ-LAP^∗^ transdifferentiates v-Abl-transformed pre-B cells in tissue culture to adopt a sustainable GMP-like phenotype, called GMPBTs. v-Abl or C/EBPβ-LAP^∗^ did not hinder continuous GM-lineage specification and differentiation but, rather, facilitated autonomous progenitor self-renewal and proliferation. GMPBTs thus resemble self-renewing GMPs or LSCs that can be easily expanded in tissue culture and retain intrinsic granulocyte and macrophage differentiation capacity.

The GMPBT model represents a surrogate GMP/LSC proxy that can be easily scaled up and manipulated experimentally. It allows exploitation of already existing genetically modified mouse models to explore myeloid commitment and differentiation processes. The GMPBT system holds promise for elucidating the molecular and biochemical mechanisms of myeloid cell diversification and uncovering the genetic and proteomic factors that underlie the respective phenotypes. Furthermore, the GMPBT system can help to reduce and replace animal experiments, aligning with the important principles of the 3R framework: reduce, replace, refine (Festing and Wilkinson, 2007). The GMPBT system is positioned as a versatile and accessible tool that enables scientists from non-hematological disciplines to conduct experiments that contribute to advancing our understanding of cell lineage specification and lineage plasticity.

### A GMP-like *in vitro* model

The GMPBT population exhibits a continuous release of cells undergoing spontaneous differentiation, while a fraction of the population maintains a self-renewing progenitor state. In contrast to regular GMP cells, individual cell transcriptomes revealed that the GMPBT population contained an enlarged portion of immature and undetermined cells with myelomonocytic multilineage potential. The amount of such immature cellular stages is uncommon in mouse bone marrow progenitors but become more prevalent after tissue culture propagation of HSCs or genetic interference with master TFs or in the pre-leukemic state (Ceredig et al., 2009; Paul et al., 2015; Weinreb et al., 2020). The heterogeneous GMPBT population contains progenitor subsets that express non-overlapping early markers such as *Vcam1* (Figure S2K), *Spn*, or *Clec12a* and may help to explore initiating mechanisms involved in neighboring lineage choices.

An alternative experimental strategy for investigating mouse GMP biology involves ectopic expression of conditional versions of HoxB8 or HoxA9 in Lin^−^Kit^+^ progenitors. These pseudo-transformed progenitors can sustain cytokine-dependent *in vitro* propagation and can be driven toward differentiation; e.g., into granulocytes or macrophages by inactivation of the Hox component and with the aid of specific cytokine supplements (Sykes et al., 2016; Wang et al., 2006). In contrast, the constitutively active v-Abl kinase oncoprotein in combination with C/EBPβ-LAP^∗^ enables cytokine-independent *in vitro* expansion, resembling GMPs/LSCs. The potential to pharmacologically inhibit the v-Abl kinase in conjunction with conditional and interactome-constrained C/EBPβ-LAP^∗^ mutant constructs furnishes an experimental toolkit for unveiling latent molecular mechanisms governing transdifferentiation, cell fate determination, and trajectories of differentiation (Dittmar et al., 2019; Stoilova et al., 2013).

### TFs and signaling pathways involved in GMPBT diversification

The orchestration of hematopoietic lineage hierarchy depends on the interplay between cross-regulatory TFs and upstream signaling networks. These TFs serve as the linchpins that establish distinctive gene expression patterns, driving the diversification of hematopoiesis. In addition to cell differentiation, the pivotal GMP TFs (namely, C/EBPs, PU.1, and STAT5) also play an integral role in triggering myelogenous leukemia (Pucella et al., 2020). In addition, the intricate control of lineage allocation in granulopoietic and monopoietic pathways is connected to TFs such as Gfi1, IRF8, and KLF4 that are a part of the CoRC to determine the destinies of sibling cells (Arendt et al., 2016).

*Irf8* and *Cebpb* exhibit interconnected auto-regulatory loops that exert cross-inhibitory effects on each other, thereby playing an important role in determining alternate cell destinies (Bornstein et al., 2014; Graf and Enver, 2009). In murine models, the elimination of *Irf8* strongly curtailed the production of monocytes while concurrently promoting granulopoiesis, an outcome that was recapitulated in GMPBTs after targeted removal of the *Irf8* gene (Holtschke et al., 1996; Tamura et al., 2015; Yanez et al., 2015). These data solidify the notion that GMPBTs emulate the lineage commitment features observed in regular GMPs. While removal of IRF8 did not diminish the progenitor fraction, targeted proteolysis of C/EBPβ revealed its importance for maintaining the progenitor state in accordance with the finding that C/EBPβ can effectively replace C/EBPα in establishing and sustaining the GMP state. The observation that elimination of ectopically expressed C/EBPβ in dKO failed to revert the lymphoid phenotype supports the existence of a CEBP-independent mechanism for retaining epigenetic memory subsequent to the acquisition of the monocyte fate.

### GMPBT biology suggests a key role of C/EBPβ in transformation

The reliance of GMPBT proliferation on C/EBPβ resembles the previously established C/EBP dependency in MLL-transformed myelomonocytic progenitors (Wesolowski et al., 2021). How does C/EBPβ support myelogenous transformation by Abl kinase oncogenes? In CML, the BCR-ABL fusion protein short-circuits CSF2 signaling via downstream activation of STAT5 (Carlesso et al., 1996; Hantschel et al., 2012; Minami et al., 2008). Notably, phosphorylation of a critical tyrosine residue within the transactivation domain of C/EBPβ by c-Abl or related Arg kinases has been demonstrated to stabilize C/EBPβ. This phosphorylation event prevents the interaction between C/EBPβ and the pseudokinases Tribble 1 and 2, which mediate C/EBPβ degradation via the COP1-Cul4-proteasome pathway (Li et al., 2009; Ndoja et al., 2020). Building on these published data, we hypothesized that v-Abl fosters C/EBPβ stability to synergize with activated STAT5, thereby preserving the progenitor state. Analogously, emergency granulopoiesis hinges on C/EBPβ and requires upstream signals culminating in STAT5 activation (Hirai et al., 2006; Kimura et al., 2009). Therefore, GMPBTs appear akin to progenitors in a GMP/LSC state that are undergoing emergency granulopoiesis (Hayashi et al., 2011; Herault et al., 2017; Hirai et al., 2015; Jamieson et al., 2004). As a result, GMPBTs offer a promising avenue for comprehensive exploration of emergency granulopoiesis and the phenomenon of “non-oncogenic addiction” to C/EBPβ (Nagel et al., 2016). This dependency on C/EBPβ might have implications beyond myelogenous leukemia. Enhanced C/EBPβ expression has been correlated with several other cancers, such as breast cancer and multiple myeloma (Ewen and Lamb, 2004; Musgrove et al., 2011). Consequently, investigating the potential pharmacological inhibition of C/EBPβ holds promise as a strategy to unveil potential vulnerability for therapeutic intervention in cancer.

In summary, we represent here an experimental model of C/EBPβ-dependent B cell transdifferentiation, which leads to the generation of an immature GMP-like population with the potential to differentiate into monocytes/macrophages and Neus. Our *in vitro*-generated GMP-like cells show similarities to their *ex vivo* counterparts, and genetic manipulations further confirm the importance of IRF8, STAT5, and C/EBPβ in successful transdifferentiation. This system has the potential to replace costly, inefficient, and invasive *in vivo* methods for studying B cell transdifferentiation.

## Experimental procedures

For further details, see supplemental experimental procedures.

### Resource availability

#### Corresponding authors

Achim Leutz: .

#### Materials availability

Requests for additional raw and analyzed data as well as materials will be promptly received and reviewed by the corresponding author to verify whether the request is subject to any intellectual property of confidentiality obligations. Any data and materials that can be shared will be released via a material transfer agreement.

#### Data and code availability

The scRNA-seq data are publicly available at the National Center for Biotechnology Information (GEO: GSE248415).

### Cells and transdifferentiation

v-Abl-transformed *Cebpa*^*fl/fl*^*Cebpb*^*fl/fl*^ pre-B cells (WT B cells) were generated from pre/pro-B cells from C57BL/6J mice and cultured as described previously (Cirovic et al., 2017). Briefly, B cells were retrovirally infected with the C/EBPβ-LAP^∗^ construct by spinoculation at 37°C and 2,000 rpm for 60 min before overnight cultivation. Medium was exchanged 24 h later. Transdifferentiated cells emerged as early as 1 day p.i. and manifested at days 4–6 p.i. Further details regarding genetic engineering and selection are described in the Supplemental experimental procedures.

### Droplet-based scRNA-seq

C/EBPβ-LAP^∗^-induced transdifferentiation was performed on the WT B cells and dKO B cells in parallel. On day 6 p.i., 5,000 EGFP^+^ cells were sorted into phosphate-buffered saline (PBS) and processed at the Single Cell Technologies Unit (Scientific Genomics Platforms, Max Delbrück Center for Molecular Medicine, Berlin, Germany) following the standard 10X Genomics workflow. Briefly, the cells were partitioned and barcoded using Chromium Automation (10X Genomics), followed by standard library preparation, quality control, and sequencing. Chromium Single Cell 3′ v2 chemistry was used for both cell types. Sequencing was performed with a HiSeq400 unit (Illumina) with an 8-bp index read. For WT B cell transdifferentiation, 3,297 cells were processed with an average sequencing saturation of 70.3%. For dKO B cell transdifferentiation, 1,423 cells were processed with an average sequencing saturation of 89%. See supplemental experimental procedures for a detailed bioinformatics analysis.

### Flow cytometry analysis and sorting

For flow cytometry analysis and fluorescence-activated cell sorting (FACS), the cells were harvested into 5-mL tubes and washed with FACS buffer (2% fetal bovine serum, 2 mM EDTA in PBS). The cells were incubated in Fc block solution (TruStain FcX, anti-mouse CD16/32, BioLegend) at 4°C for 10 min and then stained with a cocktail of fluorophore-conjugated anti-mouse antibodies against CD19, CD11b, Ly6G, and CD115 at 4°C in the dark for 30 min. The stained cells were washed twice and resuspended in FACS buffer containing propidium iodide (PI, BD Biosciences) for live/dead cell discrimination. For each experiment, unstained cells (B cells and/or GMPBTs), single staining and fluorescence-minus-one staining samples were used as controls. Marker expression was measured on an LSRFortessa unit (BD Biosciences), and cells were sorted using FACSAria II/III units (BD Biosciences). For scRNA-seq experiments, the cells were sorted directly into ice-cold PBS containing 0.04% bovine serum albumin and processed.

### Cell viability and growth

For the colorimetric WST-1 assay, 3 × 10^4^ cells were suspended in 100 μL medium in flat-bottomed microplates. WST-1 reagent (10 μL, Roche) was added at the indicated times, and the microplates were incubated under cell culture conditions. The absorbance at 450-nm wavelength was determined after 30 and 60 min against the blank control absorbance (cell culture medium without cells). For manual cell counting, the cell suspension was mixed with trypan blue (Sigma-Aldrich), transferred to a Neubauer hemocytometer, and counted in quadruplicate.

## Supplemental information

Document S1. Figures S1–S3 and supplemental experimental procedures

Table S1. Differentially expressed genes in myeloid clusters C1-C6 (related to Figure 1D)

Table S2. Enriched GO Biological Processes terms in clusters C1-C6 (related to Figure 1E)

Document S2. Article plus supplemental information

# Supplementary material for: C/EBPβ-induced lymphoid-to-myeloid transdifferentiation emulates granulocyte-monocyte progenitor biology
**Source:** Stem Cell Reports. 2023 Dec 28;19(1):112–25. doi: 10.1016/j.stemcr.2023.11.011
**Supplement:** Document S1. Figures S1–S3 and supplemental experimental procedures

Supplemental Information

**C/EBP β -induced lymphoid-to-myeloid transdifferentiation emulates
granulocyte-monocyte progenitor biology**

Linh Thuy Nguyen, Karin Zimmermann, Elisabeth Kowenz-Leutz, Ramonique Lim, Maria Hofstätter, Alexander Mildner, and Achim Leutz

Legends to Supplementary Figures, Nguyen et al.

Supplementary Figure S1 (related to Figure 1)

- A. Flow cytometric analysis of *Cebpa*^{fl/fl} *Cebpb*^{fl/fl} B cells (WT-B cells) or *Cebpa*^{-/-} *Cebpb*^{-/-} cells (dKO-B cells) transdifferentiation at day 6 p.i. Cells were stained with lineage markers CD19 (B cells), CD11b (myeloid cells), Ly6G (granulocytes) and CD115 (monocytes/macrophages). For scRNA-seq, GFP⁺ populations were sorted as indicated.
- B. Expression of top5 differentially expressed marker genes in GMPBT cells. Common genes of Clusters 7 and 8 (*Vpreb1/2/3*, *Ebf1* and *Cd79a*) indicate them as lagging and myeloid primed B cells, respectively.
- C. UMAP and clustering of GMPBT derived from dKO- (left, N=1432 cells) and WT-B cells (right, N=3297 cells). All clusters are represented in both samples.
- D. Proportion of cells in each cluster comparing WT- and dKO-GMPBT cells. ScRNA-seq data from both WT- and dKO-GMPBT cell pools were integrated and the percentages of cells in each cluster are shown.
- E. Expression of the endogenous C/EBP family genes (indicated on top, data derived from scRNA-seq) in myeloid clusters 1-6 are shown for WT- and dKO-GMPBT cells. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05, insignificance is not indicated.

Supplementary Figure S2 (related to Figure 2)

- A. Gene Set Variation Analysis (GSVA) was applied to compare GMPBT profiling data to published signatures of mouse bone marrow myeloid cells as defined by Giladi et al. (Giladi et al., 2018). Neutrophil signature was used to compute GSVA scores for cells in the GMPBT scRNA-seq data set. Cells with highest scores are indicated in red.
- B. Similar to A, monocyte signature from Giladi et al. was used for GSVA.
- C. Expression of *Vcam1*, marking pro-neutrophils, across the myeloid Clusters 1-6.
- D-G. Gene expression analysis of neutrophil Clusters 1, 2, 3. Genes characteristic for neutrophil progenitors were extracted from Evrard et al. (Evrard et al., 2018), including myeloid transcription factors (D), genes involved in granule production (E), chemotaxis (F, from GO:1903409) and phagocytosis (G, from GO: 0006909).
- H. Monocytic gene expression pattern of Clusters 4, 5, 6. Genes identifying monocytes were derived from Mildner et al. (Mildner et al., 2017).
- I. GSVA using the signature of DC-like monocytes or Neu-like monocytes, as identified in Weinreb et al. (Weinreb et al., 2020), on monocyte Clusters 4-6. Note that similarities between DC-like monocytes were enriched in Cluster 6, while the Neu-like monocyte signature could be detected preferentially in Cluster 5.
- J. Surface marker analysis of GMPBT cells. GMPBT cells transdifferentiated from WT-B cells were subjected to the cell surface marker screening (LegendScreen™, BioLegend) and processed as described in Materials and Methods. Expressing markers in two independent experiments overlapped, as shown in the Venn's diagram (left). Heatmap (right) shows results of method-optimized experiment 2. The results are presented as percentage of marker-positive cells in each of the GMPBT subsets: Ly6G⁺, CD115⁺ and double negative (DN).
- K. Heatmap representing scRNA-seq expression of genes shortlisted in the heatmap shown in Supplementary Figure S2J. Genes expressed highly in cluster 1 are indicated between the red lines, including *Vcam1*.
- L. CD106 (encoded by *Vcam1*) expression in GMPBT subsets as identified in the LegendScreen experiments.
- M. Growth curves of isolated CD106 subsets. Two sub-populations of GMPBT cells were sorted: Ly6G⁺CD115⁺CD106⁺ (labeled as CD106⁺) and Ly6G⁺CD115⁺CD106⁻ (labeled as CD106⁻). Sorted cells were seeded at 10⁵ cells/mL and cell numbers (N=3) were determined at indicated time points.
- N. Differentiation of CD106 subsets. Sorted cells, as shown in Supplementary Figure S2M, were cultivated for 4 days and subjected to flow cytometry analysis for Ly6G and CD115 expression. N=3, P values of Multiple Mann-Whitney t-tests: Ly6G P=0.0286, CD115 P=0.1143.

Supplementary Figure S3 (related to Figure 4)

- A. Expression of *Irf8* in scRNA-seq data of WT-GMPBT cells (as in Figure 1A). Note that *Irf8* is expressed in Cluster 4 that relates to the transition/bifurcation of neutrophils and monocyte/macrophages.

- B. Representative *Irf8* genotype of Cre-incubated v-Abl transformed *Irf8^{fl/fl}* B cells (PCR analysis). Untreated (-) or Cre-treated cell pool (+Cre) and genotyping of C57BL/6J wild-type mouse (WT) served as controls. Bi-allelic *Irf8*^{-/-} clones (clone 1,2) were subjected to transdifferentiation together with corresponding isogenic control (untreated) clones.
- C. Immunoblot analysis of C/EBP β expression in total protein lysates from C/EBP α,β dKO-B cells transdifferentiated with HA-tagged LAP*-FKBP12^{F36V} (CEBP-dKO-LAP*-FKBP12^{F36V}-GMPBT cells). Cells were treated with 5 μ M AP1867, 5 μ M FK506, 0.01 μ M rapamycin or 5 μ M dTAG-13 for 6 hours or 24 hours. Mono-functional AP1867 and FK506 bind to and stabilize FKBP12 while the hetero-bifunctional dTAG-13 selectively degrades the LAP*-FKBP12^{F36V} chimera. Expression of the fusion protein LAP*-FKBP12^{F36V} was detected by an antibody directed against the HA-tag (approx. 55 kDa). Long exposure (top) to demonstrate removal of LAP*-FKBP12^{F36V}. Short exposure (underneath) was used for quantification of LAP*-FKBP12^{F36V} (arbitrary units) after normalization to Poncaeu S-stained lanes (total protein loading/blotting controls; total protein loaded: 25 μ g B cells, lane 1, and 100 μ g for all other lanes 2-10).
- D. Morphology of CEBP-dKO-LAP*-FKBP12^{F36V}-GMPBT cells with or without dTAG-13 treatment. Phase contrast (cell culture samples at day 5 post-treatment, top row) and May-Grunwald Giemsa staining (cytospins of samples at day 1 post-treatment, bottom row) images are shown. Scale bar: 50 μ m. Note larger cell size and macrophage appearance after dTAG-13 treatment of GMPBT cells.

Supplementary Figure S1

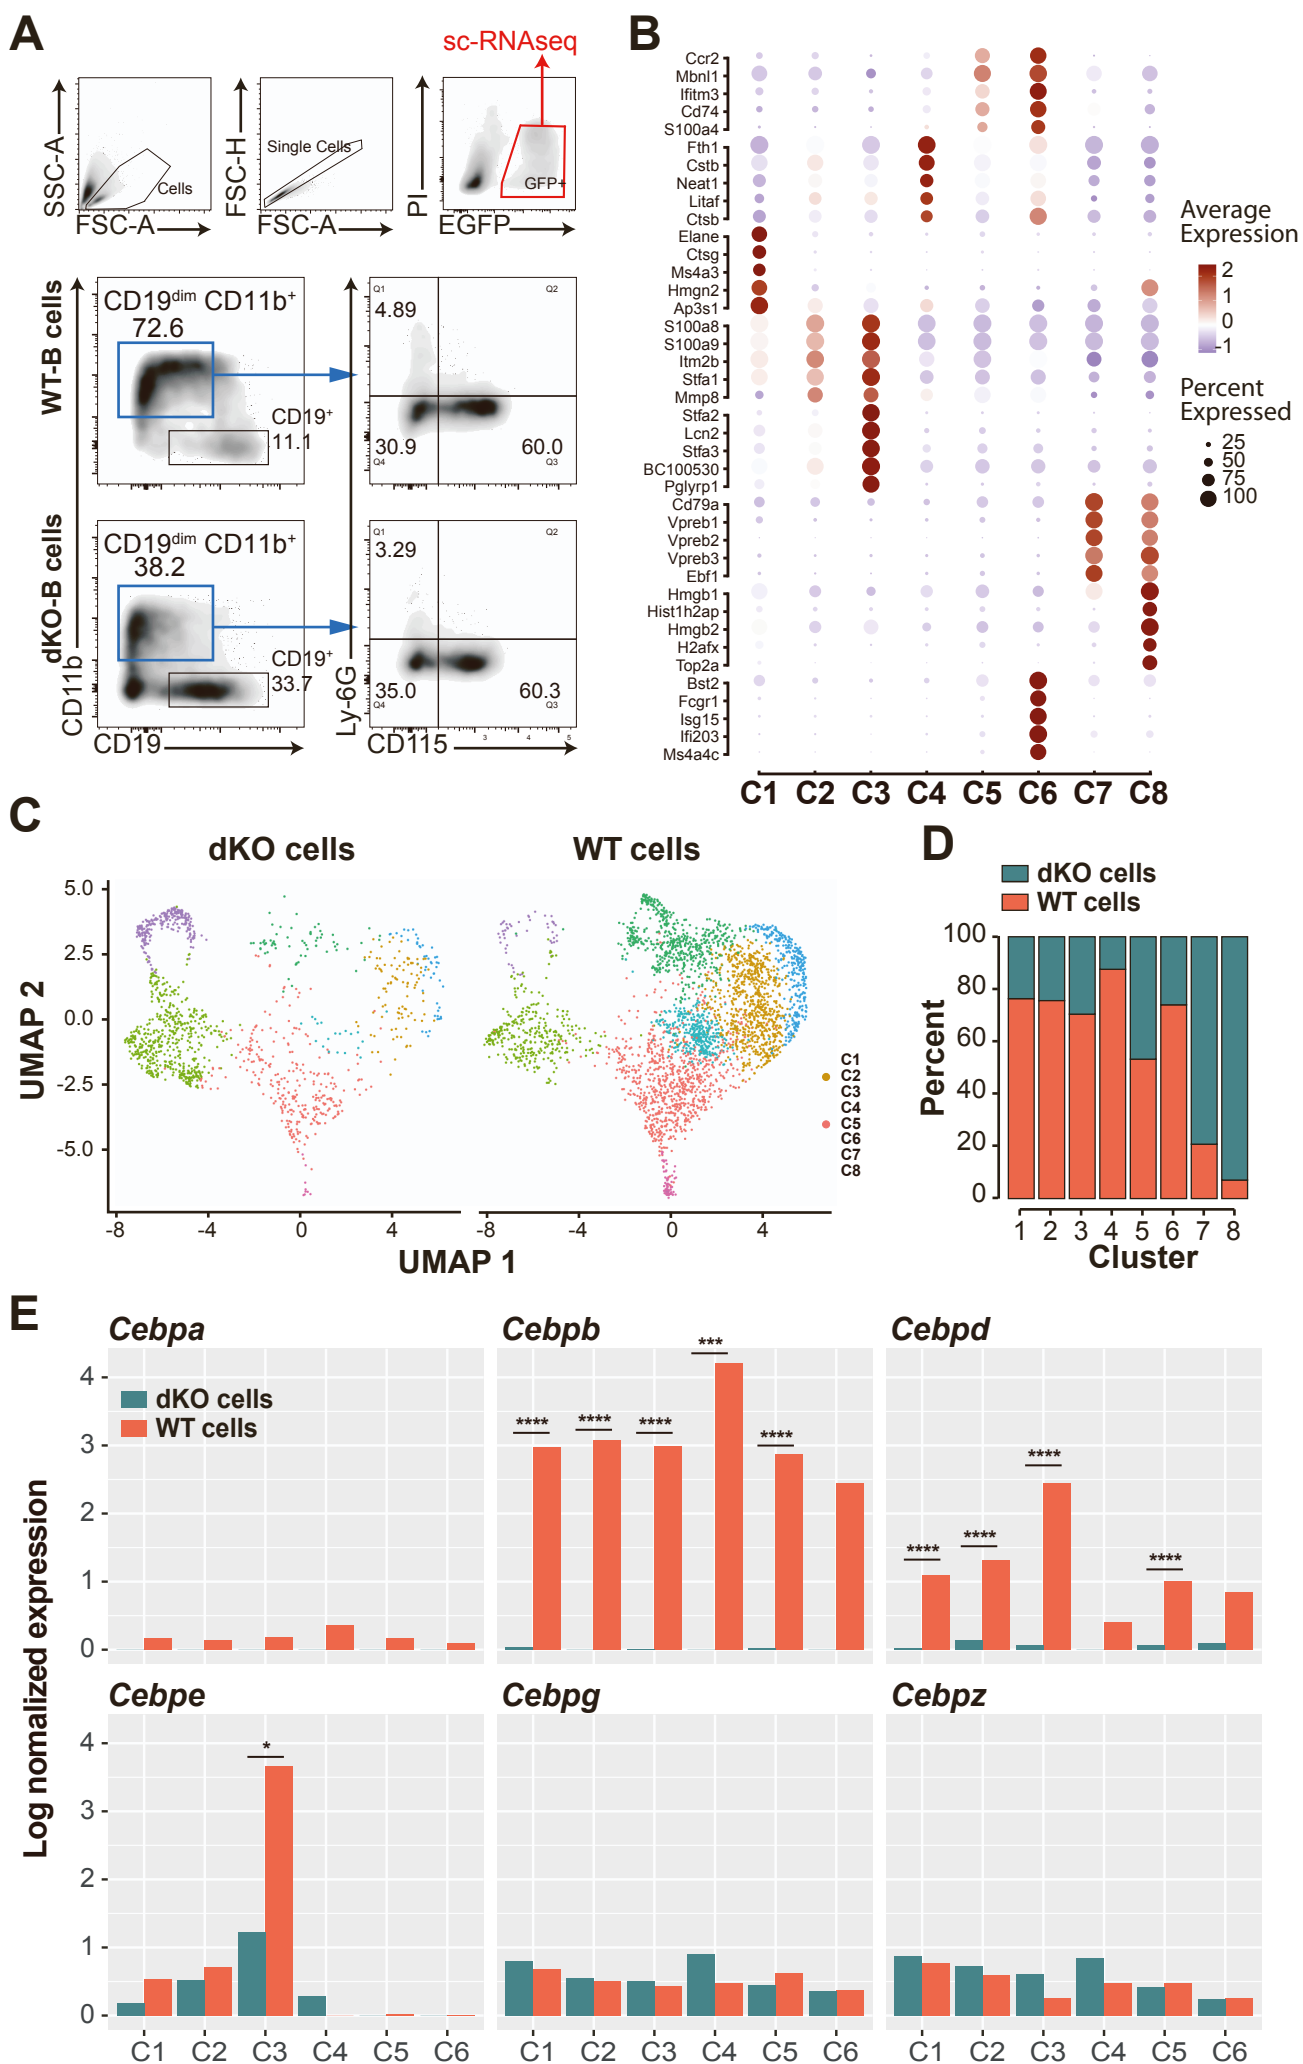

Supplementary Figure S2

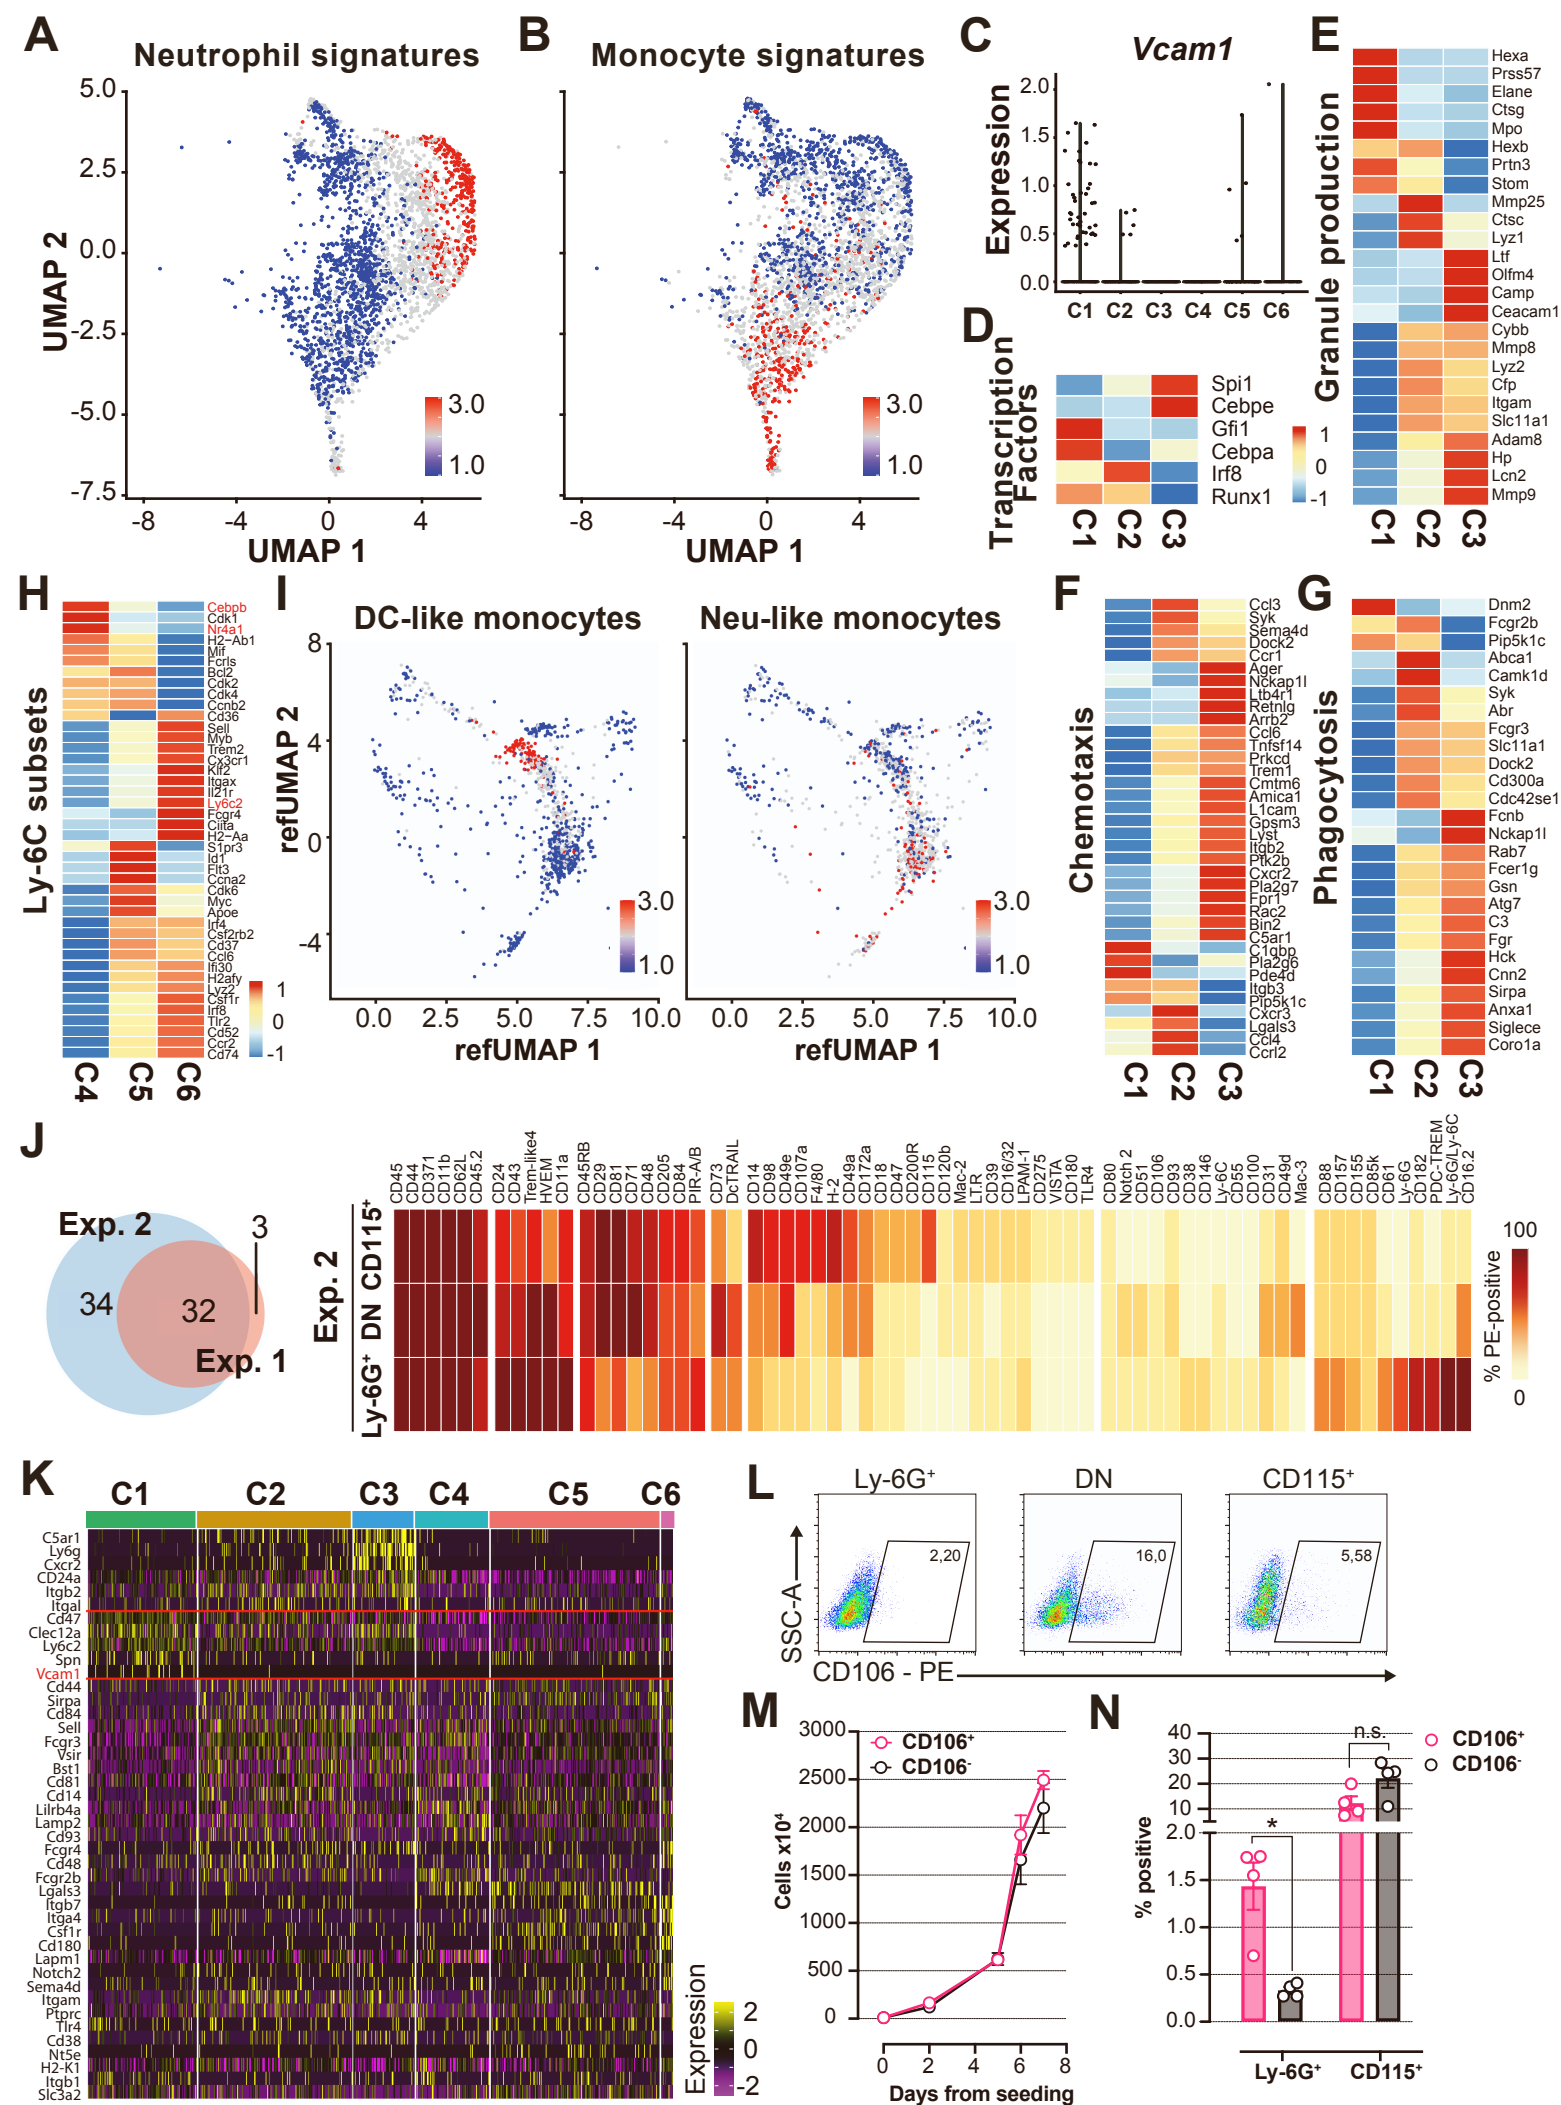

Supplementary Figure S3

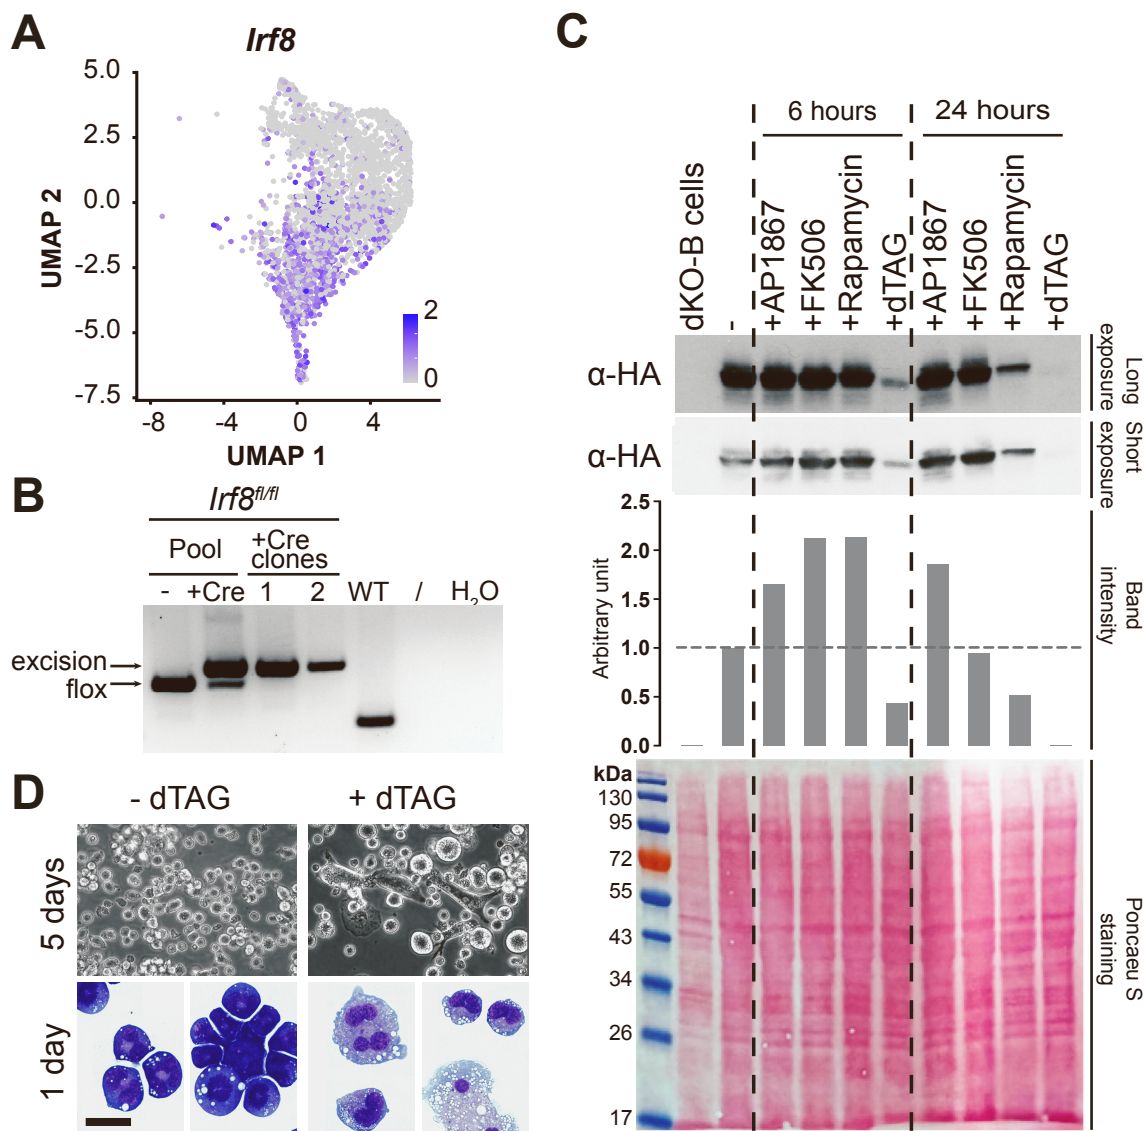

Table S1. (related to Figure 1D) Differentially expressed genes of myeloid clusters C1-C6. Genes with a corrected p-value <0.05 and FC >2 are shown.

Table S2. (related to Figure 1E) Enriched GO terms of biological processes in clusters C1-C6. Clusters marker genes with adjusted p-value <0.05 and FC >1.5 were used for this analysis.

SUPPLEMENTAL EXPERIMENTAL PROCEDURES

Vector constructs

The retroviral pMSCV-IRES-EGFP (MIEG) vector was used for ectopic C/EBP β -LAP* expression as described previously (Cirovic et al., 2017). The C/EBP β -LAP*-FKBP12^{F36V}-HA fusion expression construct was based on the rat C/EBP β sequence (Gene ID #24253) and the FKBP12^{F36V}-HA was purchased from Addgene (#104371). The rat C/EBP β -LAP* sequence was generated by PCR primers 5'-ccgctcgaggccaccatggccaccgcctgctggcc and 3'-ctggcctcggcgggtcactgcggatccgcg from construct pMSCV-IRES-BFP C/EBP β -LAP* (Cirovic et al., 2017). FKBP12^{F36V} from pAW63.YY1.FKBP.knock-in.BFP was generated with the primers 5'-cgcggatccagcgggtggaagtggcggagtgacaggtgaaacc and 3'-gatgtcccgactatgcataagaattccgg. Conditional STAT5A constructs were obtained from Richard Moriggl (University of Veterinary Medicine, Vienna, Austria) and were described previously (Grebien et al., 2008). Briefly, the STAT5 chimera was fused to the hormone-binding domain of the estrogen receptor (ER) variant to allow conditional activation by 4-hydroxytamoxifen (4-OH-T, Sigma-Aldrich). The GMPBT STAT5 cell lines were designated pMSCV-STAT5 WT, pMSCV-STAT5 Δ 749, or pMSCV-cS5.

Cells and differentiation

Cells with deletion of endogenous floxed *Cebpa* and *Cebpb* with TAT-Cre recombinase generated *Cebpa*^{-/-}*Cebpb*^{-/-} cells (dKO-B cells). The B cells were cultured with 50 μ M β -mercaptoethanol. Transdifferentiated GMPBT were selected by β -mercaptoethanol depletion as indicated previously (Cirovic et al., 2017); this selection was applied in experiments involving CEBP-dKO-LAP*-FKBP12^{F36V}-GMPBT cells. After 2–3 weeks, only long-term proliferating transdifferentiated cells survived. *Irf8* knockout (KO) clones were generated from *Irf8*^{fl/fl} v-Abl transformed B cells by incubation with TAT-Cre recombinase as described earlier. The *Irf8* KO cell transdifferentiation was the same as that of the WT-B cells. Imatinib (Thermo Fischer Scientific; final concentration 0.4–0.6 μ M), ruxolitinib (1 μ M), and dTAG-13, FK506 (all, Tocris Bioscience), or AP1867 (ChemScene) (all, 1–5 μ M) were added as indicated. CSF1, CSF2, and CSF3 were from PeproTech and added as indicated.

Antibody array

A pool of 10⁸ GMPBT was harvested at day 32 p.i. (Experiment 1) or day 26 p.i. (Experiment 2). The harvested cells were washed and Fc-blocked using anti-mouse CD16/32 (TruStain FcX, BioLegend), then stained with a cocktail of fluorophore-conjugated anti-mouse antibodies against CD115 (AFS98, eBiosciences), Ly6G (1A8, BioLegend), and/or CD11b (M1/70, BD Pharmingen) for 20 minutes at 4°C. Lyophilized antibody plates containing specific phycoerythrin (PE)-conjugated antibodies were reconstituted following the manufacturer's instructions (LEGENDScreen™, BioLegend). The stained cells were distributed to individual wells in LEGENDScreen™ plates, washed and fixed according to the manufacturer's instructions before undergoing flow cytometric analysis using a MACSQuant analyzer (Miltenyi).

Two independent experiments were performed, with optimizations in Experiment 2, which included cell number reduction and CD11b staining exclusion (as 100% of the cells were CD11b⁺). The measured data were processed with FlowJo following **Figure S1A** gating strategy. In each subset (CD115⁺, Ly6G⁺, Ly6G⁺CD115⁻ double-negative [DN]), the PE signal was overlaid against the PE signal of the equivalent isotype control to identify PE-positive percentages, which were used to compose surface antigen expression heatmaps. Negative or low-expression markers (sum PE positivity in all three subsets < 8% or <15% applied to Experiment 1 and 2, respectively) were excluded. As both experiments had similar marker expression patterns, we chose Experiment 2 for subsequent analysis.

Cytospin and Giemsa-May-Grünwald staining

Cells (1 $\times$ 10⁴) were spun onto glass slides at 500 rpm for 5 minutes using a cytocentrifuge (Aerospray slide stainer, Wescor). The slides were air-dried, fixed with methanol for 5 minutes, immersed in May-Grünwald (Merck) solution for 5 minutes, washed with water, then immersed in Wright-Giemsa (Merck) solution for 45 minutes. After extensive rinsing in water, the slides were dried and cover-slipped (Roti-Histokitt II).

Bioinformatic analysis

Sequencing reads were demultiplexed and aligned with the mm10 genome using Cell Ranger 2.1.0 before further analyses using R 4.1.2. For the overview of the C/EBP family expression (Supplementary Figure S1E), an updated version of mm10 and CellRanger version 7.1 were used. The data was

preprocessed by the Cell Ranger pipeline 2.1.0 and analyzed using Seurat 4 (Satija et al., 2015). Raw data was filtered by removing cells with <400 features and >4000 features. Additionally, cells containing a mitochondrial read percentage of >7 were removed as potentially dead cells. The WT-B and dKO-B samples were normalized using the LogNormalize option, integrated, and scaled. Uniform manifold approximation and projection (UMAP) dimension reduction (McInnes, Healy and Melville, 2018) and clustering was performed by a shared nearest neighbor (SNN) modularity optimization-based clustering algorithm with the resolution parameter set to 0.5.

SingleR was used for automated identification and annotation of the resulting cell clusters (Aran et al., 2019). Based on the Immunological Genome Project (ImmGen) database, the clusters were assigned to cell types by comparing the expression of the cells of each cluster to the expression data deposited in ImmGen. For each cluster, marker genes were determined using MAST (Finak et al., 2015) with a corrected p-value of 0.05 and a fold change (FC) of 2. Only genes that were expressed in $\geq 20\%$ in at least one group were considered.

To determine the specific cluster functions, gProfiler (Reimand et al., 2016) was applied to the marker genes of each cluster as indicated previously, except for the use of a 1.5 FC. Gene Ontology biological pathways (GO:BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms were used as a source and considered relevant if the corrected p-value (false discovery rate [FDR]) was <0.001.

Gene set variation analysis (GSVA) was used for targeted identification of specific functional and literature-known gene sets, i.e., their specific expression in subgroups of our cells (Hanzelmann, Castelo and Guinney, 2013), to several gene sets. Gene sets for Figure S2A,B are derived from Giladi et al. (Giladi et al., 2018) and gene sets for Figure S2I are derived from Weinreb et al. (Weinreb et al., 2020).

Developmental trajectories were inferred with Slingshot (Street et al., 2018) with cluster 1 as the starting point, as SingleR determined that it was the most precedent cluster.

To predict TFs involved in the onset of the granulocytic and monocytic developmental branch, we first identified the differentially expressed genes between clusters 1, 2 and 3 and the clusters 4, 5 and 6 (adjusted $p < 0.05$, $|FC| > 1.2$). We then applied LISA (Qin et al., 2020) to the set of up and down regulated genes in a comparative mode.

References

- Aran, D., Looney, A.P., Liu, L., Wu, E., Fong, V., Hsu, A., Chak, S., Naikawadi, R.P., Wolters, P.J., Abate, A.R., Butte, A.J., and Bhattacharya, M. (2019). Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nat Immunol* 20, 163-172. 10.1038/s41590-018-0276-y.
- Cirovic, B., Schonheit, J., Kowenz-Leutz, E., Ivanovska, J., Klement, C., Pronina, N., Begay, V., and Leutz, A. (2017). C/EBP-Induced Transdifferentiation Reveals Granulocyte-Macrophage Precursor-like Plasticity of B Cells. *Stem Cell Reports* 8, 346-359. 10.1016/j.stemcr.2016.12.015.
- Finak, G., McDavid, A., Yajima, M., Deng, J., Gersuk, V., Shalek, A.K., Slichter, C.K., Miller, H.W., McElrath, M.J., Prlic, M., Linsley, P.S., and Gottardo, R. (2015). MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome Biol* 16, 278. 10.1186/s13059-015-0844-5.
- Giladi, A., Paul, F., Herzog, Y., Lubling, Y., Weiner, A., Yofe, I., Jaitin, D., Cabezas-Wallscheid, N., Dress, R., Ginhoux, F., et al. (2018). Single-cell characterization of haematopoietic progenitors and their trajectories in homeostasis and perturbed haematopoiesis. *Nat Cell Biol* 20, 836-846. 10.1038/s41556-018-0121-4.
- Grebien, F., Kerenyi, M.A., Kovacic, B., Kolbe, T., Becker, V., Dolznig, H., Pfeffer, K., Klingmuller, U., Muller, M., Beug, H., Mullner, E.W., and Moriggl, R. (2008). Stat5 activation enables erythropoiesis in the absence of EpoR and Jak2. *Blood* 111, 4511-4522. 10.1182/blood-2007-07-102848.
- Hanzelmann, S., Castelo, R., and Guinney, J. (2013). GSVA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics* 14, 7. 10.1186/1471-2105-14-7.

McInnes, L., Healy, J., and Melville, J. (2018). UMAP: Uniform Manifold Approximation and Projection for Dimension Reduction. 10.48550/arxiv.1802.03426.

Qin, Q., Fan, J., Zheng, R., Wan, C., Mei, S., Wu, Q., Sun, H., Brown, M., Zhang, J., Meyer, C.A., and Liu, X.S. (2020). Lisa: inferring transcriptional regulators through integrative modeling of public chromatin accessibility and ChIP-seq data. *Genome Biol* 21, 32. 10.1186/s13059-020-1934-6.

Reimand, J., Arak, T., Adler, P., Kolberg, L., Reisberg, S., Peterson, H., and Vilo, J. (2016). g:Profiler- a web server for functional interpretation of gene lists (2016 update). *Nucleic Acids Res* 44, W83-89. 10.1093/nar/gkw199.

Satija, R., Farrell, J.A., Gennert, D., Schier, A.F., and Regev, A. (2015). Spatial reconstruction of single-cell gene expression data. *Nat Biotechnol* 33, 495-502. 10.1038/nbt.3192.

Street, K., Risso, D., Fletcher, R.B., Das, D., Ngai, J., Yosef, N., Purdom, E., and Dudoit, S. (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. *BMC Genomics* 19, 477. 10.1186/s12864-018-4772-0.

Weinreb, C., Rodriguez-Fraticelli, A., Camargo, F.D., and Klein, A.M. (2020). Lineage tracing on transcriptional landscapes links state to fate during differentiation. *Science* 367. 10.1126/science.aaw3381.

# Supplementary material for: C/EBPβ-induced lymphoid-to-myeloid transdifferentiation emulates granulocyte-monocyte progenitor biology
**Source:** Stem Cell Reports. 2023 Dec 28;19(1):112–25. doi: 10.1016/j.stemcr.2023.11.011
**Supplement:** Document S2. Article plus supplemental information

C/EBP β -induced lymphoid-to-myeloid transdifferentiation emulates granulocyte-monocyte progenitor biology

Linh Thuy Nguyen,^{1,4,5} Karin Zimmermann,^{1,5} Elisabeth Kowenz-Leutz,¹ Ramonique Lim,¹ Maria Hofstätter,¹ Alexander Mildner,^{1,2,3} and Achim Leutz^{1,*}

⁵These authors contributed equally

<https://doi.org/10.1016/j.stemcr.2023.11.011>

SUMMARY

CCAAT/enhancer-binding protein beta (C/EBP β) induces primary v-Abl immortalized mouse B cells to transdifferentiate (BT, B cell transdifferentiation) into granulocyte-macrophage progenitor-like cells (GMPBTs). GMPBTs maintain cytokine-independent self-renewal, lineage choice, and multilineage differentiation. Single-cell transcriptomics demonstrated that GMPBTs comprise a continuum of myelomonopoietic differentiation states that seamlessly fit into state-to-fate maps of normal granulocyte-macrophage progenitors (GMPs). Inactivating v-Abl kinase revealed the dependence on activated CSF2-JAK2-STAT5 signaling. Deleting IRF8 diminished monopoiesis and enhanced granulopoiesis while removing C/EBP β -abrogated self-renewal and granulopoiesis but permitted macrophage differentiation. The GMPBT culture system is easily scalable to explore the basics of GMP biology and lineage commitment and largely reduces ethically and legislatively debatable, labor-intensive, and costly animal experiments.

INTRODUCTION

The classic view of homeostatic hematopoiesis emerged from studies that used transplantation, developmental cell tracing, and colony formation assays. According to this classic view, hematopoietic stem cells (HSCs) are the only blood cells that can self-renew and give rise to progenitors with progressively restricted differentiation potential following linear bifurcating cell lineage decisions. This hierarchy is typically shown as an upside-down decision tree diagram with self-renewing HSCs at the top giving rise to multipotent progenitors (MPPs) with limited self-renewal capacity. As these progenitors become increasingly specialized, they differentiate into common myeloid progenitors and common lymphoid progenitors (CMPs and CLPs, respectively). CMPs subsequently branch into megakaryocyte-erythroid progenitors (MEPs) and granulocyte-macrophage progenitors (GMPs), which are the primary source of innate immune cells (Iwasaki and Akashi, 2007).

Recent advancements in single-cell RNA (scRNA) expression profiling, chromatin accessibility studies, and bar-coded lineage tracing have questioned the strictly binary, unidirectional processes of hematopoietic cell fate decisions suggested by the hierarchical model. Instead, it appears that progenitor cells can be committed to a specific fate at an earlier stage of differentiation and, in addition, that progenitors at different stages may display developmental plasticity and are capable to switch lineages under certain circumstances (Naik et al., 2013). These characteris-

tics have implications for the production of innate immune cells (namely, granulocytes and various types of monocytes) and may play a role in lineage infidelity or ambiguity, as observed in myelodysplasia and leukemia (Dress et al., 2020; Pucella et al., 2020).

Alternative innate immune cell fate decisions occur during the GMP state, such as granulocytic vs. monocytic differentiation (Liu et al., 2019). GMPs also have transit-amplifying capacity and are vulnerable to leukemia initiation, which may lead to the development of self-renewing leukemic stem cells (LSCs) that perpetuate the disease (Krivtsov et al., 2006; Ye et al., 2015). Therefore, understanding the biology of GMPs is essential for comprehensively understanding specification of innate immune cells in homeostasis, regeneration, and leukemogenesis (Herault et al., 2017; Niederhorn and Starczynowski, 2017).

Experimental manipulation of hematopoietic lineage identity, such as by ectopic expression of lineage-defining master or pioneering transcription factors (TFs), can reveal the plasticity and decision-making processes involved (Graf and Enver, 2009; Regalo and Leutz, 2013). For example, primary mouse pre-B cells that were transformed by the v-Abl oncogene could be transdifferentiated into a GMP-like population (GMPBTs) by ectopic expression of the TF CCAAT/enhancer-binding protein beta (C/EBP β)-LAP* (Cirovic et al., 2017). In contrast to HoxA8/A9-induced precursor cells, C/EBP β -LAP*-derived GMPBTs maintain a self-renewing progenitor population and continuously undergo spontaneous lineage choice to produce both neutrophils

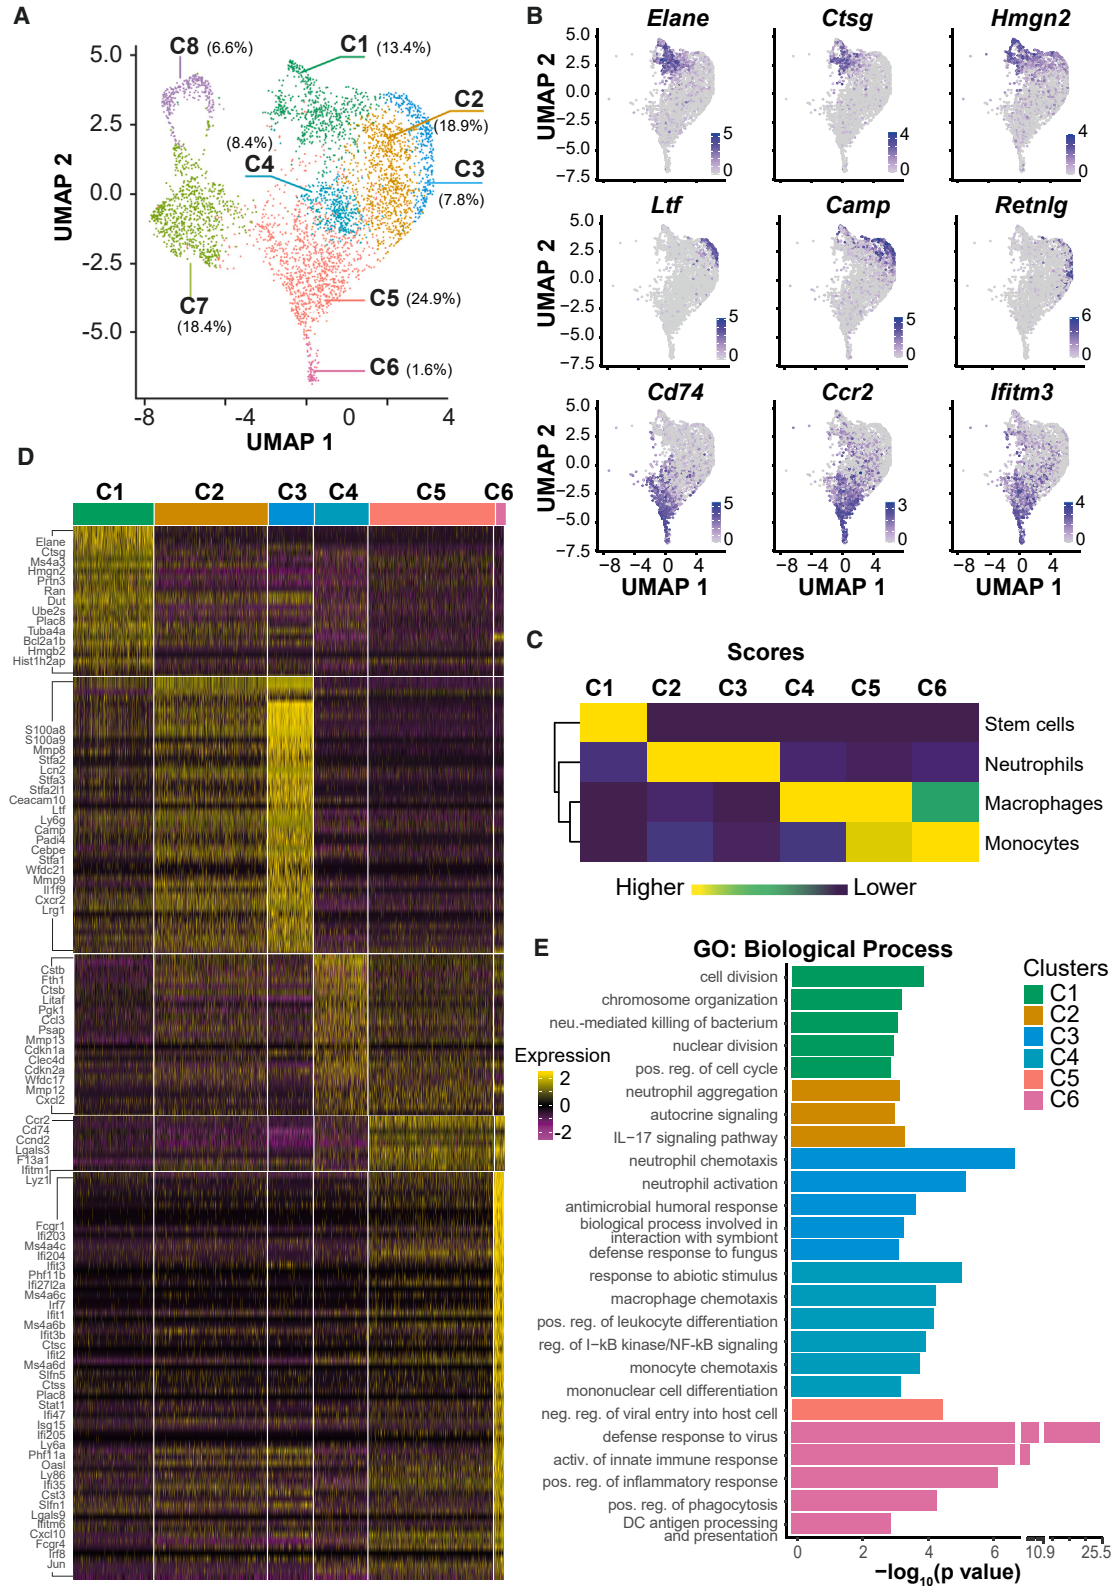

(legend on next page)

(Ly6G⁺/CD115⁻) and monocytes (Ly6G⁻/CD115⁺). Accordingly, GMPBTs exhibit similarities to both GMPs and LSCs, as observed in chronic myelogenous leukemia (CML; as a product of BCR-ABL translocation).

Here, we characterized GMPBTs using scRNA sequencing (scRNA-seq) and cell biological and molecular genetic analyses to investigate the biology and lineage decision processes. We demonstrate that GMPBTs largely resemble normal *ex vivo*-isolated GMPs and that GMPBT maintenance relied on v-Abl-mediated signaling involving C/EBP β and the signal transducer and activator of transcription 5A (STAT5). GMPBTs could be expanded to large quantities that were amenable to molecular genetics, biochemical, pharmacological, and cell biological experimentation. GMPBTs therefore serve as a valuable model system to experimentally explore basic processes involved in myelomonocytic lineage commitment and cell differentiation and also reduce the need for animal experimentation.

RESULTS

Myelomonocytic differentiation potential of GMPBTs

Previously, we have demonstrated that C/EBP β -LAP* lymphoid-myeloid lineage-switched GMPBTs maintained an immature state and continuously produced granulocytes and monocytes/macrophages (Cirovic et al., 2017). Here, we characterized GMPBTs with droplet-based scRNA-seq. Briefly, GMPBTs were generated from wild-type (WT) B cells by retroviral infection with a pMSCV-IRES-EGFP-C/EBP β -LAP* construct. Sorted GFP-positive (GFP⁺) cells were examined on day 6 post infection (p.i.) by scRNA-seq. A pure population of GMPBTs can be acquired through the exclusion of β -mercaptoethanol, which effectively eliminates residual B cells. Nevertheless, we intentionally omitted this selection process to accommodate the inclusion of lymphoid-myeloid transition states in our scRNA-seq analysis. At harvesting, surface marker analysis revealed that the GFP⁺ cell pool contained 72.6%

transdifferentiated CD11b⁺ cells and 11.1% un-transdifferentiated CD19⁺ cells. The CD11b⁺ cell fraction contained subpopulations of granulocytic Ly6G⁺ (4.9%), monocytic CD115⁺ (60%), and Ly6G⁻ CD115⁻ double-negative (DN) cells (30.9%) (Figure S1A).

scRNA-seq reads were obtained from 3,297 cells with a median of 7,799 unique molecular identifier (UMI) counts and 1,763 genes per cell. Dimensional reduction of the dataset and subsequent clustering yielded eight distinct clusters (Figure 1A). Cells in clusters 7 and 8 mainly expressed B lymphoid-specific genes (*Ebf1*, *Vpreb1/2/3*, and *CD79a*) and, in accordance with the remaining CD19⁺ population, were defined as B cells (Figure S1B). Cluster 7 was additionally enriched for genes related to cell cycle and cell division (*Top2a*, *Hmgnb1/2*, and nucleosome proteins *Hist1h2ap* and *H2afx*) (Figure S1B).

For further analysis, we concentrated on clusters 1–6, which expressed typical myeloid lineage genes (Figure 1B). Genes that define the neutrophil lineage were enriched in clusters 1, 2, and 3 (*Ltf*, *Camp*, *Elane*, and *Ctsg*), whereas clusters 4, 5, and 6 expressed genes characteristic for the monocyte/macrophage lineage (*Cd74*, *Ccr2*, and *Ifitm3*) (Figure 1B). To determine the cell identity of the clusters, we applied the automated cell type annotation tool SingleR with the ImmGen database as a reference (Heng et al., 2008). As shown in Figure 1C, cluster 1 was identified as stem cells despite the simultaneous expression of early neutrophil genes, which suggested that cluster 1 contained mostly myelomonocytic progenitors.

Further inspection of clusters 1–3 revealed that cluster 1 highly expressed the early granulocyte markers *Elane*, *Ctsg*, and *Prtn3* (Giladi et al., 2018) in addition to the GMP-defining *Ms4a3* (Figure 1D; Liu et al., 2019). Enhanced expression of cell cycle regulators in cluster 1 supported its progenitor characteristics. Cluster 3 was enriched for mature neutrophil markers (*Ly6g*, *S100a8/9*, and *Cebpe*) and several signaling proteins involved in immune responses (*Stfa1/2/3*, *Lcn2*, and *Wfdc21*). Cluster 2 did not have a unique gene expression pattern but demonstrated

Figure 1. Granulocyte and macrophage lineage capacity of GMPBTs

(A) WT B cells were retrovirally transduced with *Cebpb*-LAP*. 6 days post infection (p.i.), cells were subjected to scRNA-seq. Dimension reduction (uniform manifold approximation and projection, UMAP) and clustering of 3,297 cells identified 8 clusters. Percentages of cells in clusters are indicated.

(B) Feature plots of myeloid gene expression. Neu-specific genes are expressed in 3 different clusters (cluster 1: *Elane*, *Ctsg*, and *Hmgn2*; clusters 2 and 3: *Ltf*, *Camp*, and *Retnlg*). Monocyte/macrophage-specific genes are expressed in clusters 4, 5, and 6 (*Cd74*, *Ccr2*, and *Ifitm3*).

(C) Cell type annotation of clusters 1–6 using the SingleR and ImmGen databases as reference. The annotation with the highest score is shown for each cluster.

(D) Heatmap of differentially expressed marker genes (rows) of myeloid clusters 1–6 (columns). Genes with corrected $p < 0.05$ and $|FC|$ (fold change) > 2 are shown in the heatmap; representative genes are listed on the left. A table of all genes contained in the heatmap is provided in Table S1.

(E) Gene ontology (GO) enrichment for marker genes ($|FC| > 1.5$, adjusted $p < 0.05$) of myeloid clusters 1–6 using gProfiler. GO terms of “biological processes” are shown; redundant terms were excluded. For a complete list of GO terms enriched in each cluster, see Table S2. Color code as indicated in (A) and (D).

diminished expression of cluster 3-specific genes and limited expression of some cluster 4 genes. We therefore considered cluster 2 a transitory population between clusters 1 and 3 or 4. Functional analysis of the cluster markers (clusters 1–3, $|FC| > 1.5$, adjusted $p < 0.05$) using gProfiler (Reimand et al., 2016) revealed enrichment for terms related to cell cycle and division in cluster 1, while terms associated with neutrophil activities were annotated to clusters 2 and 3 (Figure 1E).

Both clusters 5 and 6 were enriched for monocytic genes, including the major histocompatibility complex (MHC) class II-related gene *Cd74*, the chemokine receptor *Ccr2*, the macrophage colony-stimulating factor (M-CSF) receptor *Csf1r*, the lysosomal protease *Ctsb*, and lysozyme 1 (Figure 1D). Cluster 6 contained higher expression of the key differentiation TF *Irf8*, inflammatory-responsive TF *Stat1*, the surface marker *Fcgr1* (CD64), and the interferon-inducible *Ifi* gene family together with enrichment of immune response Gene Ontology (GO) terms (innate immune response, defense response to virus, and phagocytosis), further indicating monocyte/macrophage identity (Yanez et al., 2017). Cluster 4 linked the neutrophil clusters 1–3 and the monocyte/macrophage clusters 5 and 6. Besides low expression of the monocyte-specific genes *Cd14* and *Fcgr3* (encoding CD16), cluster 4 also expressed genes related to lysosomal activity (*Lamp1*, *Cd68*, and *Psap*), enzymes (*Pkg1*, *Pgam1*, and *Gpi1*), and iron transporters (*Fth1* and *Ftl1*), indicating the phagocytic potential of these cells. We considered cluster 4 a transitory population undergoing monocyte/macrophage specification. Altogether, the GMPBT population contained cells in transitioning stages of granulocytic/neutrophil (G) and monocytic/macrophage (M) differentiation (Figures 1C–1E), suggesting that GMPBTs continuously undergo lineage choice and differentiation toward G/M fates, reflecting normal GMPs or LSCs (the latter because of the transforming activity of the v-Abl oncogene).

The endogenous *Cebpa* and *Cebpb* genes cross-regulate each other and can be induced by ectopic expression of either C/EBP TF. Therefore, we explored the C/EBP β -LAP*-induced transdifferentiation outcome in the absence of endogenous C/EBP α and C/EBP β . We compared GMPBTs derived from either WT B cells or double knockout (dKO) B cells by scRNA-seq (Figures S1A and S1C). A total of 1,423 dKO B cells were recovered for the analysis, with a median of 7,975 UMIs and 1,914 genes per cell. Data from the WT B cell and dKO B cell pools were integrated before clustering, and all 8 clusters were present in both samples, suggesting similar cell type outcomes in both genotypes (Figure S1D), although quantitative differences were also noted. B lymphoid clusters 7 and 8 represented 33% of the dKO B cells and 11% of WT B cells, respectively, coinciding with the respective CD19 marker expression in

the cells. In contrast, cluster 1–6 WT B cells featured more myelomonocytic cells (72.6% CD11b⁺) compared with dKO B cells (38.2% CD11b⁺).

We conducted a comprehensive assessment of the gene expression of the C/EBP family members, encompassing C/EBP α , C/EBP β , C/EBP δ , C/EBP ϵ , C/EBP γ , and C/EBP ζ within myeloid clusters 1–6 (Figure S1E). Upon ectopic expression of C/EBP β LAP*, when endogenous *Cebpa* and *Cebpb* were absent, a significant reduction of C/EBP δ and C/EBP ϵ expression was observed, while C/EBP γ and C/EBP ζ remained largely unaffected. This finding suggested that C/EBP α , either independently or in conjunction with C/EBP β , plays a regulatory role in the modulation of C/EBP ϵ and C/EBP δ expression. The absence of C/EBP δ in all clusters of the dKO GMPBTs indicates a dependence on regulation by C/EBP α , β and raises the possibility of a previously unexplored role of C/EBP δ in myelopoiesis. Collectively, these outcomes underscore that, while GMPBT transdifferentiation occurs even in the absence of endogenous C/EBP α , β , the intricate mutual cross-regulation of the C/EBP family could substantially contribute to the efficiency and configuration of the transdifferentiation process.

The GMPBT transcriptome reflects the fate-transitioning landscape of GMPs

We compared the GMPBT scRNA-seq data with published precursor gene expression profiles to explore the occurrence of cell types and differentiation stages of GMPBTs. Hematopoietic differentiation inferred from snapshot single-cell analysis (Giladi et al., 2018) and dynamic state-to-fate maps derived from clonally tagged stem/progenitors (lineage and RNA recovery [LARRY] method) (Weinreb et al., 2020) were compared with GMPBT scRNA-seq data (Figures 2 and S2). GMPBT clusters 2 and 3 coincided with neutrophils and clusters 5 and 6 with monocytes/macrophages matching with corresponding *in vivo* lineage signatures defined by Giladi et al. (2018) (Figures S2A and S2B). The vast majority of the GMPBTs also merged seamlessly into the *ex vivo* mouse bone marrow expression profile (hereafter called LARRY profile) (Figure 2A) and interleaved all LARRY-defined neutrophil and monocyte clusters. The GMPBT population lacked several cell types identified by LARRY, including CD34⁺ MPPs and cells that belong to the Gata2⁺ erythroid/megakaryocyte/mast/basophil/eosinophil fate. These data were in accordance with the notion that GMPBTs resemble GMPs rather than other earlier progenitor stages. The GMPBT data projection (Figure 2A) also revealed direct connections between the remaining B cell cluster (expressing *Pax5* and *Ebf1*) and monocyte/macrophage clusters (expressing pan-myeloid markers *Spi1* and *Lyz2*), which suggested an additional transdifferentiation trajectory directly into monocytes/macrophages (Figures 2A and 2B).

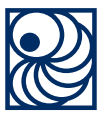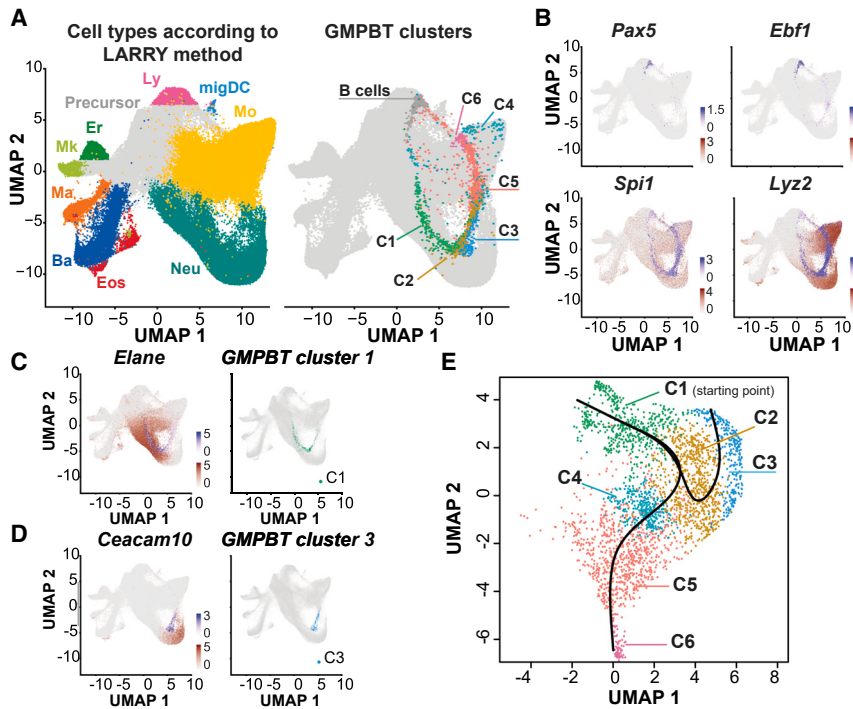

Figure 2. The GMPBT transcriptome reflects the fate-transitioning landscape of GMP differentiation

(A) Integration of GMPBT scRNA profiling data with lineage-traced mouse bone marrow cell data according to Weinreb et al. (2020). scRNA-seq data from LARRY-traced mouse bone marrow were used as a reference; the GMPBT data were projected as a query. Cell types identified in the reference are indicated by color (left). The UMAP of integrated data is shown on the right, with reference data shown in gray and GMPBT clusters overlaid. Color of GMPBT clusters as in Figure 1A.

(B) Expression of *Pax5* and *Ebf1*, marking B cell clusters (top), and expression of *Spi1* and *Lyz2*, marking myeloid clusters (bottom). The expression of these genes in the reference dataset and in the GMPBTs is presented in brown and purple, respectively.

(C and D) Expression of *Elane* and *Ceacam10* in the reference dataset (brown) and GMPBTs (purple) is shown as merged plots on the left. Shown on the right are GMPBT cluster 1 and cluster 3.

(E) Trajectory analysis of the myeloid clusters 1–6 using Slingshot. Based on the expression of proliferation genes, cluster 1 (C1) was designated as the starting point. Two differentiation trajectories are shown.

The neutrophil markers *Elane* and *Ceacam10* mark distinct groups of cells in a continuous landscape as defined by the LARRY profile (Figures 2C and 2D). *Elane*-expressing cells were previously considered precursors of *Ceacam10*-expressing cells (Giladi et al., 2018). We detected an overlapping distribution between LARRY *Elane*-expressing cells with *Elane*-expressing GMPBTs in cluster 1 (Figure 2C). Similarly, we identified co-alignment of LARRY *Ceacam10*-expressing mature neutrophils with *Ceacam10*-expressing GMPBTs (cluster 3; Figure 2D), which suggested that the GMPBT system recapitulated sequential transition stages of granulopoietic differentiation.

The current findings indicated that GMPs and neutrophil precursors in mammals entail proliferation capacity (transit-amplifying cells) (Evrard et al., 2018). During granulopoiesis, GMP transit through a CD106⁺ (*Vcam1*) pro-neutrophil stage before differentiating into mature neutrophils (Kwok et al., 2020). Similarly, our dataset presented the highest expression of *Vcam1* in cluster 1 (Figure S2C). Analysis of granulopoiesis-essential TFs demonstrated that cluster 1 also contained the highest expression of *Cebpa* among the three neutrophil clusters, known for initiating myeloid GMP differentiation, together with *Runx1* and the granulopoiesis-directing factor *Gfi1* (Figure S2D). *Irf8* is expressed and active at similar levels in both granulocytic and monocytic precursors but not in GMPs (Yanez et al., 2015). Expression of *Irf8* in cluster 2 supported the

idea that this cluster likely represents an intermediate stage in the neutrophil differentiation hierarchy. Finally, cluster 3 expressed TFs involved in terminal neutrophil maturation and function, such as *Spi1* and *Cebpe* (Giladi et al., 2018). Furthermore, the expression of genes related to granule production, chemotaxis, and phagocytosis aligned with this description (Figures S2E–S2G).

GMPBT monocyte clusters 4, 5, and 6 overlapped with both the LARRY monocyte branch (Figure 2A) and the monocyte-defining gene set of Giladi et al. (2018). Many monocyte-restricted genes were highly expressed in clusters 5 and 6, whereas cluster 4 showed the least correlation to the mature monocyte signature (Mildner et al., 2017; Figure S2B). Cluster 4 cells demonstrated residual expression of proliferation-related genes, including *Cdk2*, *Cdk4*, and *Ccnb2*, and expressed the highest levels of *Cebpb* and *Nr4a1* compared with the other monocytic clusters (Figure S2H). Based on this expression pattern, we considered cluster 4 monocyte progenitors. Cluster 5 cells exhibited more similarities to monocyte progenitors in cluster 4 but also expressed *Cd74*, *Ccr2*, *Lgals3*, and *F13a1*. Cluster 6 cells showed more similarities to Immgen monocytes (Figure 1C), including the expression of *Plac8*, *Fcgr1*, and *Ms4a6c*, but in addition expressed interferon type I-inducible genes; e.g., *Ifit3*, *Isg15*, *Ifi204*, and *Oasl*.

The concept of two alternative monocyte differentiation pathways into dendritic cell (DC)-like or neutrophil

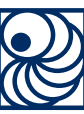

(Neu)-like monocytes has been suggested previously based on the LARRY profile (Weinreb et al., 2020). We therefore compared GMPBT clusters 4, 5, and 6 for DC-like or Neu-like macrophage signatures derived from the LARRY dataset. The distribution of GMPBTs with DC- or Neu-like signatures could be distinguished (Figure S2I), and DC-like cells were mostly found in cluster 6, likely because of their high MHC class II- and interferon type I-related gene expression pattern, while the Neu-like monocyte signature was enriched in cluster 5, which is more related to Neu cluster 3.

Finally, the developmental relationships among all six clusters were predicted with the Slingshot trajectory analysis (Street et al., 2018; Figure 2E). Cluster 1 was set as the starting point based on the high expression of proliferation genes. The trajectory analysis revealed bifurcation in cluster 2, branching into mature Neus (cluster 3) and monocyte progenitor cells (cluster 4). Subsequent differentiation prediction included Neu maturation (cluster 2 to cluster 3) and the differentiation of mature monocytes/macrophages with DC similarities (cluster 6).

Taken together, integration of data derived from the GMPBT scRNA-seq transdifferentiation profile, *in vivo* transcriptome, and *ex vivo* LARRY myelopoiesis fate maps suggested that GMPBTs recapitulated normal granulocytic-monocytic commitment and represent a continuum of intermediary cell fate specification steps toward Neus and monocytes/macrophages. The GMPBT system therefore largely mirrors normal GMP biology and may be useful to examine mechanisms involved in cell fate choice.

GMPBT surface markers

The cell lineage fidelity of WT GMPBT was next examined by flow cytometry screening of surface marker expression using an antibody array of 255 phycoerythrin (PE)-conjugated antibodies (LEGENDScreen, BioLegend). The bipotential differentiation capacity of GMPBTs into Neus and monocytes was confirmed by co-staining with CD11b, Ly6G, and CD115. The pan-hematopoietic or pan-myeloid markers (CD44, CD45, CD11b, and CD371) were present on all three GMPBT subsets (Ly6G⁺CD115⁺ DN progenitor population, Ly6G⁺CD115⁺ Neus, and Ly6G⁺CD115⁺ monocytes/macrophages) (Figure S2J). All cells also expressed CD62L, indicating the restriction of GMP potential to myeloid progenitors (Ito et al., 2021). The DN fraction contained higher expression of many markers representing undifferentiated stem/progenitor cells; e.g., CD51, CD106, Notch2, and CD31. The Ly6G⁺CD115⁺ subset was enriched for the expression of monocyte/macrophage markers (CD14, Mac-2, F4/80, and CD200R). Markers representing DC (Toll-like receptor [TLR] homolog CD180, TLR4, H-2, and CD275) were also highly expressed in this subset, which confirmed the differentiation potential toward DC-like cells.

The Ly6G⁺CD115⁺ subset expressed the Neu-specific markers CD182 or plasmacytoid DC-specific triggering receptor expressed on myeloid cells (PDC-TREM) and epithelial tissue signatures (CD55, CD146, and CD100). Notably, certain markers associated with other cellular lineages were also detected. For instance, the DN subset displayed the presence of CD71, an indicator of erythroid lineage; the CD115⁺ subset exhibited CD107a, a marker for activated natural killer cells; and the Ly6G⁺ subset showed CD61, a marker indicative of megakaryocytes.

To establish a linkage between data obtained from both scRNA-seq and flow cytometric array screening, we aimed to isolate early Neu progenitors within the GMP fraction, residing in cluster 1 (Kwok et al., 2020). In this context, we identified CD106 (*Vcam1*) as a surface marker with pro-Neu specificity, expressed in the GMPBT DN fraction according to the LEGENDScreen results (Figures S2J and S2L). Intriguingly, CD106 RNA expression was almost exclusively observed in cluster 1 cells (Figures 1D and S2K). Subsequently, we sorted DN undifferentiated cells based on CD106 expression (DN-CD106⁺) and compared them with DN-CD106⁺ cells. While there was no marked distinction in the growth rate between these two populations (Figure S2M), the DN-CD106⁺ cells displayed a higher proportion of Ly6G⁺ Neus post sorting (Figure S2N), whereas differentiation into CD115 monocytes was roughly equivalent between DN-CD106⁺ and DN-CD106⁺ cells. These observations collectively indicated that DN-CD106⁺ cells possess an elevated potential for neutrophilic differentiation, aligning with recent research findings (Kwok et al., 2020).

IRF8 and C/EBP β expression levels determine GMPBT lineage fates

To identify potential regulators involved in the formation of the two trajectories observed in the GMPBT scRNA-seq data, we extracted genes that were differentially expressed between Neu clusters 1, 2, and 3 and compared them with monocyte/macrophage clusters 4, 5, and 6 (adjusted $p < 0.05$, $|FC| > 1.2$). Next, we predicted the most important TF involved in the differential regulation of these genes using LISA (epigenetic landscape *in silico* deletion analysis, Qin et al., 2020). As shown in Figure 3A, LISA highlighted enriched motives for IRF4, IRF8, and STAT within genes specifically expressed within the monocyte branch, while C/EBP and the erythroblast transformation specific TF family (ETS; ERG and FLI1) TF motives were enriched in genes of the granulocytic branch, respectively. Interestingly, motif enrichment of the master regulator of myeloid cells, PU.1, was predicted for both developmental branches.

Next, we explored how GMPBT biology is affected by intervention with lineage-defining TFs of critical GMP co-regulatory complexes (CoRCs) (Arendt et al., 2016). IRF8 is part of a CoRC that supports macrophage differentiation

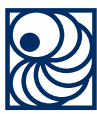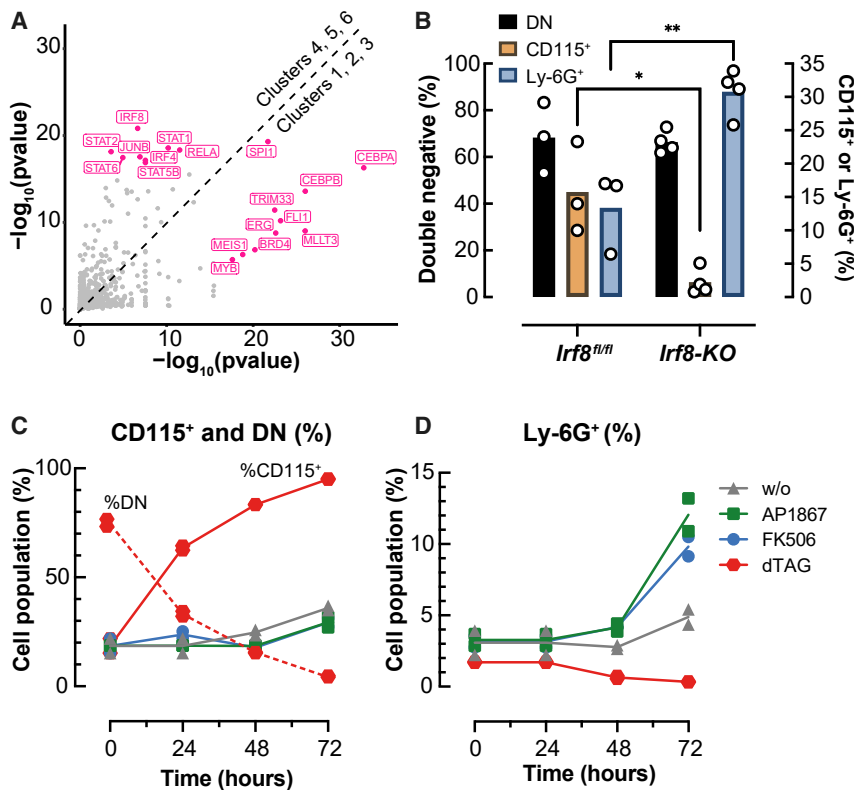

Figure 3. Function of IRF8 and C/EBP β -LAP* on GMPBT subpopulations

(A) TF analysis using LISA on differentially expressed genes between two groups: Neu C1, C2, and C3 and monocyte/macrophage C4, C5, and C6 (adjusted $p < 0.05$, $|FC| > 1.2$).

(B) Comparison of transdifferentiated *Irf8*^{fl/fl} and *Irf8* KO B cells. *Irf8* KO clones ($n = 4$) and isogenic *Irf8*^{fl/fl} control clones ($n = 3$) were examined after retroviral expression of *Cebpb*-LAP*. Cells were subjected to flow cytometry analysis using antibodies directed to CD11b, Ly6G, and CD115. Flow cytometry parameters were gated as in Figure S1A. The graph shows percentages of the 3 GMPBT subpopulations: GMP-like cells (Ly6G⁺CD115⁺, double negative [DN], black bars, left y axis), granulocytes/Neus (Ly6G⁺, orange bars, right y axis), and monocytes/macrophages (CD115⁺, blue bars, right y axis). Data are mean $\pm$ SD from independent experiments, unpaired t tests, ** $p < 0.01$, * $p < 0.05$; insignificance is not indicated.

(C) De-stabilization of LAP*-FKBP12^{F36V} by dTAG increased CD115⁺ cells and abrogated DN cells in GMPBT cultures. Shown are the

kinetics and distribution of the CD115⁺ population (red line) and the CD115⁺/Ly6G⁺ population (DN, red dashed line) of GMPBTs upon targeted proteolysis of LAP*-FKBP12^{F36V} by dTAG-13. Note that CD115⁺ monocytes increase from approximately 15% to 95%, while DN cells disappear during dTAG treatment. No effects on the CD115⁺ population are seen by treatment with FK506 or AP1867. Flow cytometry analysis was performed at 4 time points as indicated ($n = 2$, duplicates are shown, gating as shown in Figure S1A).

(D) Stabilization of LAP*-FKBP12^{F36V} by AP1867 or FK506 leads to an increase in Ly6G⁺ cells in GMPBT cultures (from approximately 3% to 9%–13%), while dTAG abrogated Ly6G⁺ cells. Flow cytometry analysis was performed at 4 time points as indicated ($n = 2$, duplicates are shown, gating as shown in Figure S1A).

The experiments shown in (C) and (D) were done in parallel, starting with the same GMPBT cultures. Drug treatments are shown on the right. No treatment, gray triangles; AP1867 treatment, green squares; FK506 treatment, blue dots; dTAG treatment, red dots.

from GMPs and impedes Neu differentiation. Removing *Irf8* from mice decreased monocyte numbers and caused neutrophilia that closely resembled CML (Holtschke et al., 1996; Tamura et al., 2015). We detected *Irf8* gene expression in the monocytic clusters 4, 5, and 6 and residual *Irf8* expression in cluster 2 (Figure S3A) that demarcated monopoiesis and granulopoiesis. To examine whether removing *Irf8* would skew GMPBT fates *in vitro*, we generated v-Abl-transformed B cells from a mouse strain with conditional *Irf8*^{fl/fl} alleles (Feng et al., 2011). The *Irf8*^{fl/fl} B cells were treated with a cell-permeable TAT-Cre recombinase to generate biallelic *Irf8*^{-/-} clones (*Irf8* KO) or mock treated to generate isogenic controls (Figure S3B). By introducing LAP*, these cell clones were transdifferentiated into GMPBT-*Irf8*^{fl/fl} or GMPBT-*Irf8* KO cells. GMPBTs from four independently derived *Irf8* KO clones and three *Irf8*^{fl/fl} clones were examined for the expression of monocytic CD115 or granulocytic Ly6G surface markers (Figure 3B).

The GMPBT-*Irf8* KO cells had a strong reduction of CD115⁺ monocyte/macrophages (>4-fold) and an approximately 3-fold increase of Ly6G⁺ Neus compared with the isogenic *Irf8*^{fl/fl} controls. Monocytes/macrophages, but no granulocytes, were observed when C/EBP α was used to induce transdifferentiation of primary B cells, various B cell lines, or v-Abl-transformed B cells, although several Neu genes are initially activated during transdifferentiation (Bussmann et al., 2009; Xie et al., 2004). To explore the possibility that the remarkable failure of C/EBP α to induce granulopoietic transdifferentiation was extinguished by *Irf8* (Kurotaki et al., 2014), we modified this experiment using C/EBP α instead of C/EBP β -LAP* in *Irf8* KO B cells. However, although macrophage transdifferentiation was recapitulated, no granulocyte differentiation was observed, which suggested that *Irf8* did not prevent Neu differentiation downstream of C/EBP α (data not shown). We concluded that the GMPBTs reflected IRF8-dependent

lineage choice, as observed in normal progenitors (Kurotaki et al., 2018; Paul et al., 2015).

Previously, we reported that GMPBT differentiation toward Ly6G⁺ Neu is correlated with the magnitude of LAP* expression (Cirovic et al., 2017). To examine the importance of continuous C/EBP β -LAP* expression after the completion of transdifferentiation, we constructed a proteolysis-targeting (PROTAC) chimera (LAP*-FKBP12^{F36V}) to conditionally remove C/EBP β -LAP* from the transdifferentiated GMPBTs. Briefly, FKBP12^{F36V} chimeras are targeted to proteolysis by the non-toxic heterobifunctional degradation tag (dTAG)-13 compound that binds to the FKBP12^{F36V} moiety and recruits the CRBN E3 ligase, causing proximity-induced ubiquitylation and proteasomal degradation (Nabet et al., 2018). C/EBP α,β dKO B cells were retrovirally infected with the LAP*-FKBP12^{F36V} construct, selected for completion of myeloid transdifferentiation by omission of β -mercaptoethanol, and sorted for CD11b⁺ cells to obtain a myeloid population termed CEBP-dKO-LAP*-FKBP12^{F36V}-GMPBTs. dTAG-13 treatment of the cells removed the LAP*-FKBP12^{F36V} construct (Figure S3C), whereas the monovalent FKBP12^{F36V}-binding compounds AP1867 and FK506 (at 5 μ M) slightly enhanced the level of the chimeric LAP*-FKBP12^{F36V} protein, in accordance with their known stabilization effect on FKBP12 chimeras. A 72-h treatment of LAP*-FKBP12^{F36V}-GMPBT with dTAG-13, AP1867, or FK506 revealed alternative progenitor differentiation paths (Figures 3C and 3D). The targeted degradation of LAP*-FKBP12^{F36V} increased the CD115⁺ population from the initial 18%–95% (Figure 3C) with a concomitant loss of the progenitor population (Ly6G⁺ CD115⁺ DN, decreased from 75% to <4%). Concomitantly, dTAG-13 treatment completely abolished the Ly6G⁺ Neu population (from 3% to <0.5%), whereas stabilizing the LAP*-FKBP12^{F36V} construct with either FK506 or AP1867 increased the Ly6G⁺ Neu population from the initial 3% to 10% and 12%, respectively (Figure 3D). The increased presence of cells with monocyte/macrophage morphology (enlarged size and extended vacuoles) when treated with dTAG-13 supported the flow cytometry analysis results (Figure S3D). These data demonstrated that LAP* was required for the maintenance of the progenitor state and for Neu differentiation but unnecessary for macrophage differentiation and maintenance.

The v-Abl oncoprotein complements the CSF2 dependency of GMPBTs

How the deposited data were processed for this re-analysis (not part of the article)

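Expression was measured by droplet single-cell RNA sequencing in 2 libraries of mouse cells, 1 of WT GMPBTs and 1 of dKO GMPBTs, both sorted for GFP on day 6 after infection with LAP∗. The deposited values are raw UMI counts per gene and barcode. The authors made these counts with Cell Ranger 2.1.0 from reads of the 10x Genomics 3′ version 2 chemistry, aligned to mm10, and the submitters' processing notes also name Seurat, with no version. Each matrix holds 27998 genes and 737280 barcodes, before any barcode had been called a cell and before any normalization, so cell calling, the filters and the clusters are computed anew here. The authors' own cell labels were not used here, and the clusters of the study had to be rebuilt.

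A barcode was called a cell where its UMI total reached 1 part in 10 of the 99th percentile of the 3000 largest barcodes, the rule of Cell Ranger 2 at its default expected cell number, since the paper's text does not name one. This minimum came to 2250.3 UMIs in WT and 2018 in dKO. The filters of the study were then applied, with at least 400 and at most 4000 detected genes and at most 7% mitochondrial UMIs. Doublets were not removed, since the paper's text names no such step, and Scrublet marked 3 WT and 4 dKO cells, too few to tell how many droplets held more than 1 cell. Clustering followed the study's methods in Seurat, with LogNormalize, integration of both libraries by canonical correlation anchors, scaling, 30 dimensions, 2000 variable genes and a resolution of 0.5. The anchors, the dimensions and the number of variable genes are not given in the paper's text. Clusters were numbered as in the study by fixed markers of B-lymphoid-like, neutrophil-like, monocyte/macrophage-like and interferon-responding cells, of the cluster 4 state and of proliferation. The lists of Table S1 were not used for the numbering, though they can share genes with these markers. The study used earlier versions of R and Seurat, and for one supplementary figure a newer mm10 reference with a newer Cell Ranger, which was not used here.

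For each library and cluster the counts were summed and scaled to a common total, which gives the CPM of each gene. Genes at 0 are given with the level that 3 counts would reach, and folds against such a gene are lower bounds at that level. Shares of cells with a UMI were also taken after each cell had been thinned to 3000 UMIs, which leaves out shallower cells. Lists of genes, 42 in all, were compared between clusters or libraries through the median log2 ratio of the members with at least 20 UMIs, with 0.5 added to each count, and its percentile among 10000 random lists of the same size drawn from the 50 genes nearest in expression to each member. Cells are not replicates, and with 1 library per genotype no test was run and no p-value or count of changed genes is given. A difference between genotypes describes these 2 libraries. The order of the myeloid clusters was read from a minimum spanning tree over the cluster centres, since Slingshot was not installed, and the SingleR, GSVA, LARRY and flow cytometry results of the study were not repeated. Differences by chromosome were read from the median log2 ratio of genes with at least 100 UMIs, placed with the GENCODE annotation of GRCm38. Where cells with and without a Y chromosome UMI were compared within a cluster, genes needed at least 500 UMIs.

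The samples, the comparisons, the gene lists, the markers and the alternatives were fixed before the data were examined, as was the rule for which genes are named. The rule takes every gene named in the paper's results, 2 to 4 of the most abundant members of a list, and for each comparison of dKO with WT within a cell class the 10 genes higher and the 10 genes lower in dKO with the largest ratio by the bound of its interval nearest to 1, among genes with at least 50 CPM and 20 UMIs in the library where they are higher. Genes outside the rule are said to have been chosen after their values were seen. Within classes, dKO and WT were compared in the neutrophil-like clusters 1 to 3, in cluster 5 for monocyte/macrophage-like cells and in cluster 7 for B-lymphoid-like cells, a choice made once the clusters were known, because clusters 4 and 6 held 16 and 9 dKO cells and cluster 8 was led by genes of dividing cells. Some genes of the study are not reported here.

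The alternatives changed the expected cell number to 5000, took all barcodes that passed the filters, took as many of the largest barcodes as the study has cells, set the mitochondrial filter to 15%, dropped the upper gene filter, left out Scrublet doublets, left out integration, used reciprocal PCA anchors, set the resolution to 0.3 or 0.8, and kept the named and marker genes or the cell cycle genes out of the clustering. For levels, the 50 most abundant genes were removed from the totals, the mean of log-normalised values was used, free RNA was subtracted, and cells were thinned to 2000 UMIs, and for the tree 15 dimensions were used. The free RNA profile came from barcodes of 1 to 20 UMIs, 309917 in WT and 230123 in dKO. Its share was set by B-lineage markers in cluster 3, which gave 13.9% of the UMIs in WT and 14.3% in dKO (the larger share), upper limits if those cells express any of these genes themselves. *S100a8*, which B-lymphoid-like cells should lack, allows at most 5.75% in clusters 7 and 8 of WT and 7.75% in those of dKO, so the larger share takes off too much there, and a subtraction at this smaller share was added after the data had been seen. At the larger share a count of 0 can come from the subtraction alone, and at the smaller share *S100a8* in clusters 7 and 8 is at 0 by construction. In free RNA of WT, *S100a8* stood at 25320.0 CPM, against 2739 CPM in dKO.

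The depth of 27708285 UMIs in 3133 WT cells and 11655831 UMIs in 1264 dKO cells sets the precision. Intervals are 95% intervals for counting error only, exact Poisson for CPM, conditional binomial for ratios and Clopper-Pearson for shares. They do not cover differences between cultures. The calculations were tested on Poisson counts simulated at 1 part in 4 of the UMIs in cells of each library, on 9702 genes. Such counts hold no differences between cultures, so they check the calculations only and not what 1 library per genotype can tell. Intervals held the true fold for 96.2% of unchanged genes and for 91.8%, 98.0%, 95.9% and 93.6% of genes changed 1.5, 2, 4 and 8 times, and all 10 genes named in each direction were truly changed. A planted list of 20 genes at 1.5 times gave a median log2 ratio of 0.65, and a planted shift of 0.3 in 102 genes of 1 chromosome came back as 0.31 (0.27 to 0.36). Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and scanpy 1.11.5, which runs Scrublet, and R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5.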

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

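The tests of free RNA and of a subclone for the Y chromosome transcripts, and both tests on B-lineage transcripts, were chosen only after the results were seen, while the other tests were set before.

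Transcripts of the Y chromosome, on which the paper does not report, lay mostly in the neutrophil-like clusters of the WT library, with 202 UMIs of *Eif2s3y* and 95 of *Ddx3y* over all clusters, against 1 and 0 in dKO. A Y chromosome UMI was found in 31.6% (26.2 to 37.3) of cluster 3 cells, 9.79% of cluster 1 and 7.29% of cluster 2 but 1.46% (0.730 to 2.60) of cluster 5, and genes of chromosome 3 stood at -0.38 (-0.52 to -0.23) from the median log2 ratio of all genes between clusters 3 and 5. Free RNA would give like shares, and the share of cluster 3 was 21.6 times that of cluster 5. A late neutrophil programme might lower genes of chromosome 3. In dKO these genes stood at 0.03 from the median of all genes between the same clusters, on 45 cells of cluster 3. Part of that programme was present in dKO. Late neutrophil markers made up 13.97% of UMIs in its cluster 3 and 0.112% in its cluster 5, against 22.05% and 0.4735% in WT. Other parts were lost, as in clusters 1 to 3 of dKO *Ltf* was 44.6-fold lower than in WT and *Retnlg* had 0 UMIs. The dKO value therefore covers only the part that dKO kept and cannot decide on the rest. Without integration, cluster 3 held 288 WT and 3 dKO cells. A subclone of the WT line with a Y chromosome and a lower dose of chromosome 3 may account for the pattern, since between cells with and without a Y UMI chromosome 3 had the lowest median log2 ratio of the autosomes, -0.26 against -0.18 for the next in cluster 1 (a gap of -0.08) and -0.24 against -0.11 in cluster 2, from 51 and 58 cells with a Y UMI, though in cluster 3, with 90 such cells, it was -0.07 (-0.30 to -0.01) against -0.04, a gap within its interval. What the labels' term mixed sample covers stays open, and no biological explanation named by the design was tested. Whether cells with a Y UMI are only further along the neutrophil path stays open too. The median share of UMIs from chromosome 3, counted without the S100a genes but over all UMIs, was lower in cells with a Y UMI in all 8 WT clusters. By this measure a cell rich in S100a transcripts gets a lower share from that alone. Clusters 4 to 8 held 1 to 11 cells with a Y UMI each. The 3.59% (3.11 to 4.98) of cluster 5 and 4.16% (4.01 to 4.89) of cluster 7 have intervals that hold the 4.52% and 4.58% of the other cells.

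Genes of chromosome 14 stood higher and genes of chromosome 3 lower in dKO than in WT, a signal over genes on which the paper does not report. In cluster 5 their medians lay 0.29 (0.22 to 0.35) and -0.38 (-0.43 to -0.32) from the median log2 ratio of all genes, and in cluster 7 0.32 (0.29 to 0.38) and -0.26 (-0.31 to -0.20). A few strong genes are argued against, as 77.0% of chromosome 14 genes in cluster 5, and more in cluster 7, lay above the median of all genes. A difference in chromosome number between the 2 cell lines is a candidate explanation, since each of 3 pieces of either chromosome was shifted the same way in both clusters, by 0.16 or more, though 2 of these shifts, that of piece 3 of chromosome 14 in cluster 5, 0.20 (-0.04 to 0.49), and that of piece 3 of chromosome 3 in cluster 7, -0.16 (-0.29 to 0.00), had intervals that reached the median of all genes and the chromosomes were picked because they stood out. An effect of the loss of C/EBPα and C/EBPβ, which the design names, was not tested and stays open.

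B-lineage transcripts were counted in the myeloid clusters, where the paper does not report on them. *Cd79b* stood in WT cluster 3 at 9.87% (8.05 to 12.0) of its level in clusters 7 and 8 and *Vpreb2* at 0.267% (0.0868 to 0.625). Free RNA from B-lymphoid-like cells would carry both genes at like fractions, and the fraction of *Cd79b* was 36.9 times that of *Vpreb2*. Droplets holding a B-lymphoid-like and a myeloid cell would do so too, but in dKO cluster 5 the fraction of *Cd79b* was 13.5 times that of *Vpreb2*. B-lineage expression that ends gene by gene as cells leave the B fate stays open and was not tested, and a smaller part from free RNA or mixed droplets is not excluded.

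The other signals lie in genes, lists or comparisons of the genotypes on which the paper does not report. *Retnlg*, a resistin-like neutrophil gene, had 5395 UMIs in clusters 1 to 3 of WT and 0 in dKO. *F13a1* had 769 UMIs in cluster 5 of WT and 0 in dKO. The Y chromosome genes were chosen after their values were seen, as were the clusters for which *Csn2*, *Ngfrap1* and *Hbb-bt* are given. *Csn2*, which encodes the milk protein β-casein, had 1140.0 UMIs in cluster 1 of WT and 4 in dKO, 44.8-fold (17.4 to 165) lower by CPM. *Ngfrap1* had 1033 UMIs over all clusters of WT and 4 in dKO, 109-fold (42.3 to 399) lower. *Hbb-bt*, a β-globin gene, had 400.0 UMIs in clusters 7 and 8 of dKO, 69.2 CPM, and 153 in WT, 45.5 CPM. In cluster 7, 14 of 14 measured glycolysis genes were higher in dKO, with a median log2 ratio of 1.29 (percentile 100.0). Secondary granule genes in clusters 1 to 3 had a median log2 ratio of -1.93, and matrix and matrix protease genes in cluster 5 one of -2.34.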

How the results depend on the processing

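The pooling of both libraries and the subtraction of free RNA at the smaller share, which are among the repeats counted here, were chosen after seeing the values, and all other alternatives were set before. No paired analysis was possible because there is 1 library per genotype and no result comes from a test. Of 294 repeats of the results that answer a comparison, 269 stayed, 25 moved and 0 turned a direction whose interval excluded equality, and of 1775 repeats of the other results 1695 stayed, 76 moved and 4 turned. A value stayed where it lay within the counting interval of the value first found, a list median within the interval over its members, numbers of cells or clusters, shares of directions kept and lower bounds within 1.5 times, the tree with the same number of links, and a ratio on another scale where no direction with an interval that excluded equality turned. The B-lymphoid-like share ran from 11.7% to 12.0% in WT and the neutrophil-like share of its myeloid cells from 56.9% to 58.9%. On the scale of counts, the log2 ratio of dKO to WT in myeloid cells stayed between -6.81 and -6.37 for *Cebpb* and between -2.17 and -1.89 for *Cebpe*. Without integration the B-lymphoid-like share of dKO was 51.0%, the neutrophil-like share of its myeloid cells 29.2% and the log2 ratio of *Irf8* between clusters 4 to 6 and clusters 1 to 3 of dKO 2.08. That ratio was 1.84 with reciprocal PCA anchors, and with free RNA subtracted it was 1.87 in dKO and 3.41 in WT at the larger share and 2.81 in WT at the smaller. With free RNA subtracted at the larger share, list medians of dKO against WT turned in cluster 7 for G2 and M phase genes (-0.03 from 0.45), pan-myeloid genes (0.05 from -0.82) and the genes of Table S1 for cluster 3 (1.01 from -2.26), and 13 of 96 lists kept fewer than 6 members with at least 20 UMIs and gave no median, among them late neutrophil markers, primary and secondary granule genes and proliferation markers in clusters 5 and 7. At the smaller share these 3 medians were 0.18, -0.43 and 0.06, and 8 lists gave no median. Of the 30, 12 and 31 measured members, the 3 medians rest on those that kept at least 20 UMIs. These were 19, 7 and 7 at the larger share and 24, 9 and 15 at the smaller. The tree shared 4 of 5 links with the tree first found over both libraries, over both libraries and in WT alone, under an expected cell number of 5000, the paper's cell numbers, Scrublet doublets left out, and clustering without the named and marker genes or without cell cycle genes. In dKO alone it shared 5 with no UMI rule, the paper's cell numbers, the 15% mitochondrial filter, no upper gene filter, reciprocal PCA anchors and 15 dimensions, and 3 with Scrublet doublets left out and without the named and marker genes. In these moves and turns the cause was not tested. No tree was had without integration or at a resolution of 0.3, where cluster 4 was not separate. The ratios of C/EBP genes kept their direction under the alternatives run, apart from that of *Cebpz*, whose interval held equality and which was 0.01 on the mean of log-normalised values. The 80 named differences between the genotypes include those of clusters 7 and 8 taken together, which overlap those of cluster 7. Only their direction was counted here, not their size. All kept it under the other alternatives, and with free RNA subtracted at the larger share 69 did, while 11, among them *S100a8* in clusters 5 and 7 and *Vpreb3* in clusters 1 to 3, had no count left in either library. At the smaller share 2 had none left and 77 of the other 78 kept their direction, the exception being *S100a8* in cluster 7, which that share sets to about 0. Depth limits the shares of cells with a UMI, as that of *Vcam1* in WT cluster 1 was 2.88% at 2000 UMIs per cell, and the 16, 9 and 45 dKO cells of clusters 4, 6 and 3 limit what can be read there.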

Differences from the paper's values

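The B-lymphoid-like clusters 7 and 8 held 57.6% of the 1264 dKO cells, where the paper's value is 33% of the dKO cells, of which its text counts 1423. All 12 alternatives set before the data were examined left this difference, at 51.0% to 58.8%. In WT, cluster 7 held 10.1% of 3133 cells, where the paper's value is about 18% of 3297 cells in Fig. 1A, read by eye, and cluster 8 held 1.88%, where the paper's is about 6.6% in Fig. 1A, read by eye. Over both clusters the WT share was 11.9%, beside the paper's 11% in its text, which does not differ by over 1.5 times. The dividing cells lie here in the cluster numbered 8 and in the paper in cluster 7, so the 2 numbers can be swapped against the study, and the shares of each alone would then stand beside the wrong cluster. Each of the 12 alternatives set before the data were examined left both differences, at 9.82% to 10.4% for cluster 7 and 1.59% to 1.95% for cluster 8. With both libraries pooled, an alternative chosen after seeing the values, cluster 7 held 17.8% and cluster 8 7.25% of cells, within 1.5 times the paper's shares in its figure. The cluster numbers were rebuilt here and can cover other cells than in the study.

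The paper places the cell cycle genes of the B-lymphoid-like cells in cluster 7, and here *Top2a* was at 379.6 CPM in the cluster numbered 8 and 8.96 CPM in cluster 7. The paper gives *Cebpa* and *Runx1* as highest in cluster 1 among the neutrophil clusters. Here *Cebpa* was at 19.7, 17.7 and 17.9 CPM in clusters 1 to 3, with overlapping intervals, and *Runx1* was at 55.8 and 60.8 CPM in clusters 1 and 2, while *Gfi1* was highest in cluster 1 as stated. For *Vcam1* the paper names cluster 1 as the highest, and here cluster 6 held 16.8 CPM, from 1 cell, and cluster 1 12.0 CPM. Low levels of *Cd14* and *Fcgr3* are described for cluster 4, and here both were above their level in cluster 5, at 176 CPM and 576 CPM. The paper describes remaining expression of proliferation genes in cluster 4, and here *Cdk2* and *Cdk4* stood above clusters 5 and 6 there, at 17.4 and 156 CPM, while *Ccnb2* stood below them, at 1.37 CPM. Of the 9 genes of Table S1 for cluster 5, 7 were highest in cluster 6 of WT and 2 in cluster 5.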

Other observations

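The B-lymphoid-like cells of cluster 7 differed between the libraries in metabolism and cell cycle genes, which the paper does not compare. The glycolytic enzyme genes *Pgk1*, *Pkm* and *Eno1* were 3.73-fold (3.38 to 4.12), 3.12-fold (2.91 to 3.35) and 2.93-fold (2.74 to 3.13) higher in dKO. Genes of the response to low oxygen were higher in 12 of 13 measured genes (median log2 ratio 0.62, percentile 100.0) and S phase genes in 30 of 32 measured genes (median log2 ratio 0.76, percentile 100.0). Genes of the G2 and M phases were higher in 26 of 30 measured genes (median log2 ratio 0.45, percentile 99.9) and proliferation markers in 8 of 8 measured genes (median log2 ratio 1.02, percentile 100.0). With free RNA subtracted, however, the first median was -0.03 at the larger share, over 19 genes that kept at least 20 UMIs, and 0.18 at the smaller, over 24. Of the markers, 5 kept at least 20 UMIs at either share. Lower in dKO were genes of the CSF2, JAK2 and STAT5 pathway in 12 of 15 measured genes (median log2 ratio -0.28, percentile 0.08), p53 and cell cycle arrest genes in 8 of 9 measured genes (median log2 ratio -0.25, percentile 1.30), immediate early genes in 8 of 10 measured genes (median log2 ratio -0.28, percentile 0.64) and, by little, B-lineage genes in 15 of 22 measured genes (median log2 ratio -0.14, percentile 1.64). Secondary granule genes were lower in 8 of 9 measured genes (median log2 ratio -2.69, percentile 0.0), with the limits that these cells should lack them, that free RNA of WT is rich in neutrophil transcripts and that 2 of them kept at least 20 UMIs with free RNA subtracted at the larger share and 5 at the smaller. Among single genes, *Bhlhe41*, a transcriptional repressor, was 3.97-fold (2.98 to 5.38) higher in dKO, the actin-severing *Gsn* 3.74-fold (2.75 to 5.17) and *Lat*, an adaptor of the T cell receptor, 5.65-fold (3.70 to 8.97). *Ifitm1*, an interferon-induced membrane protein gene, was 21.6-fold (19.0 to 24.7) lower, *Slc4a8*, a bicarbonate transporter gene, 9.49-fold (6.51 to 14.3) and *Ly6f* 7.75-fold (5.98 to 10.2). Some of these sizes moved with free RNA subtracted. *Ifitm1* was 60.5-fold lower at the smaller share and had no count left in dKO at the larger, where *Gsn* was at 6.25 CPM in WT and 64.0 CPM in dKO. Chosen after their values were seen, *Ly6d* and *Ms4a1*, surface protein genes of B cells, had 105 and 75 UMIs in dKO and 7 and 2 in WT, while the repressor gene *Zbtb32* had 4 in dKO and 65 in WT. Each of these is a difference between 1 library and 1 other, and without integration most WT and dKO cells of this cluster fell in different clusters.

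Further lists were compared between the libraries in the myeloid classes. Pan-myeloid genes were lower in dKO in 11 of 13 measured genes (median log2 ratio -0.68, percentile 0.0) in cluster 5 and in 11 of 13 measured genes (median log2 ratio -0.25, percentile 0.34) in clusters 1 to 3. In cluster 5, p53 and cell cycle arrest genes were lower in 9 of 9 measured genes (median log2 ratio -0.53, percentile 0.07) and interferon-stimulated genes in 16 of 23 measured genes (median log2 ratio -0.48, percentile 0.0). G2 and M phase genes were higher in dKO in 50 of 52 measured genes (median log2 ratio 0.91, percentile 100.0) in clusters 1 to 3, with a median of 0.32 without integration, as were MHC class I genes in 10 of 11 measured genes (median log2 ratio 0.43, percentile 98.1). Antioxidant genes in clusters 1 to 3 were lower in dKO in 7 of 12 measured genes (median log2 ratio -0.33, percentile 0.08) and phagocytosis genes in 10 of 18 measured genes (median log2 ratio -0.11, percentile 2.31). Within the middle 95% of random lists lay the medians of lysosome genes, higher in dKO in 12 of 19 measured genes (median log2 ratio 0.12, percentile 38.8), and of genes of the CSF2, JAK2 and STAT5 pathway, higher in 12 of 15 measured genes (median log2 ratio 0.36, percentile 94.2), in clusters 1 to 3, and that of MHC class II genes in cluster 7, higher in 6 of 7 measured genes (median log2 ratio 0.46, percentile 97.2). Of single genes in clusters 1 to 3, *Ankrd37*, a gene induced by low oxygen, was 6.54-fold (5.37 to 7.96) higher in dKO, the lysosomal protease gene *Ctsh* 4.50-fold (3.52 to 5.73), the proteoglycan gene *Sdc4* 4.56-fold (3.58 to 5.81) and the lipid desaturase gene *Scd2* 3.82-fold (3.43 to 4.25). The lectin receptor gene *Clec5a* was 13.5-fold (6.80 to 31.3) lower there and *Chil3* 13.1-fold (9.30 to 19.1). In cluster 5, *Clec4d*, a receptor for fungal and mycobacterial lipids, was 9.35-fold (6.63 to 13.6) lower, *Pycard* 31.2-fold (17.4 to 62.8) and *Wfdc21* 13.4-fold (8.93 to 21.1), while *Nov* was 4.20-fold (3.83 to 4.61) higher.

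Some near copies of abundant genes differed more between the libraries than the genes they copy. In cluster 5, *Rpl7a-ps5* was 3.43-fold (3.07 to 3.84) higher in dKO and *Rpl7a* 1.18-fold (1.15 to 1.21). *Rps2-ps6* stood at 3.64-fold and *Rps2* at 1.42-fold, *Rpl6l* at 3.03-fold and *Rpl6* at 1.23-fold, and *Eno1b* at 2.59-fold and *Eno1* at 1.48-fold. Reads of a copy and its parent gene can be split between them in counting, so these values are uncertain, and no explanation was tested.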
